# Comprehensive long-read transcriptomic analysis reveals multi-level transcriptional alterations mediated by miR-214-3p dysregulation in gastric cancer cells

**DOI:** 10.1186/s12885-025-15323-1

**Published:** 2025-11-29

**Authors:** Ruijuan Xin, Xiaoqin Ma, Min Niu, Qian Hao, Hongliang Li, Linke Ma, Shengjuan Hu

**Keywords:** MiR-214-3p, Gastric cancer, Long-read sequencing, Alternative splicing, Alternative polyadenylation

## Abstract

**Background:**

Gastric cancer remains one of the leading causes of cancer-related death worldwide. miR-214-3p, a microRNA, has been reported to exhibit dysregulated expression and play important regulatory roles in various cancers. However, the global targets and underlying mechanisms of miR-214-3p in gastric cancer progression remain poorly understood.

**Methods:**

In this study, we performed long-read transcriptomic sequencing to comprehensively characterize transcriptome-wide variations in AGS gastric cancer cells following miR-214-3p overexpression (OE) or knockdown (KD). Functional in vitro experiments were conducted to validate the newly identified transcripts and assess the effects of miR-214-3p OE on cell proliferation and apoptosis in AGS cells.

**Results:**

Our results demonstrated that miR-214-3p OE and KD significantly altered the expression levels of numerous genes at both transcript and gene levels, particularly those involved in apoptosis and transcriptional regulation. Interestingly, miR-214-3p KD and OE showed consistent directional effects on the expression of some target genes. Additionally, miR-214-3p broadly influenced the alternative splicing of hundreds of genes, including those associated with cell division, senescence, and transcriptional regulation. Notably, changes in miR-214-3p expression also affected the alternative polyadenylation and 3’UTR lengths of transcripts. Furthermore, our in vitro experiments revealed that miR-214-3p OE significantly promoted the proliferation of AGS cells and inhibited apoptosis, suggesting its potential oncogenic role.

**Conclusions:**

Collectively, these findings highlight the potential multifaceted regulatory roles of miR-214-3p in mediating proliferation and apoptosis through diverse mechanisms in AGS gastric cancer cells, thereby advancing our understanding of its critical role in gastric cancer progression and its therapeutic potential.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-025-15323-1.

## Introduction

Gastric cancer (GC) remains one of the most prevalent cancers globally, with approximately 968,350 new cases and 659,853 deaths reported in 2022 [1]. Owing to its insidious onset and the absence of distinct clinical symptoms, it is frequently diagnosed at advanced stages, with only 20% of cases detected early [2]. As a result, most patients fail to receive timely treatment, leading to significantly reduced 5-year survival rates [3]. Given these challenges, the identification of molecular biomarkers and therapeutic targets in gastric cancer progression is essential for enhancing early diagnosis and advancing precision medicine.

MicroRNAs (miRNAs), a class of non-coding RNAs (ncRNAs), have emerged as critical regulators in cancer biology, exerting their effects through multiple mechanisms and holding significant potential as therapeutic targets and small nucleic acid-based drugs [4–6]. MiR-214-3p, a prevalent isoform of miR-214, is encoded by a conserved non-coding intronic transcript, Dnm3os, and has demonstrated versatile roles in various biological processes and diseases, particularly in cancer [7, 8]. Notably, miR-214-3p has been reported to exhibit higher expression levels in gastric cancer (GC) tissues and plasma compared to control samples, underscoring its potential as a diagnostic biomarker and therapeutic target [9–14]. Therefore, elucidating the mechanisms of action of miR-214-3p in GC progression is of great significance for advancing targeted drug development and improving clinical outcomes.

In recent studies, miR-214-3p has been observed to exhibit higher expression levels in gastric cancer cell lines, such as SGC-7901 and BGC-823, compared to normal gastric mucosa epithelial cells, specifically the GES-1 line [15]. Our previous research has highlighted that GC9811-P cells, characterized by their high metastatic potential to the peritoneum, display elevated miR-214-3p levels compared to GC9811 cells [16]. Additionally, hypoxic conditions have been found to upregulate miR-214-3p expression in gastric cancer cells, thereby promoting tumor proliferation and migration through the Warburg effect [17]. Mechanistically, modulating miR-214-3p expression can influence key cellular processes, including proliferation, apoptosis, metastasis, and invasion, by targeting critical genes such as A2AR, PRDM16, PTEN, and Dact2 [14–17]. Furthermore, exosomes loaded with anti-miR-214-3p inhibitors have demonstrated the ability to reverse chemoresistance to cisplatin in the gastric adenocarcinoma cell line SGC7901, suggesting potential therapeutic applications [18]. These findings underscore the importance of identifying novel targets of miR-214-3p and exploring effective methods to deliver exogenous miR-214-3p into cells in vivo, which could pave the way for innovative miRNA-based therapies [8, 19]. Despite these advancements, the comprehensive identification of genome-wide regulatory targets of miR-214-3p in cancer cells remains an area of active investigation, highlighting the need for further research to fully understand its role and therapeutic potential in gastric cancer.

Here, we investigated the effects of miR-214-3p expression in gastric cancer cells by transfecting recombinant lentivirus vectors to achieve either overexpression (OE) or knockdown (KD) of miR-214-3p. Subsequently, we performed Nanopore long-read RNA sequencing and bioinformatics analysis to systematically characterize the transcriptome variations in cells with altered miR-214-3p expression (Fig. 1A). Long-read sequencing (LRS) enables accurate detection and quantification of full-length transcripts, including novel RNA isoforms, alternative splicing, alternative polyadenylation, and other transcript structural variations, by directly sequencing RNA or cDNA molecules [20–22]. Notably, LRS allows for the identification of miRNA-mediated differential regulation of the same gene at the isoform level, such as the inclusion or exclusion of miRNA-binding sites in the 3′-untranslated regions (3′-UTRs) [23]. The purpose of our study is not only to characterize previously unannotated transcripts and transcriptional variants in gastric cancer cells but also to explore the functional implications of these variations in the context of miR-214-3p dysregulation.

**Fig. 1:**
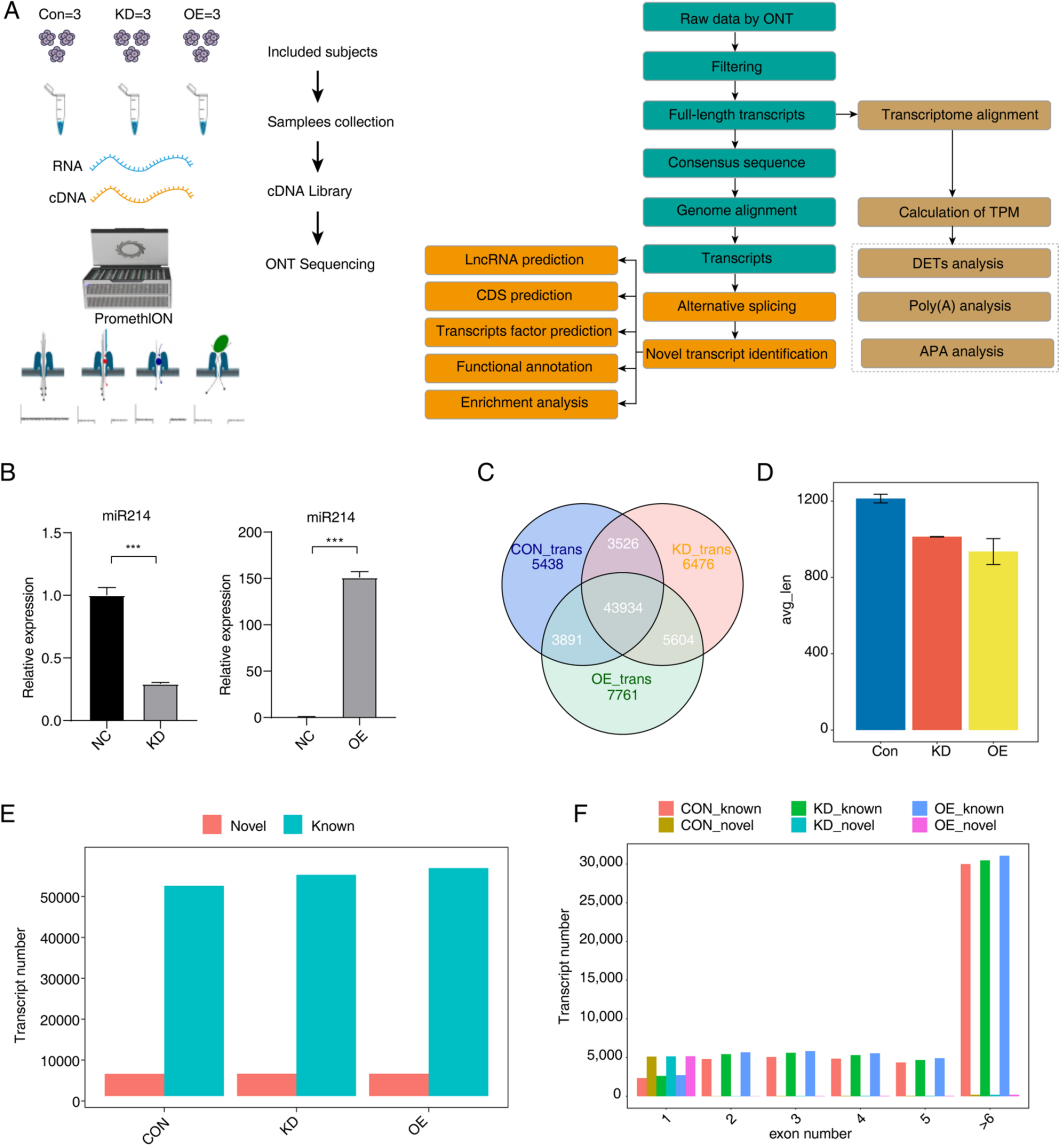
Identification of novel transcripts in AGS cells after miR-214-3p overexpression and knockdown based on ONT sequencing. **A** Flowchart illustrating the experimental workflow and data analysis pipeline for ONT sequencing. **B** RT-qPCR validation of miR-214-3p expression levels in AGS cells under knockdown (left panel), overexpression (right panel), and control conditions. Significant differences were observed between groups (***P < 0.001). **C** Venn diagram displaying the overlap in the number of identified transcripts among the knockdown (KD), overexpression (OE), and control (Con) samples, showing the unique and shared transcripts across conditions. **D** Bar plot comparing the average transcript lengths of novel transcripts identified in KD, OE, and Con samples. **E** Bar plot showing the number of newly predicted transcripts of known genes in KD, OE, and Con samples. **F** Bar plot illustrating the distribution of exon numbers per transcript across KD, OE, and Con samples, highlighting differences in transcript structure

## Methods

### Plasmid construction

Construction of lentivirus packaging plasmids for miR-214-3p overexpression (OE) and knockdown (KD), along with control plasmids (Con), was carried out by obtaining these plasmids from Ningxia Saisi Juxin Biotechnology Co., Ltd. (Ningxia, China). Specifically, the antisense miR-214-3p sequences (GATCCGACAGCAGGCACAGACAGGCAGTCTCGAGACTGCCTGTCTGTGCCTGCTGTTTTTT) and mature miR-214-3p sequences (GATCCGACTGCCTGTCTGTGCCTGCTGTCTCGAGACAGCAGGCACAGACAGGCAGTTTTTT) were amplified via PCR. These sequences were subsequently cloned into lentivirus expression vectors (pLVX-shRNA2-puro) using enzymatic digestion and ligation. The integrity and accuracy of the inserted sequences were confirmed via PCR and sequencing.

### Cell culture and transfection

The human gastric cancer cell line AGS was purchased from Procell Life Science & Technology Co., Ltd. (Wuhan, China). AGS cells were cultured in MEM medium supplemented with 10% fetal bovine serum (FBS), 100 µg/mL streptomycin, and 100 U/mL penicillin, under standard conditions of 37℃ and 5% CO2. Transfection of the AGS cells with the aforementioned plasmids (OE, KD, and Con) was performed using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA). Following transfection, the cells were incubated for 48 h to allow for expression of the transfected constructs.

### Assessment of gene expression

Total RNA was extracted from cultured cells using Trizol reagent (Ambion, 15596-018, USA). Complementary DNA (cDNA) synthesis for miRNA-214-3p was performed using stem-loop primers and M-MLV Reverse Transcriptase (Vazyme, R011-01, China). Quantitative real-time PCR (qRT-PCR) was conducted using HieffTM qPCR SYBR^®^ Green Master Mix (Low Rox Plus) (Yeasen, 11202ES03, China) to determine miRNA-214-3p expression. Primer sequences for both miRNA-214-3p and U6 are listed in Table S1. The expression value of U6 was used as an internal reference, and the relative expression value of miRNA-214-3p was calculated using the 2^−ΔΔCT^ method [24]. The concentration of each miRNA-214-3p transcript was normalized to the U6 RNA level. Statistical comparisons were performed using a paired Student’s *t*-test with GraphPad Prism software (San Diego, CA).

### Cell viability assay

The transfected AGS cells were collected and seeded into 24-well plates at a density of 5 × 10^3^ cells per well. Following transfection, the cells were incubated at 37 °C with 5% CO2 for 0, 24, 48, and 72 h. At each time point, 10 µL of CCK-8 solution (MCE, HY-K0301) was added to the wells, and the cells were further incubated for an additional 2.4–2.6 h. Cell proliferation was assessed by measuring the absorbance at 450 nm (OD450) using a microplate reader (Biotek, ELX800). The data were analyzed to evaluate the viability of AGS cells under different experimental conditions.

### Flow cytometric analysis of cell apoptosis

To investigate the role of miR-214-3p in regulating apoptosis in gastric cancer, we performed flow cytometric analysis using the Annexin V-APC/7-AAD cell apoptosis detection kit (Yeasen, 40304ES60, Shanghai, China). The transfected AGS cells were seeded into 24-well plates at a density of 5 × 10^4^ cells per well and allowed to adhere overnight at 37 °C in a humidified atmosphere of 5% CO_2_. After treatment under the specified experimental conditions, the cells were harvested and stained with 5 µL of Annexin V-APC for 15 min, followed by 10 µL of propidium iodide (PI) reagent for an additional 15 min in the dark. The extent of apoptosis was quantified by flow cytometry using a FACSCanto flow cytometer (BD Biosciences, USA).

### RNA extraction, library construction, and sequencing

To analyze the role of miR-214-3p in gastric cancer, RNA extraction, library construction, and sequencing were conducted using the following procedures. Total RNA was extracted from AGS cells using the Total RNA Extraction Kit (DP431, TIANGEN, China). The quality and quantity of the purified RNA were assessed by measuring the absorbance ratio at 260 nm/280nm (A260/A280) with a N50 Touch Ultrafine Spectrophotometer (IMPLEN, Germany). RNA integrity was further confirmed through 1.0% agarose gel electrophoresis.

For each sample, 500 ng of total RNA was purified into 0.2 ml PCR tubes and adjusted to a final volume of 9 µl with nuclease-free water. Reverse transcription reactions were prepared by combining 9 µl of RNA, 1 µl of 10 µM VNP primer, 1 µl of 10 mM dNTPs, and incubated for 5 min at 65 °C. The reaction mixture was then snap-cooled on a pre-chilled freezer block. Subsequently, strand-switching buffer (4 µl of 5x RT buffer, 1 µl of RNaseOUT, 1 µl of nuclease-free water, and 2 µl of 10 µM strand-switching primer) was added to the cooled, annealed mRNA and incubated at 42 °C for 2 min. Reverse transcription was initiated by adding 1 µl of Maxima H Minus Reverse Transcriptase, and the reactions were incubated at 42 °C for 90 min, followed by 5 min at 85 °C, and then held at 4 °C.

For library construction, each cDNA sample was prepared by adding 2 µl of PR1 Primer, 2 µl of PR2 Primer, 20 µl of first-strand cDNA, 25 µl of LongAmp Taq 2x master mix, and 1 µl of nuclease-free water. The samples were then cycled for 3 min at 94 °C, repeated once, followed by 15 s at 94 °C, 15 s at 50 °C, and 2 min at 65 °C, repeated 12 times, and finally held for 10 min at 65 °C before being stored at 4 °C.

Barcoding of the cDNA was performed using the Native Barcode Kit 96 V14 (SQK-NBD114.96) following the manufacturer’s guidelines. Each barcoded DNA sample was purified using 1× Ampure XP Beads, eluted in 20 µl of nuclease-free water, and quantified using Qubit. Sequencing was conducted by loading 300 fmol of adapter-ligated library onto a PromethION flow cell (vR10.4.4) according to established protocols.

### Long‑read sequencing data quality control, alignment, correction and identification of transcripts

The raw sequencing data obtained from Oxford Nanopore Technologies (ONT) was in POD5 format, which contains the raw sequencing signals. Base calling analysis was performed using dorado software (version: 0.8.2) to convert the POD5 format data into FASTQ format, which includes the base information of the sequencing reads and their corresponding quality scores. Pychopper (version 2.7.9) was employed to trim the ONT reads and identify full-length transcripts. Reads with a sequence quality value below 10 and lengths below 50 bp, as filtered by chopper (version 0.7.0), were retained for further analysis. The ONT reads were aligned to the ensembl reference genome hg38 using minimap2 (version 2.27-r1193) [25] in spliced alignment mode with the command ‘minimap2 -ax splice -uf -k14’. Detection of alternatively spliced isoforms was carried out using the Pinfish package (available at github.com/nanoporetech/pinfish). Polished transcripts were output in GTF format, and transcripts assembled from long-read sequencing were merged using StringTie (version 2.1.6) [26] to generate a non-redundant pool of transcripts across all samples. Subsequently, gffcompare (version 0.12.6; parameters: -G, -R) [27] was utilized to compare the non-redundant transcripts with the genome’s known transcripts, enabling the identification of novel transcripts and genes. Finally, transcripts were classified as new or known based on classcode annotations ([uxijo] and [c=]), and all transcripts were merged for subsequent analysis.

### Conversion of abundance estimates to transcripts per million (TPM)

To assess the accuracy of transcript and gene-level abundance estimation, we utilized Salmon (v1.7.0) [28] in quasi-mapping mode to estimate TPM values for each transcript and gene across all sample datasets. This approach enabled precise quantification of transcript abundance by aligning sequencing reads to the reference transcriptome without requiring full-length sequence mapping.

### Differential gene and transcript expression, and transcript usage analysis

To evaluate the differential expression between the two groups, we employed DESeq2 (version 1.30.1) [29], a widely used tool for differential expression analysis in RNA sequencing data. This analysis allowed us to identify differentially expressed genes (DEGs) and differentially expressed transcripts (DTEs) by applying a statistical cutoff of Fold change ≥ 2 and False Discovery Rate (FDR) ≤ 0.05. These thresholds are commonly used to ensure a balance between sensitivity and specificity in identifying significant changes in gene expression.

For transcript usage analysis, we utilized DEXSeq [30], implemented within IsoformSwitchAnalyzeR (version 2.2.0) [31]. This approach enabled us to assess differential transcript usage (DTU) by calculating the difference in isoform fraction (dlF) value and the adjusted p-value for each isoform. Isoforms with an adjusted p-value < 0.05 were deemed significant, regardless of the dlF value. At the gene level, the lowest adjusted p-value from any isoform was considered representative of the gene’s significance, thereby identifying genes with at least one significant isoform as significant.

The transcripts were identified using gffcompare (version 0.12.6) [27], which facilitates the comparison of transcripts to a reference annotation. These analyses collectively provided insights into the role of miR-214-3p in gastric cancer, contributing to our understanding of its regulatory mechanisms and potential therapeutic implications. The findings from these differential expression and transcript usage analyses were integrated into subsequent sections of this study to further explore the biological significance of miR-214-3p in the context of gastric cancer progression and treatment response.

### Pathway enrichment analysis

To understand the biological processes and pathways associated with miR-214-3p in gastric cancer, we performed pathway enrichment analysis. This analysis utilized Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, identified through KOBAS software version 2.0 [32]. The enrichment of each term was determined using the Hypergeometric test, with the Benjamini-Hochberg procedure applied to control the False Discovery Rate (FDR) at a threshold of ≤ 0.05. This approach allowed us to identify significant biological themes and pathways that may be influenced by miR-214-3p in the context of gastric cancer.

### Differential alternative splicing analysis

Differential alternative splicing (AS) analysis was employed to identify AS events associated with miR-214-3p in the context of gastric cancer. AS differences were detected using SUPPA2 (version 2.3) [33]. For each AS event, the splicing level was quantified using the Percentage of Spliced-In (PSI) metric, while the mean difference in splicing levels between the two groups was assessed by ΔPSI (dPSI) and evaluated statistically using independent T-tests to compare PSIs across the groups. AS events with dPSI ≥ 0.05 and P value ≤ 0.05 were subsequently analyzed to identify significant splicing changes potentially influenced by miR-214-3p in gastric cancer.

### Statistical analysis

Statistical analysis was conducted using R (version 4.2.3) and RStudio, encompassing the creation of pattern diagrams and stacked bar charts. The data are presented as means ± SEM. Statistical differences between two groups were assessed using Student’s *t*-test, with a significance level of *p* < 0.05.

## Results

### Landscape of long-read full-length transcripts in AGS cells with miR-214-3p overexpression or knockdown

We established stable AGS cell lines with overexpression (OE) and knockdown (KD) of miR-214-3p by constructing and transfecting lentivirus vectors. The transfection efficiency was evaluated using qPCR, which revealed a significant increase in miR-214-3p expression in the OE group compared to the control group (OE-Con). Conversely, miR-214-3p expression was significantly lower in the KD group than in the KD-Con group (Fig. 1B). These results confirmed the successful construction of miR-214-3p-OE and miR-214-3p-KD AGS cell lines.

Subsequently, RNA was extracted from nine AGS cell samples (3 KD, 3 OE, and 3 control) and subjected to ONT long-read sequencing (Table S2) and bioinformatic analysis. 

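The values used here are gene-level counts and TPM values from the 9 AGS libraries, 3 from control cells (Con), 3 from KD cells and 3 from OE cells. AGS is a human gastric adenocarcinoma cell line. The cells carried a lentiviral plasmid for an insert against miR-214-3p (KD), for miR-214-3p (OE) or a control plasmid. The paper's methods give an incubation of 48 h after transfection, while its results describe stable cell lines. Its qPCR has separate controls for KD and OE (Fig. 1B), while the KD and OE libraries share the same Con. Which control was sequenced is not stated. The microRNA itself has no row in the gene tables. DNM3OS, the noncoding transcript from which miR-214 is processed, had 2 counts over the Con libraries and 0 counts over the KD and over the OE libraries, so it could not be tested at this depth. The change in miR-214-3p therefore rests on the paper's qPCR (Fig. 1B).
The deposited counts summed to 1636091, 1571367 and 1977569 in Con replicates 1 to 3, to 2362110, 2334601 and 2150506 in KD replicates 1 to 3, and to 2481801, 2853067 and 2341161 in OE replicates 1 to 3. The paper's own depth in Table S2 is 5062957 to 8361154 reads per library, and the deposited totals are 30.1% to 34.1% of those reads. All values here use the deposited totals. The authors aligned full-length cDNA reads to GRCh38 with minimap2 2.27-r1193, merged the transcripts of all samples with StringTie 2.1.6 and estimated abundance with Salmon. The tables hold genes with Ensembl identifiers and unannotated rows that lie inside introns of a gene, on the strand opposite to a gene, or between genes. Whether the whole-number counts are rounded Salmon estimates is not stated.
Differences between 2 groups were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, with the 3 libraries of each group and no other group in the fit. Genes with low counts were removed with filterByExpr. Genes with a fold change of at least 2 and an adjusted p (Benjamini-Hochberg) of at most 0.05 are called DEGs, which are the thresholds of the paper. Where a single gene or list is said to lose or keep its call, the adjusted p alone is meant, whatever the fold. The authors used DESeq2 1.30.1. The paper calls the 3 libraries of a group biological replicates and does not say whether they were separate cultures, so p-values here measure the spread between these samples, which may be technical in part. Lower bounds cover counting error only, and the bootstrap interval given for host genes covers the spread over rows only.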

A total of 56,789, 59,810, and 61,190 unique transcripts were identified in the control, KD, and OE groups, respectively. Among these, 43,934 transcripts were common to all groups (Fig. 1C). The average transcript length varied between 862 bp and 1,187 bp, with transcripts in the KD and OE groups being significantly shorter than those in the control group (Fig. 1D). Furthermore, we identified numerous novel transcripts and genes across all groups. Specifically, 5415, 5446, and 5460 novel transcripts were detected in the control, KD, and OE groups, respectively (Fig. 1E). 

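Genes with long transcripts made up a smaller part of the KD and OE libraries than of the Con libraries. The count-weighted mean length of the annotated genes was 4252 ± 49.2 nt in Con (SD, n = 3), 4073 ± 21.7 nt in KD (SD, n = 3) and 3951 ± 66.8 nt in OE (SD, n = 3). Every pair of groups was separated without overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Of the genes tested, the 2354 with the shortest canonical transcripts (97 to 1572 nt) had a median log2 fold change of 0.24 in OE vs. Con, and the 2354 with the longest (5680 to 205012 nt) had a median of -0.15. Among the shortest genes 364 rose and 106 fell, and among the longest 43 rose and 49 fell. In KD vs. Con the medians were 0.12 for the shortest 2306 genes and -0.05 for the longest 2305 genes. Across genes, unannotated rows included, Spearman's correlation of the log2 fold change with the effective length was -0.168 in KD vs. Con over 12998 genes and -0.275 in OE vs. Con over 13135 genes. Over annotated genes alone it was -0.286 in KD vs. Con (11667 genes) and -0.469 in OE vs. Con (11906 genes). The effective length is the ratio of counts to TPM in these same libraries, and the correction for gene length used below rests on it. With the canonical transcript length the correlation was weaker, -0.142 in KD vs. Con (11526 genes) and -0.209 in OE vs. Con (11768 genes). Genes are not independent replicates, so no p is given for these correlations.
The mean read lengths in the paper's Table S2 average 1208 nt in Con, 1010 nt in KD and 934 nt in OE. KD and OE each lay below Con in every library (exact permutation test, p = 0.1), while OE and KD overlapped (exact permutation test, p = 0.4, n = 3 each).

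**Figure D1:**
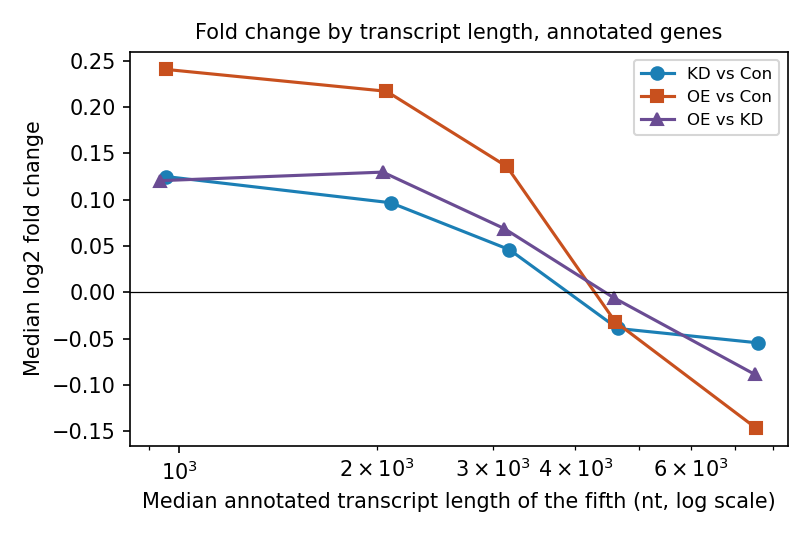
Median log2 fold change of annotated genes in 5 groups of about equal size by canonical transcript length, for KD vs. Con, OE vs. Con and OE vs. KD. Each point lies at the median length of its group in nt, on a log axis, and in OE vs. Con the medians run from 0.24 in the shortest group to -0.15 in the longest.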

The median length of novel transcripts was notably shorter than that of known transcripts (Fig. S1A). Interestingly, the number of exons contained in known and novel transcripts was comparable (Fig. 1F). 

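Unannotated rows, which are mainly pieces of introns such as one inside MAPK8, took a smaller share of the counts in KD and OE cells than in Con cells. The share was 5.60% ± 0.456 in Con, 4.81% ± 0.0313 in KD and 4.02% ± 0.254 in OE (SD, n = 3 each). Most of it came from rows inside introns, with 4.33% in Con, 3.73% in KD and 3.02% in OE. Rows between genes held 0.604% in Con, 0.411% in KD and 0.383% in OE, and rows antisense to genes held 0.670%, 0.673% and 0.617%. All 3 pairs of groups were separated in the unannotated share (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow).
With at least 1 count in a group, 25597 genes were detected in Con, 26364 in KD and 26535 in OE, of which 23174, 24010 and 24318 were annotated. Rows without an Ensembl identifier and with a TPM above 0 numbered 2298 in Con, 2235 in KD and 2104 in OE. By the class of the row, 2423, 2354 and 2217 unannotated rows were detected. With the libraries thinned to the smallest total, 2418 unannotated rows were detected in Con, 2336 in KD and 2175 in OE. At that depth 25313 genes were detected in Con, 25340 in KD and 25057 in OE, of which 22895, 23004 and 22882 were annotated. The higher totals of KD and OE without thinning therefore do not show that more genes were expressed there.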

Notably, we identified 2298, 2235, and 2104 novel genes in the control, KD, and OE groups, respectively (Fig. S1B). The majority of these novel genes were associated with a single transcript, similar to the pattern observed for known genes (Fig. S1C).

To further investigate the functional relevance of these novel transcripts, we performed GO term and KEGG pathway enrichment analyses. GO analysis demonstrated that the novel transcripts were enriched in biological processes such as intracellular signal transduction, apoptotic process, and regulation of DNA-templated transcription (Fig. S1D). KEGG pathway analysis revealed significant enrichment in pathways including the cell cycle and cellular senescence (Fig. S1E). These findings suggest that dynamic changes in miR-214-3p expression can influence the generation of novel transcripts in AGS cells, particularly those associated with cell-apoptosis and cell-cycle regulation.

### Identification and functional analysis of differentially expressed transcripts elicited by miR-214-3p dysregulation in AGS cells

To investigate the potential target transcripts of miR-214-3p, differentially-expressed transcripts (DETs) were identified by comparing KD vs. Con and OE vs. Con groups. Based on the TPM values of all expressed transcripts, an unsupervised hierarchical clustering analysis was performed, demonstrating that the three KD, three Con, and three OE samples were grouped together, respectively (Fig. 2A). Principal component analysis (PCA) of all samples for unique transcripts yielded similar results (Fig. S2A).

**Fig. 2:**
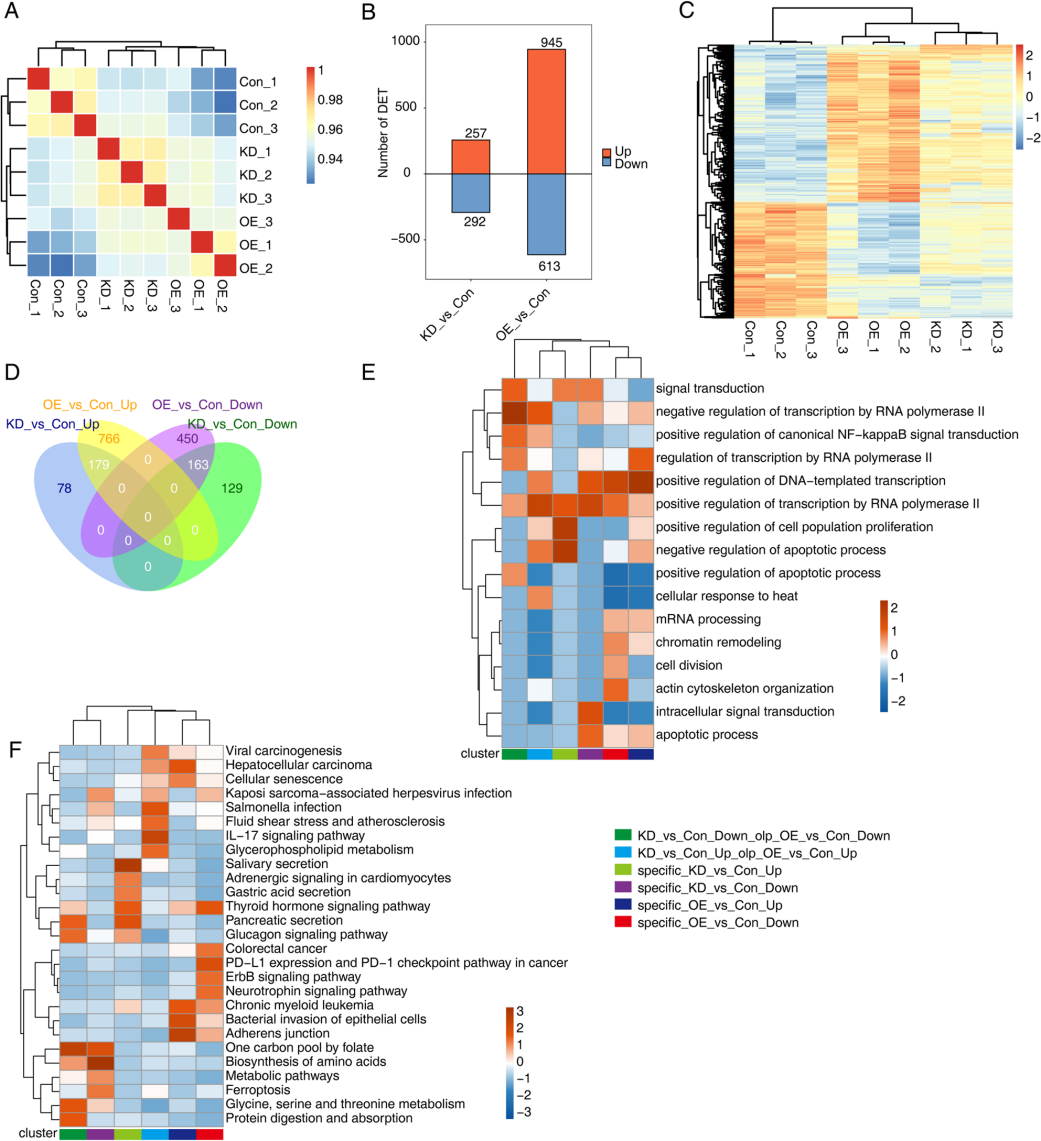
Identification and functional analysis of differentially expressed transcripts in AGS cells after miR-214-3p overexpression and knockdown.** A** Heat map depicting the hierarchical clustering of Pearson correlation coefficients derived from comparing transcript expression values (based on transcripts per million, TPM) across knockdown (KD), overexpression (OE), and control (Con) samples. **B** Bar plot illustrates the number of DETs identified at a fold change threshold of ≥ 2 and a false discovery rate (FDR) ≤ 0.05 between KD or OE vs. Con samples. **C** Heat map displays the expression levels of all DETs identified in AGS cells after miR-214-3p manipulation, grouped by hierarchical clustering to reveal patterns of differential expression. **D** Venn diagram shows the overlap in the number of DETs among KD, OE, and Con samples, highlighting shared and unique transcripts across conditions. **E** Heat map presents the top 5 enriched Gene Ontology (GO) biological processes associated with genes containing overlapping DETs, indicating the biological functions influenced by miR-214-3p. **F** Heat map highlights the top 5 enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways associated with genes containing overlapping DETs, revealing the key signaling pathways regulated by miR-214-3p in AGS cells

Bar plots and volcano plots revealed that the OE vs. Con comparison resulted in more DETs (945 upregulated and 613 downregulated) compared to the KD vs. Con comparison (257 upregulated and 292 downregulated) (Fig. 2B and Fig. S2B). Notably, the expression heatmap of all unique DETs indicated that a subset of DETs exhibited higher or lower expression in both KD and OE groups relative to the Con group (Fig. 2C). A Venn plot analysis showed that KD vs. Con and OE vs. Con comparisons shared 179 common upregulated DETs and 163 common downregulated DETs (Fig. 2D). Importantly, OE vs. Con exhibited more specific upregulated (766) and downregulated (450) DETs compared to KD vs. Con (78 and 129, respectively) (Fig. 2D). These findings suggest that miR-214-3p overexpression has a stronger influence on global gene expression at the transcript level than miR-214-3p knockdown in AGS cells.

To further explore the functional roles of the DETs identified in Fig. 2B and D, GO and KEGG pathway analyses were performed. Heat map plots displayed the top 10 or 5 most enriched GO biological process terms (Fig. 2E and Fig. S2C) and KEGG pathways (Fig. 2F and Fig. S2D) for each DET list. The results indicated that the upregulated DETs in both KD vs. Con and OE vs. Con comparisons were significantly enriched in GO terms such as negative regulation of apoptotic process (Fig. S2C). Additionally, the KD vs. Con-specific upregulated DETs were enriched in terms including positive regulation of cell population proliferation and negative regulation of apoptotic process (Fig. 2E). For the remaining five DET lists, each was enriched in at least one transcription-associated GO term, including negative regulation of transcription by RNA polymerase II, positive regulation of DNA-templated transcription, and positive regulation of transcription by RNA polymerase II (Fig. 2E). These results collectively suggest that miR-214-3p may be indirectly involved in the expression of downstream genes at the transcript level by influencing the expression of transcription factors.

### Identification and functional analysis of differentially expressed genes elicited by miR-214-3p dysregulation in AGS cells

Beyond identifying differentially expressed transcripts (DETs), we performed a comprehensive analysis of differentially expressed genes (DEGs) in AGS cells under miR-214-3p knockdown (KD) and overexpression (OE) conditions compared to control (Con). To evaluate global gene expression patterns, we conducted an unsupervised hierarchical clustering of all nine samples based on the TPM values of each expressed gene. As anticipated, samples within each experimental group (three KD, three Con, and three OE) were clustered together, demonstrating the consistency of the data (Fig. 3A). 

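KD and OE libraries resembled each other more than either resembled Con, and libraries of one group resembled each other most. Pearson's r of log2(TPM + 1) between 2 Con libraries lay between 0.924 and 0.935, between 2 KD libraries between 0.932 and 0.933, and between 2 OE libraries between 0.928 and 0.941. Between Con and KD libraries r was 0.901 to 0.916, between Con and OE 0.879 to 0.905, and between KD and OE 0.916 to 0.928. In average-linkage clustering on 1 - r, the Con, KD and OE libraries each formed a cluster of their own, and the KD and OE clusters joined before Con. With untransformed TPM, which gives most weight to the most abundant genes, Con and KD formed clusters of their own and OE did not.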

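Con, KD and OE libraries also separated along the first principal component of log2(TPM + 1), over genes with a TPM of at least 1 in 3 or more libraries. This component held 30.3% of the variance and placed Con at -59.2 ± 6.46, KD at 14.8 ± 3.59 and OE at 44.4 ± 10.6 (SD, n = 3 each). The second component held 14.0% and set KD apart, at -39.3 ± 10.2, from Con at 11.3 ± 12.6 and OE at 28.0 ± 8.61 (SD, n = 3 each).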

Principal component analysis (PCA) of all samples corroborated these findings (Fig. S3A).

**Fig. 3:**
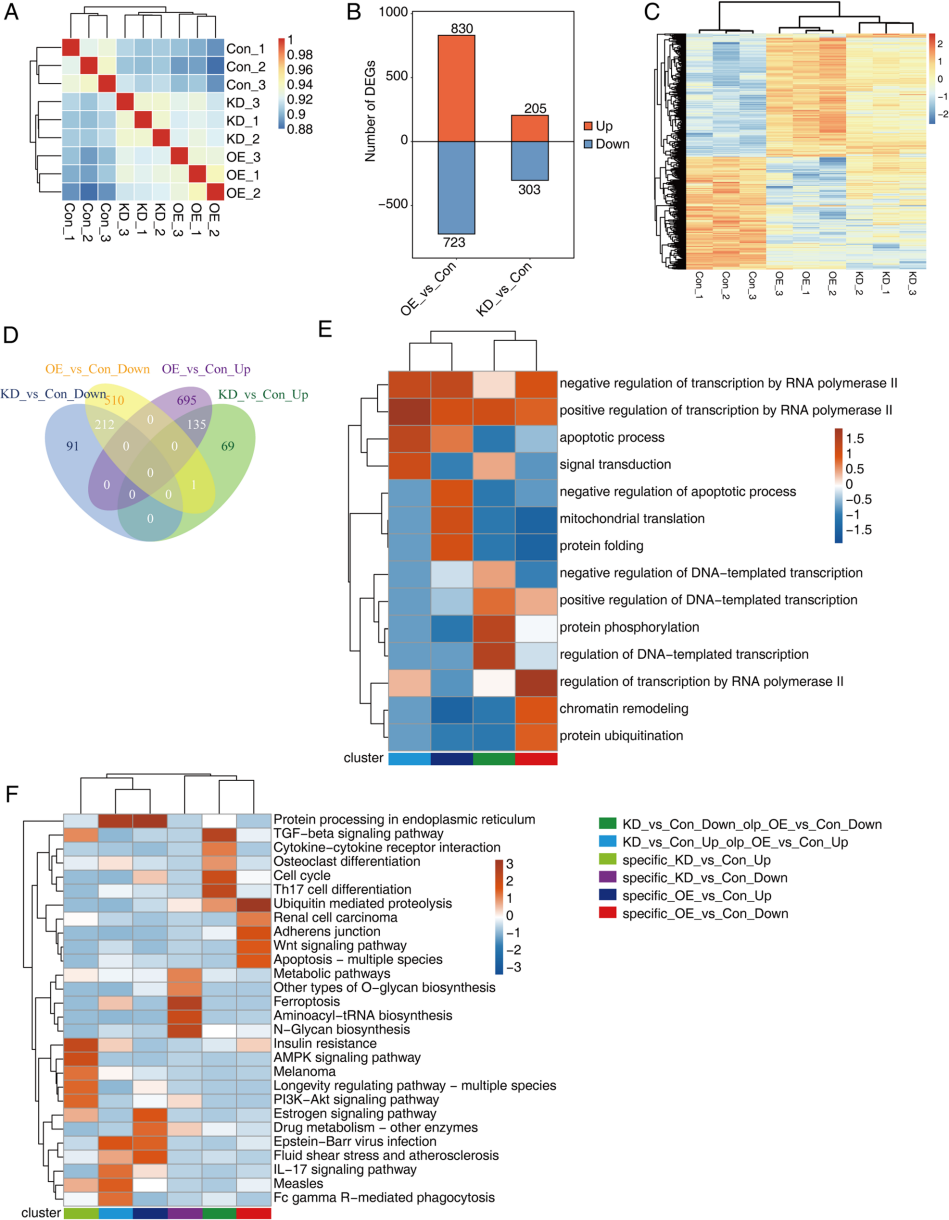
Identification and functional analysis of differentially expressed genes (DEGs) in AGS Cells after miR-214-3p overexpression and knockdown. **A** A hierarchical clustering heat map of Pearson correlation coefficients derived from comparing gene expression levels across KD, OE, and Con samples, illustrating the similarity and differences in gene expression patterns. **B** A bar plot showing the number of DEGs identified with a fold change of ≥ 2 and FDR ≤ 0.05 between KD or OE vs. Con samples, highlighting significant upregulation and downregulation. **C** A hierarchical clustering heat map of expression levels for all DEGs identified in AGS cells after miR-214-3p manipulation, clustering the genes based on their expression patterns across the conditions. **D** Venn diagram illustrating the overlap in DEGs among KD, OE, and Con samples, identifying genes uniquely differentially expressed in each condition and those common across them. **E** Hierarchical clustering heat map of the top 5 enriched GO biological processes associated with DEGs, indicating the biological functions significantly influenced by miR-214-3p. **F** Hierarchical clustering heat map of the top 5 enriched KEGG pathways associated with DEGs, revealing the key signaling pathways regulated by miR-214-3p in AGS cells

Our analysis revealed a significantly higher number of DEGs in the OE vs. Con comparison (830 upregulated and 723 downregulated) compared to KD vs. Con (202 upregulated and 305 downregulated) (Fig. 3B and Fig. S3B). 

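In KD cells, transcripts of PSG4, a pregnancy-specific glycoprotein, and of ID2, which blocks DNA binding by basic helix-loop-helix factors, rose, and those of TGM2, a protein-crosslinking transglutaminase, fell. The log2 fold change of PSG4 was 2.87 (standard error 0.21, adjusted p = 2.31e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 14.6 ± 4.67 normalized counts in Con to 108 ± 5.02 in KD (SD, n = 3 each). PSG4 belongs to a family of near-identical genes, so part of its counts may belong to a paralog. ID2, on chromosome 2 of GRCh38 from 8678845 to 8684461, had a log2 fold change of 1.33 (standard error 0.12, adjusted p = 8.93e-07 from the same edgeR test). TGM2, on chromosome 20 from 38127385 to 38166578, fell by 2.28 on the log2 scale (standard error 0.19, adjusted p = 2.40e-07 from edgeR), and ADGRL4, an adhesion receptor, fell by 2.26 (standard error 0.11, adjusted p = 9.94e-11 from edgeR).
In OE cells, PLA2G2A, a secreted phospholipase, rose with a log2 fold change of 2.16 (standard error 0.24, adjusted p = 5.10e-05 from edgeR), from 26.6 ± 5.39 to 118 ± 30.1 normalized counts (SD, n = 3 each). MANF, a secreted factor induced by endoplasmic reticulum (ER) stress, rose by a log2 fold change of 2.04 (standard error 0.21, adjusted p = 2.64e-05 from edgeR). TMEM50B, which encodes a membrane protein of the ER, had 0 counts in all 3 Con libraries and was at least 95.4-fold higher in OE, against a floor of 3 counts over the group. It was not alone, since 35 of 12280 annotated rows had 0 counts in Con where their OE level predicts more than 20. Whether reads of such rows were assigned to another row in Con was not tested. NHSL1 fell by 1.58 on the log2 scale (standard error 0.12, adjusted p = 2.32e-06 from edgeR).
In KD vs. Con, 300 of 12998 genes rose and 441 fell. Protein-coding genes made up 206 of those that rose and 119 of those that fell, and rows outside the annotation 35 and 242. In OE vs. Con, 918 of 13135 genes rose and 787 fell, of which 709 and 213 were protein-coding and 20 and 453 were unannotated. Most of the unannotated rows that fell in OE lay inside introns (323 of 781 tested). Without the fold threshold, 1268 genes rose and 1336 fell in KD, and 2278 rose and 2152 fell in OE (edgeR, adjusted p of at most 0.05). DESeq2 called 205 genes higher and 303 lower in KD, and 830 higher and 723 lower in OE. With a correction for gene length, 581 rose and 687 fell in OE, and 269 rose and 388 fell in KD. Without OE replicate 2, the number of genes that rose in OE was 595. On log2(TPM + 1) with limma, the number that fell in OE was 441, and 156 rose and 202 fell in KD.

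**Figure D2:**
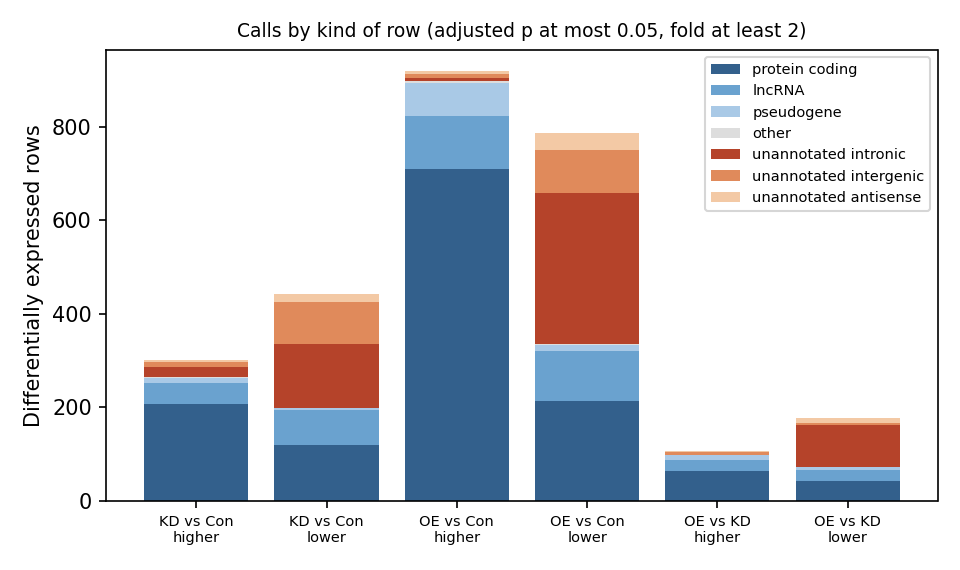
Number of DEGs in KD vs. Con, OE vs. Con and OE vs. KD, with a bar for those that were higher and a bar for those that were lower, each stacked by kind of row. Protein-coding genes lead those that rose (206 in KD, 709 in OE), and unannotated rows inside introns lead those that fell in OE (323).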

Consistent with the DET analysis, the expression heatmaps of DEGs showed that many genes exhibited altered expression levels under both KD and OE conditions relative to Con (Fig. 3C). Specifically, there were 135 always upregulated and 212 always downregulated DEGs common to both KD and OE groups (Fig. 3D). Additionally, the OE vs. Con comparison identified a larger number of condition-specific DEGs (695 upregulated and 510 downregulated) compared to KD vs. Con (69 upregulated and 91 downregulated) (Fig. 3D). These findings underscored the greater genome-wide impact of miR-214-3p overexpression on gene expression compared to knockdown in AGS cells.

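REG4, a secreted lectin of the gut epithelium, and DKK1, a secreted antagonist of Wnt signaling, were among the genes that rose in both KD and OE, and NTM, a neuronal cell adhesion protein, was among those that fell in both. REG4, on chromosome 1 of GRCh38 from 119794017 to 119811580, had a log2 fold change of 2.44 in KD (standard error 0.17, adjusted p = 1.25e-08 from edgeR's quasi-likelihood test) and of 2.66 in OE (standard error 0.19, adjusted p = 1.49e-06 from edgeR). DKK1, on chromosome 10 from 52314281 to 52318042, had 2.23 in KD (standard error 0.11, adjusted p = 3.23e-10 from edgeR) and 2.12 in OE (standard error 0.16, adjusted p = 3.50e-06 from edgeR). For SNX22, a sorting nexin, the values were 1.36 in KD (standard error 0.15, adjusted p = 7.17e-06 from edgeR) and 2.03 in OE (standard error 0.19, adjusted p = 1.51e-05 from edgeR). NTM, on chromosome 11, fell by 2.18 in KD (standard error 0.14, adjusted p = 7.21e-09 from edgeR) and by 1.60 in OE (standard error 0.13, adjusted p = 4.01e-06 from edgeR).
In all, 191 genes rose in both comparisons and 299 fell in both. Annotated genes made up 182 of the former and 99 of the latter, and the other 200 that fell in both were unannotated rows. With DESeq2, 135 rose in both and 212 fell in both, the same numbers as in the paper. A single row was called in opposite directions, an unannotated row inside an intron of SIPA1L3, with a log2 fold change of 1.09 in KD (standard error 0.15, adjusted p = 0.000176 from edgeR) and 0 counts in all OE libraries. In limma on log2(TPM + 1) without a filter on TPM, this row did not pass in KD, nor did NTM in KD or OE.
Both comparisons use the same Con libraries, which by itself makes their fold changes alike. Independent lists of these sizes would share 17.2 genes upward and 27.4 downward among the 12657 genes tested in both. In 20 simulations of unchanged groups against the shared Con libraries, at most 1 gene was shared upward and at most 3 downward. Across the 12657 genes, Pearson's r of the KD and OE log2 fold changes was 0.732 (simulated mean 0.555) and Spearman's rho was 0.763 (simulated mean 0.516). The covariance was 0.455, against a simulated mean of 0.0689, and the sign was the same for 78.7% of the genes, against 68.4%. Part of the excess may come from the shared Con libraries, which are too few to split.

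**Figure D3:**
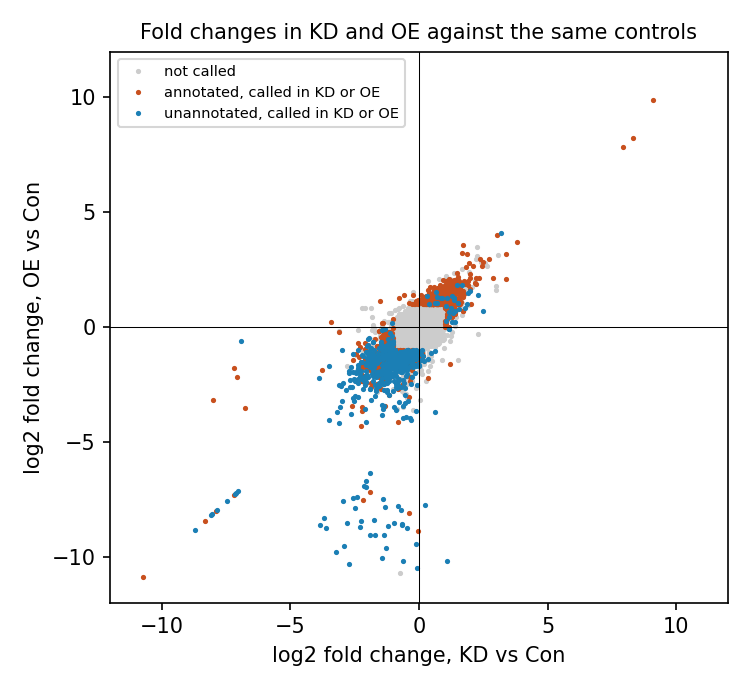
Log2 fold change in OE vs. Con against that in KD vs. Con for each gene tested in both, with annotated genes called in KD or OE in orange, unannotated rows called in KD or OE in blue and all other genes in gray. Rows with 0 counts in a group have fitted values that depend on the prior count, and of the genes called in both, 191 lie at the upper right and 299 at the lower left.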

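OE cells had 727 genes that rose in OE vs. Con and were not called higher in KD vs. Con, among them PLA2G2A, and 488 that fell, among them NHSL1. These numbers were 695 and 511 with DESeq2, 446 and 455 with a correction for gene length, and 724 and 312 with limma on log2(TPM + 1). KD cells had 109 genes that rose in KD vs. Con and were not called higher in OE vs. Con, among them PSG4 and ID2, and 142 that fell, among them TGM2. A call in one comparison and none in the other does not show that the 2 conditions differ. Of the 727 and 488 OE-specific genes, 43 and 73 were also called in the same direction when OE was tested against KD directly (edgeR's quasi-likelihood test). Of the 727, 617 were tested in KD vs. Con, as were all 488. Without the fold threshold, 248 of the 617 and 136 of the 488 also passed in the same direction there (edgeR, adjusted p of at most 0.05). The sign in KD was the same for 603 of the 617 and 469 of the 488, which the shared Con libraries also favor.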

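When OE was compared with KD directly, DDIT4, a stress-induced inhibitor of mTORC1, and TXNIP, which binds thioredoxin and limits glucose uptake, were higher in OE, and SORBS2, a cytoskeletal adaptor, and EP300, a histone acetyltransferase, were lower. DDIT4, on chromosome 10 of GRCh38 from 72273919 to 72276036, had a log2 fold change of 1.64 (standard error 0.18, adjusted p = 0.000176 from edgeR's quasi-likelihood test), with 154 ± 29.5 normalized counts in OE and 49.3 ± 7.13 in KD (SD, n = 3 each). TXNIP rose by a log2 fold change of 1.15 (standard error 0.13, adjusted p = 0.000202 from edgeR). SORBS2 fell by 1.32 on the log2 scale (standard error 0.16, adjusted p = 0.000439 from edgeR) and EP300 by 1.05 (standard error 0.18, adjusted p = 0.00484 from edgeR).
Of 13232 genes, 107 were higher and 176 lower in OE than in KD, of which 63 and 41 were protein-coding and 0 and 90 were unannotated rows inside introns. DESeq2 called 74 higher and 128 lower. The row inside SIPA1L3 was at least 364-fold lower in OE than in KD, against a floor of 3 counts over the OE libraries. On log2(TPM + 1) with limma, 26 genes were higher and 26 lower, and TXNIP and EP300 did not pass. Without a filter on TPM, DDIT4 and SORBS2 did not pass either. Among the higher genes, the number was 63 without KD replicate 3, 41 without OE replicate 2 and 196 without OE replicate 3, and among the lower genes it was 104 without KD replicate 2, 105 without KD replicate 3, 98 without OE replicate 2 and 284 without OE replicate 3.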

To investigate the functional roles of these DEGs, we performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses for each DEG list derived from Fig. 3B and D. Heatmap plots were generated to visualize the top 10 or 5 most enriched GO biological process terms (Fig. 3E and Fig. S3C) and KEGG pathways (Fig. 3F and Fig. S3D) for each DEG list. 

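Of 30 immediate early genes, which encode transcription factors and feedback regulators switched on by growth factors and stress, 13 rose and none fell in KD cells, and 22 rose and none fell in OE cells (edgeR's quasi-likelihood test, adjusted p of at most 0.05; adjusted over the list alone, 16 rose and 1 fell in KD, and 24 rose in OE). FOS, a subunit of the AP-1 factor, had a log2 fold change of 1.18 in KD (standard error 0.09, adjusted p = 5.21e-08 from edgeR) and of 1.37 in OE (standard error 0.11, adjusted p = 4.98e-06 from edgeR). FOSB, another AP-1 subunit, had 1.80 in KD (standard error 0.14, adjusted p = 2.00e-07 from edgeR) and 1.89 in OE (standard error 0.17, adjusted p = 1.47e-05 from edgeR). JUND rose by 1.62 in OE (standard error 0.19, adjusted p = 7.70e-05 from edgeR), as did DUSP1, a phosphatase that turns off MAP kinases, by 1.62 (standard error 0.20, adjusted p = 0.000122 from edgeR). As a set, these genes were higher than the other genes in KD (camera, adjusted p = 1.22e-08 with a preset correlation of 0.01 and adjusted p = 0.320 with an estimated correlation) and in OE (adjusted p = 4.49e-13 and adjusted p = 0.376 with an estimated correlation).
Among genes that promote apoptosis, BAX, which permeabilizes the mitochondrial outer membrane, rose in both conditions, with a log2 fold change of 1.42 in KD (standard error 0.24, adjusted p = 0.000408 from edgeR) and of 1.46 in OE (standard error 0.23, adjusted p = 0.000501 from edgeR). In OE, 6 of 26 pro-apoptotic genes rose and none fell (6 and 0 adjusted over the list alone). Among them were BAX, the BH3-only gene BBC3 with 1.05 (standard error 0.16, adjusted p = 0.000525 from edgeR), CYCS, BOK and FAS. In KD, 2 of 25 rose, among them BAX, which kept its call without each library in turn, and PMAIP1 fell by 0.81 (2 and 1 adjusted over the list alone). PMAIP1 lost its call in KD without KD replicate 1 (-0.81) or KD replicate 2 (-0.65). In OE, FAS lost its call without Con replicate 2 (1.24), Con replicate 3 (1.38), OE replicate 2 (1.56) or OE replicate 3 (1.40) and with DESeq2 (1.57, adjusted p = 0.0862), and CYCS with the length correction (0.27, adjusted p = 0.0704). With camera, the pro-apoptotic set as a whole did not pass in KD (adjusted p = 0.245) or in OE (adjusted p = 0.207), though it passed in OE without a count filter (camera, adjusted p = 0.0400). With fry it passed upward in KD (adjusted p = 0.00274) and in OE (adjusted p = 0.0411). Most lists passed with fry, 18 of 30 upward and 4 downward in KD, and 15 upward and 3 downward in OE.
Among the DEGs that rose in OE were 11 of the 30 immediate early genes (2.26 by chance, Fisher's exact test, adjusted p = 9.11e-05 over 30 lists) and 4 of the 26 pro-apoptotic genes (1.96 by chance, Fisher's exact test, adjusted p = 0.350). Among those that rose in KD were 3 immediate early genes, FOS, FOSB and DUSP1 (Fisher's exact test, adjusted p = 0.449), and 1 pro-apoptotic gene, BAX (Fisher's exact test, adjusted p = 1).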

Notably, the upregulated DEGs from both KD vs. Con and OE vs. Con comparisons were significantly enriched in GO terms related to apoptotic process, as well as positive and negative regulation of transcription by RNA polymerase II (Fig. S3C). Similarly, the downregulated DEGs from both conditions were enriched in GO terms including DNA damage response and DNA repair processes (Fig. S3C). Furthermore, each of the four DEG lists (common upregulated, common downregulated, OE-specific upregulated, and OE-specific downregulated) was enriched in at least one transcription-associated GO term, such as negative regulation of transcription by RNA polymerase II, positive regulation of DNA-templated transcription, and positive regulation of transcription by RNA polymerase II (Fig. 3E). 

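ATR, the kinase that responds to stalled replication forks, fell in both KD and OE, while APEX1, an endonuclease of base excision repair, and ERCC1, a nuclease subunit of nucleotide excision repair, rose in both. ATR fell by 0.62 on the log2 scale in KD (standard error 0.10, adjusted p = 0.000412 from edgeR's quasi-likelihood test) and by 0.86 in OE (standard error 0.13, adjusted p = 0.000416 from edgeR). APEX1 had a log2 fold change of 0.78 in KD (standard error 0.14, adjusted p = 0.000816 from edgeR) and of 1.14 in OE (standard error 0.17, adjusted p = 0.000423 from edgeR). RAD50, part of the complex that binds broken DNA ends, fell by 0.83 in KD (standard error 0.17, adjusted p = 0.00248 from edgeR) and by 0.64 in OE, where its call was lost without Con replicate 2 (-0.60), Con replicate 3 (-0.56) or OE replicate 2 (-0.59). Of 51 genes of DNA damage response and repair, 3 rose in KD (APEX1, ERCC1 and DDB1) and 8 fell, and 6 rose and 10 fell in OE, with the same numbers adjusted over the list alone. As a set they did not pass with camera in KD (adjusted p = 0.295) or in OE (adjusted p = 0.291). With fry the set passed downward in KD (adjusted p = 0.00402) and did not pass in OE (adjusted p = 0.0890).
With the fold threshold of DEGs, 1 of the 51 genes fell in KD, CHEK2, a checkpoint kinase, and 1 fell in OE, FANCD2, a Fanconi anemia protein. CHEK2 fell by 1.13 on the log2 scale (standard error 0.33, adjusted p = 0.0199 from edgeR), and FANCD2 fell by 1.09 (standard error 0.25, adjusted p = 0.00557 from edgeR). CHEK2 lost its call with DESeq2 (adjusted p = 0.0741) and without Con replicate 1 (-1.02), KD replicate 2 (-1.10) or KD replicate 3 (-0.85). Chance gives 0.870 genes in KD (Fisher's exact test, p = 0.585) and 1.43 in OE (Fisher's exact test, p = 0.766), and none of the 51 fell in both. Of 30 lists, none was enriched among the DEGs that fell in KD or in OE (Fisher's exact test with Benjamini-Hochberg adjustment). At an unadjusted p of at most 0.05 there was 1 in KD, the ATF4 and amino acid response genes, and there were 2 in OE, the cytosolic ribosomal proteins and the interferon-stimulated genes. With the DEGs called by DESeq2, 1 list passed the adjusted test in KD and none in OE. With limma on log2(TPM + 1), ATR, RAD50, APEX1 and DDB1 did not pass in KD, and without a filter on TPM neither did ERCC1 in KD or ATR and FANCD2 in OE.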

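Of 35 ER chaperone and unfolded protein response genes, 20 rose and 1 fell in OE cells (edgeR's quasi-likelihood test; 20 and 2 adjusted over the list alone). HSPA5, the main ER chaperone, had a log2 fold change of 1.26 (standard error 0.12, adjusted p = 1.57e-05 from edgeR), PDIA4, a disulfide isomerase, of 1.44 (standard error 0.11, adjusted p = 3.25e-06 from edgeR) and CALR, a calcium-binding chaperone, of 1.62 (standard error 0.13, adjusted p = 4.01e-06 from edgeR). ATF6, a sensor of ER stress, fell by 0.57, a call lost with a correction for gene length (-0.22). The set was higher in OE (camera, adjusted p = 1.87e-08 with the preset correlation and adjusted p = 0.366 with an estimated correlation). In KD, 12 of 34 rose and 4 fell, ATF6, XBP1, DERL1 and CANX (12 and 6 adjusted over the list alone). The call of XBP1 was lost without Con replicate 1 (-0.32), KD replicate 2 (-0.37) or KD replicate 3 (-0.36), that of DERL1 without Con replicate 1 (-0.78), Con replicate 2 (-0.94), KD replicate 1 (-0.70) or KD replicate 3 (-0.83), and that of CANX without Con replicate 1 (-0.29), Con replicate 2 (-0.32), KD replicate 1 (-0.32), KD replicate 2 (-0.33) or KD replicate 3 (-0.35). In KD the set passed at an adjusted p of 0.0391 (camera; adjusted p = 0.320 with an estimated correlation). The call of the set was lost with the correction for gene length (adjusted p = 0.255), with library size only (adjusted p = 0.0723), with annotated genes only (adjusted p = 0.0684), and without Con replicate 2 (adjusted p = 0.0812), Con replicate 3 (adjusted p = 0.0910) or KD replicate 3 (adjusted p = 0.0514).
Of 48 chromatin remodelling genes, 3 rose in OE (BAZ2A, KMT2B and CHD3) and 12 fell (3 and 12 adjusted over the list alone). EP300, a coactivator of many transcription factors, fell by 1.40 on the log2 scale in OE (standard error 0.19, adjusted p = 0.000206 from edgeR). The set did not pass in OE (camera, adjusted p = 0.0520). It passed downward with size factors of the DESeq2 type (adjusted p = 0.0500), library size only (adjusted p = 0.0461), no count filter (adjusted p = 0.0290), all 9 libraries in one fit (adjusted p = 0.0430), annotated genes only (adjusted p = 0.00572) and fry (adjusted p = 0.0180), and its direction turned with the length correction (adjusted p = 0.869). In KD, BAZ2A rose and ARID1A, CHD1, SMARCA2 and EP300 fell among 49 genes (1 and 3 adjusted over the list alone; camera, adjusted p = 0.818, downward, with a median of -0.04 and a mean of 0.01). Calls in KD were lost for CHD1 without Con replicate 2 (-0.39), KD replicate 1 (-0.47) or KD replicate 2 (-0.41), for SMARCA2 without Con replicate 2 (-0.51), Con replicate 3 (-0.38), KD replicate 1 (-0.44) or KD replicate 3 (-0.48), and for EP300 without Con replicate 2 (-0.28), Con replicate 3 (-0.38), KD replicate 1 (-0.39), KD replicate 2 (-0.34) or KD replicate 3 (-0.31). In OE, they were lost for KMT2B without Con replicate 2 (0.61), Con replicate 3 (0.75), OE replicate 1 (0.70) or OE replicate 2 (0.72) and for CHD3 without Con replicate 2 (0.39), Con replicate 3 (0.64), OE replicate 1 (0.58) or OE replicate 2 (0.51). With limma on log2(TPM + 1), ATF6, BAZ2A, ARID1A and CHD1 did not pass in KD.
Among DEGs that rose in OE vs. Con and were not called higher in KD vs. Con, 10 of 35 ER chaperone genes (Fisher's exact test, adjusted p = 0.000808 over 30 lists), 8 of 30 immediate early genes (adjusted p = 0.00442), 11 of 62 mitochondrial ribosomal protein genes (3.73 by chance, adjusted p = 0.0105) and 5 of 19 glycolysis genes (adjusted p = 0.0334) were found more often than by chance in Fisher's exact test. With DESeq2 calls the glycolysis genes did not pass (4 of 19, Fisher's exact test, adjusted p = 0.0816), and the other lists did. The chance values are not matched on gene length. With the length correction, mitochondrial ribosomal proteins did not pass in OE vs. Con (camera, adjusted p = 0.281). ER chaperones, immediate early genes and glycolysis still passed (camera, adjusted p = 7.84e-07, 7.84e-07 and 0.00218). Among DEGs that rose in both, 3 of 30 immediate early genes were found (Fisher's exact test, adjusted p = 0.175). None of the 30 lists passed among the DEGs that fell in both, or among those that fell in OE and were not called lower in KD (Fisher's exact test with Benjamini-Hochberg adjustment; 0 and 2 lists at an unadjusted p of at most 0.05, and none with the calls of DESeq2).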

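Genes that rose in both KD and OE included BAX among the apoptosis genes and IL32, NFKBIA and TNFAIP3 among the targets of NF-kB. TNFAIP3, which ends NF-kB signaling and protects many cells from death, had a log2 fold change of 1.90 in KD (standard error 0.37, adjusted p = 0.00125 from edgeR's quasi-likelihood test) and of 2.01 in OE (standard error 0.35, adjusted p = 0.00101 from edgeR). IL32, a cytokine, had 1.47 in KD (standard error 0.26, adjusted p = 0.000612 from edgeR) and 1.64 in OE (standard error 0.29, adjusted p = 0.00105 from edgeR). NFKBIA, which holds NF-kB in the cytoplasm, rose by 1.39 in OE (standard error 0.32, adjusted p = 0.00525 from edgeR) and had a log2 fold change of 1.26 in KD, a call that was lost without Con replicate 2 (1.05) or KD replicate 3 (0.92).
Of 25 pro-apoptotic genes tested in both comparisons, BAX alone was a DEG upward in both (0.397 by chance, Fisher's exact test, p = 0.330, adjusted p = 1 over 30 lists). Of 10 NF-kB target genes, 3 were (Fisher's exact test, p = 0.000436, adjusted p = 0.0131). As a set, the NF-kB targets did not pass with camera in KD (adjusted p = 0.340) or in OE (adjusted p = 0.474). With fry the set passed upward in KD (adjusted p = 0.00798) and in OE (adjusted p = 0.0305). In OE its median log2 fold change was -0.11 and its mean 0.37. Of 12 genes that inhibit apoptosis, 1 rose in KD, the co-chaperone BAG3 with a log2 fold change of 0.65, and in OE BAG3 and MCL1 rose and BCL2L1, which encodes BCL-xL, fell by 0.56 (edgeR; the same numbers adjusted over the list alone). MCL1 had 0.34 in OE and lost its call without Con replicate 2 (0.29), Con replicate 3 (0.32), OE replicate 2 (0.38) or OE replicate 3 (0.28). With limma on log2(TPM + 1), NFKBIA and BAG3 in KD and BCL2L1 in OE did not pass, and without a filter on TPM neither did TNFAIP3 and IL32 in KD or NFKBIA and BAG3 in OE.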

The common upregulated DEGs were particularly enriched in apoptotic process-related GO terms (Fig. 3E). Collectively, these results suggest that miR-214-3p may play a critical role in transcriptional regulation by influencing the expression of transcription factors, potentially influencing key cellular processes such as apoptosis and DNA repair in AGS cells.

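Of 15 targets of p53, which include brakes on the cell cycle and genes of DNA repair, 10 rose and 1 fell in OE (edgeR's quasi-likelihood test; 11 and 1 adjusted over the list alone). CDKN1A, which encodes the cell cycle inhibitor p21, had a log2 fold change of 1.14 in OE (standard error 0.12, adjusted p = 2.56e-05 from edgeR) and of 0.50 in KD (adjusted p = 0.000802 from edgeR). GADD45A, a stress sensor that promotes repair, had 1.00 in OE (standard error 0.19, adjusted p = 0.00171 from edgeR), and MDM2, the ubiquitin ligase of p53, fell by 0.66 (standard error 0.14, adjusted p = 0.00293 from edgeR). The set was higher in OE (camera, adjusted p = 0.0023 with the preset correlation and adjusted p = 0.366 with an estimated correlation). In KD, 6 of 14 rose and 1 fell, also when adjusted over the list alone. The set did not pass there with camera (adjusted p = 0.0980). It passed in KD with camera without a count filter (adjusted p = 0.0257) and with fry (adjusted p = 0.00798, upward). The limits of these tests are the 3 libraries per group and the fixed lists, which hold a part of the genes of each GO term. With limma on log2(TPM + 1), CDKN1A in KD and MDM2 in OE did not pass. From the terms enriched among the DEGs, the paper proposes that miR-214-3p may act on transcription through transcription factors and so bear on apoptosis and DNA repair.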

### Identification and functional analysis of alternative splicing elicited by miR-214-3p dysregulation in AGS cells

Alterations in pre-mRNA splicing have been shown to play critical roles in cancer progression [34]. In this study, we investigated whether the alternative splicing (AS) pattern was affected by miR-214-3p perturbation in AGS gastric cancer cells. Using full-length transcript data, we employed the SUPPA2 pipeline to identify AS events based on exon structure and relative positions of target exons to neighboring exons and introns [33]. A total of 33,061 to 34,247 AS events were identified across all nine samples, classified into seven types: alternative 3’ splice site (A3), alternative 5’ splice site (A5), alternative first exon (AF), alternative last exon (AL), mutually exclusive exon (MX), retained intron (RI), and skipping exon (SE). After merging the three biological replicates, more than 30,000 unique AS events were identified in each group. The proportions of AS types were comparable across all three groups, with skipping exon (SE) being the most prevalent and mutually exclusive exon (MX) the least (Fig. 4A). Similarly, the distribution of genes harboring one or more AS events was consistent across groups, with approximately 12,000 genes exhibiting at least 14 AS events (Fig. S4A).

**Fig. 4:**
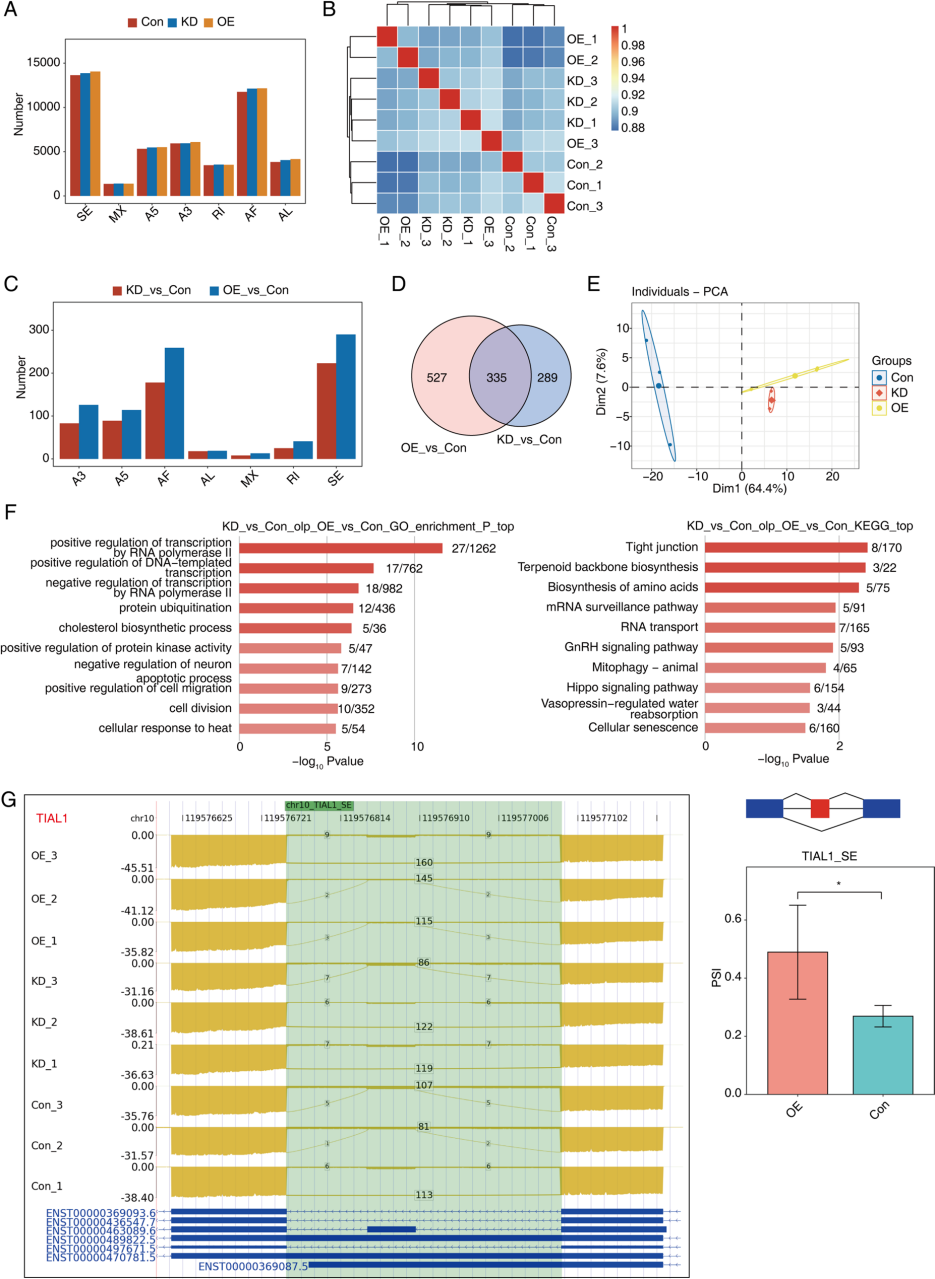
Analysis of alternative splicing events in AGS cells following miR-214-3p overexpression and knockdown. **A** Bar plot illustrates the number of alternative splicing events in AGS cells with miR-214-3p overexpression (OE) or knockdown (KD) and control (Con). **B** The heat map presents the hierarchical clustering of Pearson correlation coefficients derived from comparing the PSI (Proportion of Spliced In) values of alternative splicing events across KD, OE, and Con samples, indicating the similarity or dissimilarity between groups. **C** Bar plot highlights the count of significant alternative splicing events with a dPSI threshold of ≥ 0.05 and P value ≤ 0.05, emphasizing those with statistical relevance. **D** The Venn diagram shows the intersection of significant alternative splicing events across KD, OE, and Con samples, aiding in the identification of common and unique events. **E** PCA of normalized PSI levels of significant alternative splicing events is depicted, with confidence ellipses for each group, demonstrating the separation and variance among the treatment groups. **F** Bar plot displays the most enriched GO biological processes (left) and KEGG pathways (right) among overlapping significant alternative splicing genes, indicating their roles in key biological functions. **G** IGV-sashimi plots (left panel) reveal alternative splicing changes in the TAIL1 gene between control and miR-214-3p OE samples. Schematic diagrams (right panel) illustrate the exon-intron structures, while quantification and statistical significance (Student’s t-test, *P* < 0.05) are shown in the lower right, highlighting the impact of miR-214-3p on TAIL1 splicing

To identify differential alternative splicing events (DiASEs) between the control (CON) and knockdown (KD) or overexpression (OE) groups, we applied a custom pipeline to analyze changes in the percentage of spliced-in (PSI) values. DiASEs were defined using a cutoff of *P* ≤ 0.05 and ΔPSI ≥ 0.05. This analysis revealed 624 DiASEs in the KD vs. CON comparison and 862 DiASEs in the OE vs. CON comparison. The frequency distribution of DiASEs showed that skipping exon (SE) and alternative first exon (AF) events were the most common, with the OE vs. CON group exhibiting a greater number of diverse DiASEs (Fig. 4C). Most DiASEs were concentrated on specific genes (Fig. S4B). Venn diagrams further demonstrated that 335 DiASEs were shared between the OE vs. CON and KD vs. CON comparisons (Fig. 4D). Principal component analysis (PCA) of PSI values for all DiASEs confirmed that the three CON, KD, and OE samples were distinctly grouped (Fig. 4E).

Finally, functional annotation via GO and KEGG pathway analyses was performed on genes associated with the 335 common DiASEs. These genes were significantly enriched in GO terms, including positive regulation of cell migration, cell division, and transcriptional regulation pathways (Fig. 4F). KEGG analysis highlighted enrichment in pathways such as cellular senescence (Fig. 4F). For example, miR-214-3p overexpression induced a skipping exon (SE) event in TAIL1 and an alternative 5’ splice site (A5) event in BCL2L1 (Fig. 4G and Fig. S4C). Collectively, these findings suggest that miR-214-3p may influence cell division, cellular senescence, and transcriptional regulation in AGS cells through direct or indirect modulation of alternative splicing.

### Identification and function analysis of alternative polyadenylation elicited by miR-214-3p dysregulation in AGS cells

The alternative polyadenylation (APA) of precursor mRNA may contribute to transcriptome diversity and play important roles in cancer [35]. To investigate the effects of miR-214-3p dysregulation on APA in AGS cells, we utilized the TAPAS pipeline to identify APA sites based on long-read transcripts from each sample. A total of 58,251 unique APA sites were identified, with more than 40,000 APA sites detected in each group (Fig. 5A). By counting the number of genes with one or more APA events in each group, we observed no obvious differences in the numbers of genes with 1, 4, and 5 APA events among the three groups. However, the number of genes with 2 or 3 APA events gradually decreased in the order of CON-KD-OE, while the number of genes with more than 5 APA events increased (Fig. 5B).

**Fig. 5:**
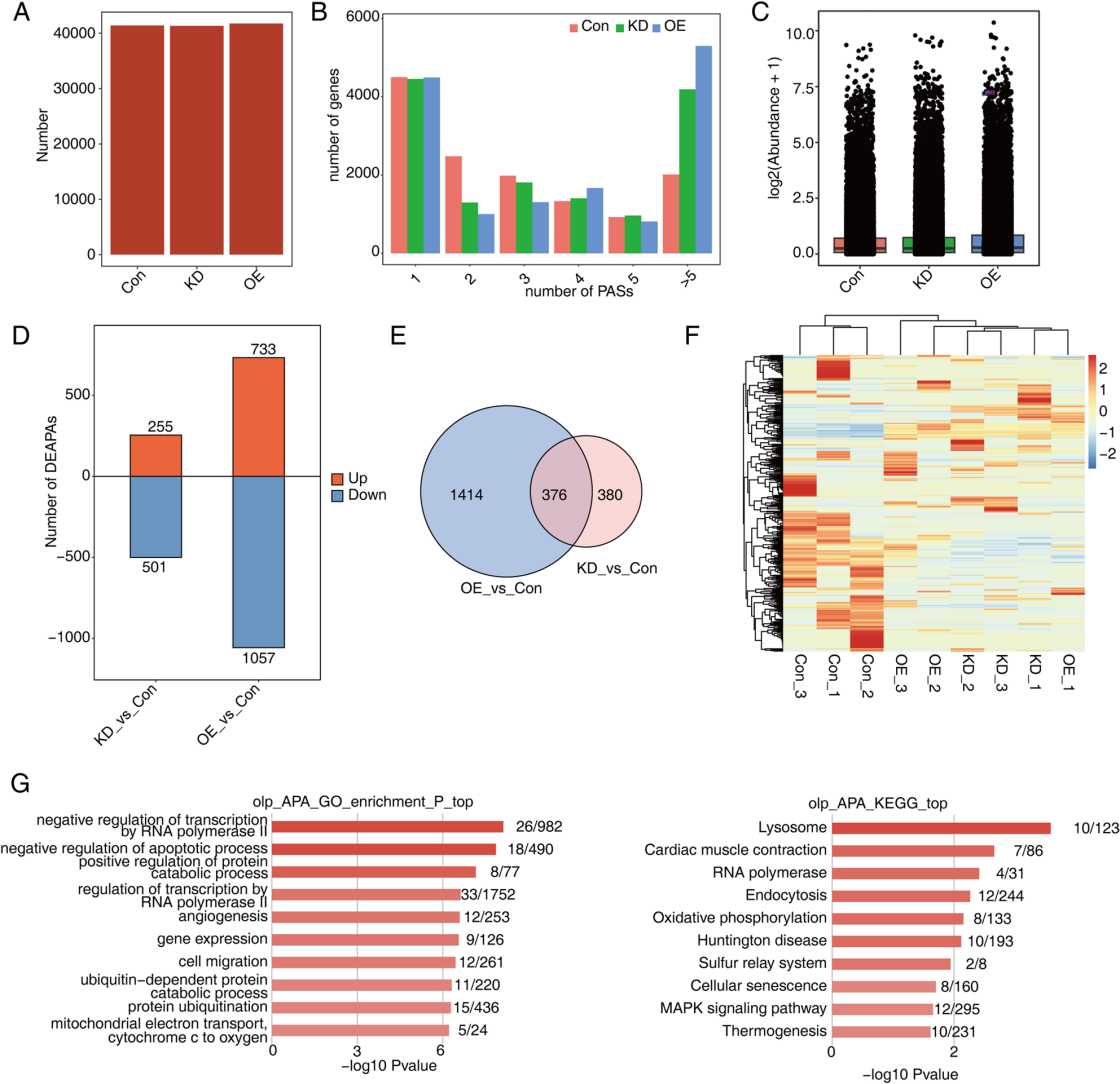
Identification and functional analysis of alternative polyadenylation in AGS cells following miR-214-3p overexpression and knockdown. **A** Bar plot compares the number of alternative polyadenylation (APA) sites in knockdown (KD), overexpression (OE), and control (Con) conditions of AGS cells. **B** Bar graph illustrates the number of genes with different APA sites. **C** The boxplot displays the distribution of APA site abundances across KD, OE, and Con samples. **D** This bar graph shows the number of significant differentially APA sites between groups, considering both statistical significance (*P* ≤ 0.05) and fold change (FC ≥ 2). **E** The Venn diagram highlights the overlap of significant differentially APA sites across KD, OE, and Con samples, demonstrating shared and unique sites. **F** The heat map clusters APA sites based on their abundance patterns across the conditions, providing insights into expression similarities. **G** The bar graph presents the most enriched Gene Ontology (GO) biological processes (left) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (right) for genes associated with overlapping APA sites, indicating their roles in cellular functions

To quantify the abundance of each unique APA site, we calculated the standardized abundance based on the number of reads in each group (Fig. 5C). Differential APA events (DiAPAs) between groups were identified using a cutoff of P value ≤ 0.05 and fold change (FC) ≥ 2. Compared to the KD vs. Con comparison, the OE vs. Con comparison revealed a higher number of DiAPAs (733 upregulated and 1057 downregulated vs. 255 upregulated and 501 downregulated, respectively) (Fig. 5D). Venn diagrams revealed that 367 DiAPAs were common between the KD vs. Con and OE vs. Con comparisons (Fig. 5E). Furthermore, unsupervised hierarchical clustering based on the abundance of DiAPAs showed that the three samples from KD and CON were grouped together, but the one sample from OE was not (Fig. 5F).

To explore the potential functions of genes associated with the overlapping DiAPAs, we performed GO and KEGG pathway analyses. GO analysis revealed that these genes were significantly enriched in processes such as negative regulation of apoptotic process, negative regulation of transcription by RNA polymerase II, positive regulation of DNA-templated transcription, and positive regulation of transcription by RNA polymerase II (Fig. 5G). KEGG analysis showed that these genes were enriched in pathways including cellular senescence. Collectively, these findings suggest that miR-214-3p may influence apoptosis, cellular senescence, and transcriptional regulation in AGS cells through the effects of its dysregulation on alternative polyadenylation events.

### Identification and functional analysis of alternative 3’ untranslated regions (UTRs) elicited by miR-214-3p dysregulation in AGS cells

Both alternative splicing (AS) and alternative polyadenylation (APA) generate alternative 3’ untranslated regions (UTRs), which are associated with changes in 3’UTR length and may influence microRNA binding [35, 36]. To investigate this, we performed TAPAS-based analysis to compare 3’UTR shortening and lengthening between the groups. Volcano plots revealed that 144 and 163 genes exhibited longer or shorter 3’UTRs, respectively, in the KD vs. Con comparison. Similarly, the OE vs. Con comparison showed a higher number of genes with altered 3’UTR lengths (359 genes with longer and 395 genes with shorter 3’UTRs) (Fig. 6A). Venn diagrams demonstrated that the KD vs. Con and OE vs. Con comparisons shared 38 common genes with longer 3’UTRs and 49 common genes with shorter 3’UTRs, respectively (Fig. 6B). Notably, the OE vs. Con comparison exhibited more specific genes with longer (321) and shorter (346) 3’UTRs compared to the KD vs. Con comparison (106 and 144, respectively) (Fig. 6B).

**Fig. 6:**
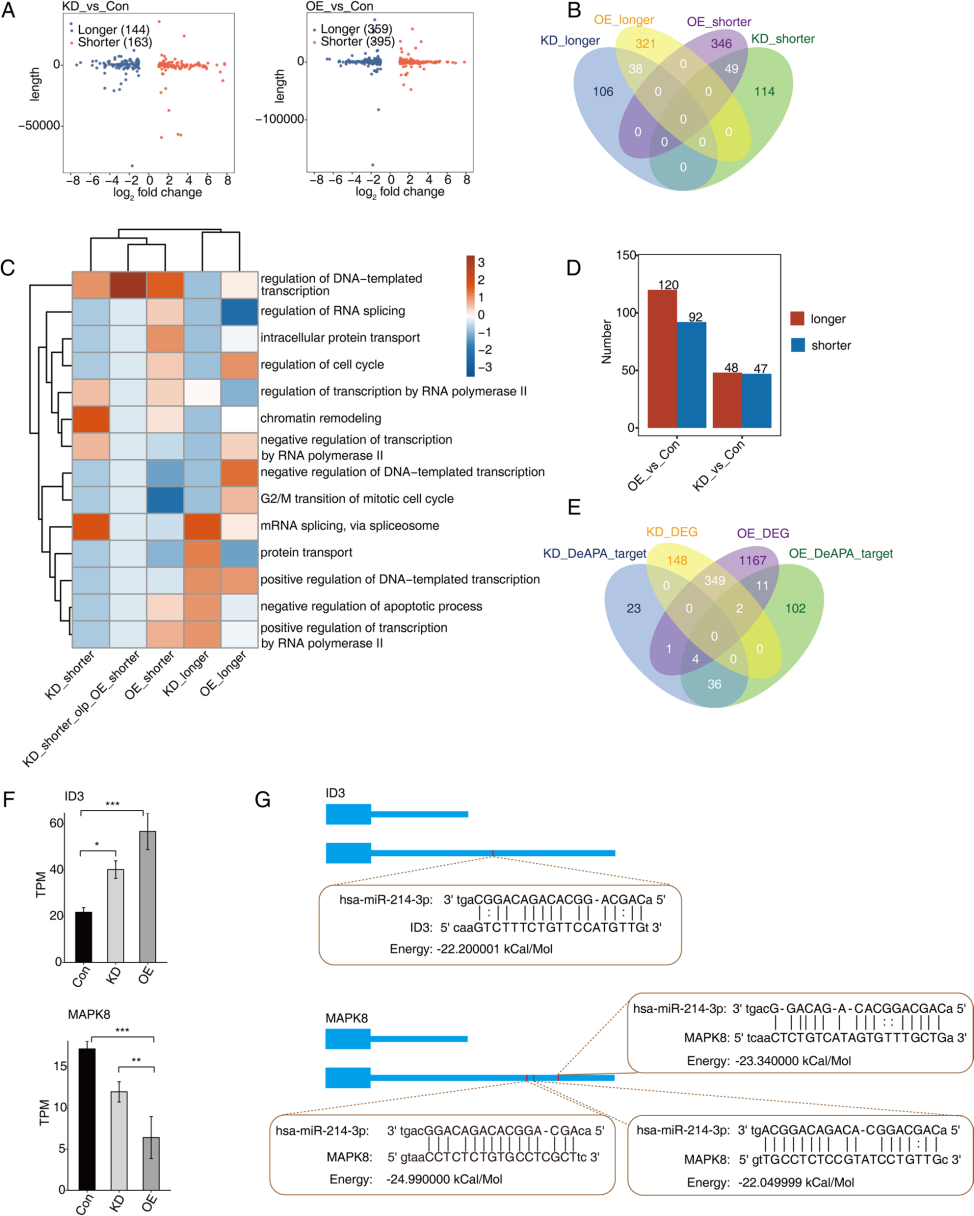
Analysis of 3’UTR length in AGS cells after miR-214-3p overexpression and knockdown. **A** A scatter plot illustrating the distribution of 3’UTR lengths in AGS cells. Blue points indicate an increase in 3’UTR length, while red points indicate a decrease. **B** A Venn diagram showing the overlap in the number of genes with differentially altered 3’UTR lengths across knockdown (KD), overexpression (OE), and control (Con) samples. **C** A hierarchical clustering heatmap displaying the top 5 enriched Gene Ontology (GO) biological processes among genes where each part of the transcript overlaps, influenced by miR-214-3p. **D** A bar plot illustrating the number of miR-214-3p target genes exhibiting significant changes in 3’UTR length. **E** A Venn diagram showing the overlap of genes with target regions located in differentially expressed genes (DEGs) across KD, OE, and Con samples. (F) A bar plot depicting the expression patterns and statistical differences of ID3 and MAPK8. Error bars represent the mean ± standard error of the mean (SEM). * denotes *P* < 0.05, ** denotes *P* < 0.01, and *** denotes *P* < 0.001. **G** A diagram illustrating the binding mode and location of miR-214-3p on ID3 and MAPK8

To explore the functional implications, we conducted Gene Ontology (GO) analysis on the gene sets with longer or shorter 3’UTRs identified in Fig. 6B. The top 5 most enriched GO biological process terms for each gene set were visualized in a heatmap plot. The results indicated that genes with shorter 3’UTRs in both KD vs. Con and OE vs. Con comparisons were significantly enriched in GO terms such as regulation of DNA-templated transcription. Furthermore, the KD vs. Con-specific genes with longer 3’UTRs were enriched in terms like negative regulation of apoptotic process, while the OE vs. Con-specific genes with longer 3’UTRs were enriched in terms including regulation of the cell cycle (Fig. 6C).

Next, we predicted miR-214-3p binding sites within the lengthened or shortened 3’UTR regions of these genes. For the OE vs. Con comparison, 120 and 92 genes with longer and shorter 3’UTRs, respectively, were found to possess at least one miR-214-3p binding site. Similarly, in the KD vs. Con comparison, 48 and 47 genes with longer and shorter 3’UTRs, respectively, were identified as having miR-214-3p binding sites (Fig. 6D). We then overlapped these 3’UTR-length-altered genes with differentially expressed genes (DEGs) to identify potential targets. The analysis revealed that 18 genes with altered 3’UTR lengths (either longer or shorter) and miR-214-3p binding sites exhibited corresponding expression changes upon miR-214-3p knockdown or overexpression in AGS cells (Fig. 6E). For instance, ID3 and MAPK8 were found to have 3 or 1 miR-214-3p binding sites in their lengthened 3’UTR regions, respectively, which may explain their altered expression levels following miR-214-3p KD or OE (Fig. 6F and G). These findings collectively demonstrate that potential targets of miR-214-3p can regulate the length of target 3’UTRs and miR-214-3p may bind to 3’UTRs to modulate gene expression, thereby revealing its potential role in gastric cancer through these mechanisms.

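ID3, which like other ID proteins blocks DNA binding by basic helix-loop-helix factors, was higher in OE than in Con, and the annotated gene of MAPK8, the stress kinase JNK1, did not pass the test in any comparison. ID3 (ENSG00000117318.9) lies on chromosome 1 of GRCh38 from 23557926 to 23559501 on the minus strand. Its TPM was 21.7 ± 3.47 in Con, 40.2 ± 6.57 in KD and 56.7 ± 13.6 in OE (SD, n = 3 each). The log2 fold change was 1.25 in OE vs. Con (standard error 0.27, adjusted p = 0.00364 from edgeR's quasi-likelihood test) and 0.80 in KD vs. Con (standard error 0.26, adjusted p = 0.0358 from edgeR). OE and KD overlapped, with a log2 fold change of 0.45 (adjusted p = 0.235 from edgeR). The counts behind these values are low, 13 to 23 per Con library, 32 to 43 per KD library and 39 to 84 per OE library. In KD, ID3 was below the fold threshold of DEGs (1.74-fold) and passed the adjusted p alone. It no longer passed with DESeq2 (0.81, adjusted p = 0.139) or with limma on log2(TPM + 1) (0.86, adjusted p = 0.0644). Nor did it pass without Con replicate 1 (0.80), Con replicate 2 (0.67), Con replicate 3 (0.92), KD replicate 2 (0.81) or KD replicate 3 (0.65). OE vs. KD passed for ID3 without OE replicate 3 (0.64).
MAPK8 (ENSG00000107643.17) lies on chromosome 10 from 48306639 to 48439360 on the plus strand. Its TPM was 1.56 ± 0.0616 in Con, 1.65 ± 0.289 in KD and 1.51 ± 0.228 in OE (SD, n = 3 each), with log2 fold changes of -0.01 in KD (adjusted p = 0.973 from edgeR) and -0.20 in OE (adjusted p = 0.236 from edgeR). The tables hold a second row under the symbol MAPK8, an unannotated row inside its introns. The TPM of this row was 17.2 ± 1.61 in Con, 12.0 ± 2.13 in KD and 6.41 ± 4.41 in OE (SD, n = 3 each). It fell by 0.62 on the log2 scale in KD (standard error 0.18, adjusted p = 0.0245 from edgeR) and by 1.64 in OE (standard error 0.38, adjusted p = 0.0138 from edgeR), and OE vs. KD did not pass (-1.04, adjusted p = 0.158 from edgeR). Exact permutation tests on TPM, two-sided, gave p = 0.1 for ID3 and for the row inside MAPK8 in both KD and OE vs. Con, the smallest p possible, and p = 0.9 and 0.7 for annotated MAPK8. In KD the row inside MAPK8 was below the fold threshold of DEGs (1.53-fold) and passed the adjusted p alone. It no longer passed in KD without Con replicate 3 (-0.47), KD replicate 1 (-0.52) or KD replicate 2 (-0.52) and with DESeq2 (-0.61, adjusted p = 0.0660). In OE it lost its call without Con replicate 2 (-1.70), Con replicate 3 (-1.50) or OE replicate 1 (-1.51) and with limma (-1.46, adjusted p = 0.0588). It moved to -2.24 in OE vs. Con without OE replicate 3, and OE vs. KD then passed (-1.65). OE vs. KD also passed for this row with DESeq2, without a count filter, and with the replicate number as a block, with or without a correction for gene length. The sign for annotated MAPK8 turned under the length correction (0.08 in KD and 0.08 in OE). From binding sites in the lengthened 3′UTRs, the paper proposes an explanation for the altered expression of ID3 and MAPK8.

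**Figure D4:**
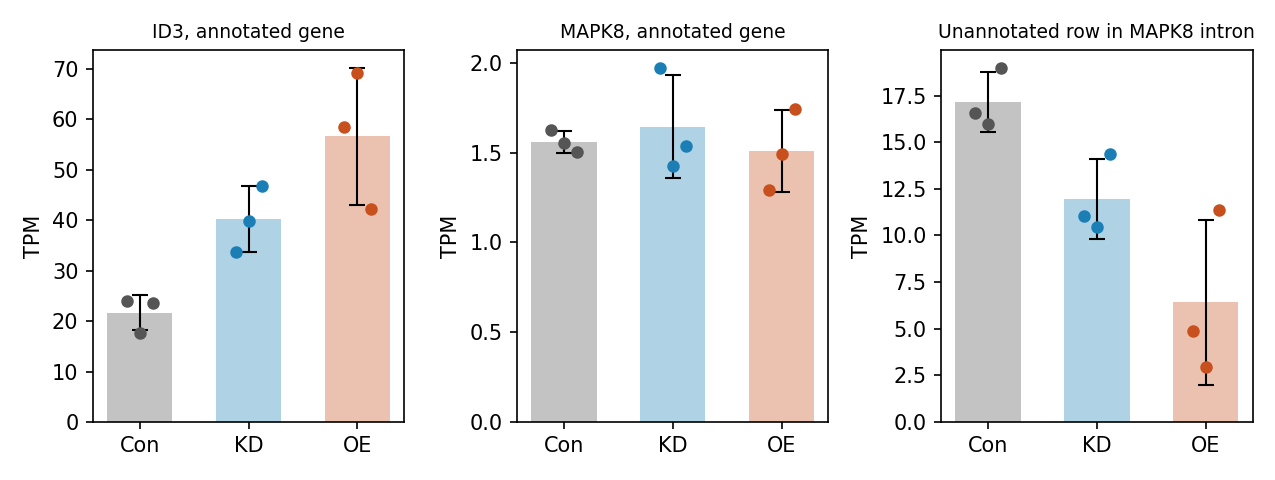
TPM of ID3, of the annotated MAPK8 gene and of the unannotated row inside MAPK8 in each Con, KD and OE library (points), with group means (bars) and SD (error bars, n = 3). ID3 has means of 21.7, 40.2 and 56.7, annotated MAPK8 of 1.56, 1.65 and 1.51, and the row inside MAPK8 of 17.2, 12.0 and 6.41.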

### miR-214-3p overexpression promotes proliferation and inhibit apoptosis in AGS cells

To validate the biological functions of miR-214-3p, we reconstructed AGS cells transfected with miR-214-3p overexpression plasmids (OE) and control plasmids (OE-Con). Reverse transcription PCR (RT-PCR) using stem-loop primers was performed to detect miR-214-3p in the OE, OE-Con, and a negative control group without transfected plasmids (Con). Agarose gel electrophoresis analysis revealed a distinct 50nt band in the OE group, which was much weaker in the OE-Con and Con groups (Fig. S5). Subsequent qPCR quantification confirmed that miR-214-3p expression was significantly higher in the OE group compared to the OE-Con group (Fig. 7A). Furthermore, we randomly selected several novel transcripts identified in our sequencing analysis and validated their expression using RT-PCR and agarose gel electrophoresis in the OE, OE-Con, and Con groups (Fig. S6). These results further corroborated the ability of third-generation sequencing to discover novel transcripts.

**Fig. 7:**
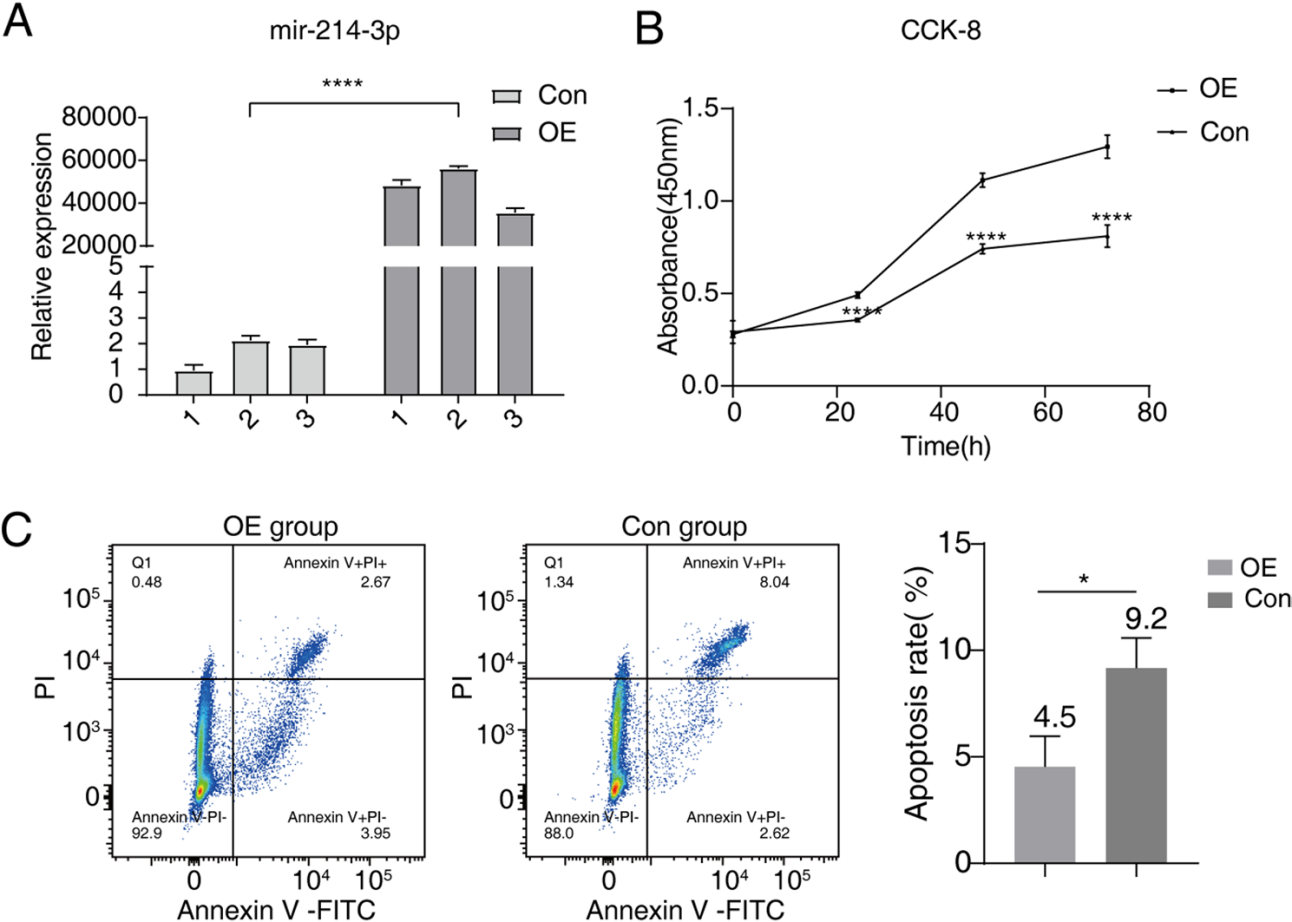
Effect of miR-214-3p overexpression on proliferation and apoptosis in AGS Cells.** A** miR-214-3p overexpression was confirmed using qPCR. U6 was used as the reference gene for normalization. **B** miR-214-3p overexpression enhances the proliferation of AGS cells compared to control cells. **C** miR-214-3p overexpression reduces apoptosis in AGS cells. Statistical comparisons between miR-214-3p overexpression and control cells were performed using Student’s t-test, with significance set at *P* < 0.05. * indicates *P* < 0.01, and **** indicates *P* < 0.0001

To investigate the functional implications of miR-214-3p overexpression in AGS cells, we performed CCK8 assays and flow cytometry to assess cell proliferation and apoptosis, respectively. The CCK8 assay demonstrated that miR-214-3p overexpression significantly increased cell viability compared to the control groups (Fig. 7B). Conversely, flow cytometry analysis revealed that miR-214-3p overexpression led to a marked increase in the apoptosis rate (Fig. 7C). These findings suggest that miR-214-3p plays a critical role in regulating cell proliferation and apoptosis in AGS cells. Importantly, the observed effects on proliferation and apoptosis were consistent with the bioinformatics analysis of miR-214-3p-associated pathways identified in our sequencing data. Together, these results highlight the dual regulatory role of miR-214-3p in AGS cell biology, which may have significant implications for understanding its role in gastric cancer progression.

## Discussion

miR-214-3p is highly expressed in gastric cancer and has emerged as a potential prognostic marker and therapeutic target [11, 18]. Previous studies have demonstrated that miR-214-3p overexpression influences proliferation, apoptosis, metastasis, and other aspects of cancer biology, while its down-regulation produces opposing effects [14–16]. Notably, comprehensive transcriptomic analyses have been conducted to identify target genes of miR-214-3p overexpression in chicken primary myoblasts using RNA-seq [37]. However, our understanding of the genome-wide targets and underlying mechanisms of miR-214-3p in cancer cells remains incomplete. Long-read sequencing technologies have proven valuable in detecting novel RNA isoforms, alternative splicing, alternative polyadenylation, and other transcript structural variations under various physiological and pathological conditions, including cancer [38, 39]. In this study, we performed transcriptomic analysis of miR-214-3p overexpression (OE) and suppression (KD) in AGS gastric cancer cells using long-read ONT sequencing, providing new insights into the transcriptomic changes associated with altered miR-214-3p expression in a cancer cell model.

A number of studies have confirmed that miR-214-3p is associated with autophagy, proliferation, apoptosis, migration, and drug sensitivity, which can either promote or inhibit disease progression depending on the specific cancer type [17, 19, 40–45]. In our study, both miR-214-3p overexpression (OE) and knockdown (KD) significantly altered the expression levels of multiple genes involved in apoptotic processes. Previous studies have demonstrated that miR-214-3p can regulate the proliferation, apoptosis, and metastasis of gastric cancer cell lines (e.g., SGC-7901, BGC-823, and GC9811) through distinct target genes, including A2AR, PRDM16, PTEN, and Dact2 [14–17]. Notably, hypoxia has been shown to induce miR-214 expression and promote tumor cell proliferation and migration by enhancing the Warburg effect in gastric AGS and MKN-45 cell lines [17]. Consistent with these findings, our results demonstrate that miR-214-3p overexpression in AGS gastric cancer cells promotes cell proliferation and inhibits cell apoptosis, which aligns with observations in various other gastric cancer cell models [14, 15, 17, 18]. However, the precise mechanism by which miR-214-3p regulates the expression of apoptosis-related genes remains to be further elucidated. These findings provide a solid research foundation for exploring miR-214-3p as a potential therapeutic target in gastric cancer.

It is notable that both miR-214-3p knockdown (KD) and overexpression (OE) can either increase or decrease the expression levels of some target genes with similar expression patterns. Generally, miRNAs exert their canonical roles by binding to the 3′- untranslated regions (3′-UTRs) of specific mRNA targets, thereby promoting their degradation and/or translational inhibition [5, 46]. However, the mechanism of action may vary depending on the expression level of the miRNA. For instance, miR-408-5p typically inhibits IAA30 protein translation under normal conditions, but in a high auxin environment, its overexpression promotes the decay of IAA30 mRNA [47]. Moreover, accumulating evidence from recent studies suggests that mature miRNAs can localize to the nucleus and exhibit non-canonical regulatory functions [6, 48]. Specifically, mature nuclear miRNAs are reported to bind nascent RNA transcripts, gene promoter regions, or enhancer regions, thereby directly regulating transcription [6, 48]. Additionally, miRNAs can activate gene transcription epigenetically by acting as enhancer triggers [49]. Based on existing research on miRNA involvement in transcriptional regulation, a possible explanation for the consistent expression patterns of downstream genes in AGS cells after miR-214-3p overexpression and knockdown is that miR-214-3p could be involved in transcriptional regulation. These speculations suggest the complexity of miR-214-3p’s regulatory roles and highlight the need for further investigation. Future studies should aim to systematically identify the RNA and DNA targets of miR-214-3p to fully elucidate its mechanisms of action in gastric cancer.

Additionally, our study demonstrated that changes in the expression level of miR-214-3p can influence alternative splicing (AS), alternative polyadenylation (APA), and the length of 3’UTRs. Both AS and APA are known to play critical roles in determining 3’UTR length, which in turn influences miRNA binding and subsequent regulatory effects [35, 36]. For example, alternative polyadenylation can generate either very short or long 3’UTR variants, with the long variants often serving as direct targets for miRNAs such as miR155-5p and miR377-3p. Interestingly, the HO1 3’UTR short variant has been shown to exhibit a stronger inhibitory effect on preadipocyte differentiation compared to the HO1 3’UTR long variant in 3T3-L1 cells [50]. In our study, we observed that ID3 and MAPK8 possess 3 or 1 miR-214-3p binding sites in their lengthening regions of the 3’UTR, which likely influence their expression following miR-214-3p knockdown (KD) or overexpression (OE). Furthermore, circular RNA CircTADA2A has been reported to enhance MAPK8 expression by acting as a miR-214-3p sponge and an EIF4A3 decoy, thereby promoting invasion and migration in non-small cell lung cancer cells [51]. These findings suggest that miR-214-3p may regulate ID3 expression through similar mechanisms in AGS cells. Further investigation is justified to clarify the precise molecular mechanisms by which miR-214-3p dysregulation impacts the 3’UTR length and expression of the ID3 gene, as well as its broader role in gastric cancer progression.

On the other hand, we wonder that how changes in miR-214-3p expression influence alternative splicing (AS) and alternative polyadenylation (APA). Importantly, the overexpression (OE) and knockdown (KD) of miR-214-3p resulted in altered expression of several RNA processing-related genes, potentially through the modulation of AS and APA. Moreover, miRNAs are not only capable of regulating gene dosage at the post-transcriptional level but can also indirectly interfere with pre-mRNA splicing at the co-transcriptional level by modulating alternative RNA splicing factors [52]. Specifically, miR-10b has been shown to bind U6 snRNA, a core component of the spliceosomal machinery, and modulate its N-6-adenosine methylation and pseudouridylation. This interaction affects U6 binding to splicing factors such as SART3 and PRPF8, ultimately regulating U6 stability and causing global splicing alterations [53]. 

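Of 60 splicing factors, 24 rose, 5 fell and 31 did not pass in OE (edgeR's quasi-likelihood test; the same numbers rose and fell adjusted over the list alone), and 10 rose, 4 fell and 46 did not pass in KD (11 and 4 adjusted over the list alone). SRSF5, an SR protein that promotes exon inclusion, had a log2 fold change of 0.87 in OE (standard error 0.12, adjusted p = 0.000274 from edgeR), SF1, which binds the branch point, of 1.01 (standard error 0.15, adjusted p = 0.000321 from edgeR) and SRSF3 of 0.71 (standard error 0.12, adjusted p = 0.000717 from edgeR). In KD, HNRNPA1, which represses exons, rose by 0.61 (standard error 0.10, adjusted p = 0.000278 from edgeR), MBNL2 fell by 0.53 (standard error 0.08, adjusted p = 0.000242 from edgeR) and ESRP1, an epithelial splicing factor, fell by 0.61 (standard error 0.11, adjusted p = 0.000521 from edgeR). HNRNPA1 has many processed pseudogenes that may share its reads. The set was higher in OE (camera, adjusted p = 0.00408 with the preset correlation, adjusted p = 0.492 with an estimated correlation and adjusted p = 0.104 with a correction for gene length) and did not pass in KD (adjusted p = 0.0980). In KD it passed without Con replicate 1 (adjusted p = 0.0388), without a count filter (adjusted p = 0.0127) and with fry (adjusted p = 0.0320).
Of 21 cleavage and polyadenylation factors, RBBP6 and CSTF1 rose and SCAF8, WDR33, CPSF6 and SYMPK fell in OE (2 and 4 adjusted over the list alone), and CPSF6 fell by 0.51 in KD (adjusted p = 0.0222 from edgeR; none adjusted over the list alone). RBBP6 had a log2 fold change of 0.57 in OE (standard error 0.12, adjusted p = 0.0029 from edgeR). The set did not pass in KD (camera, adjusted p = 0.663) or in OE (adjusted p = 0.832). CPSF6 in KD lost its call without Con replicate 1 (-0.41), Con replicate 2 (-0.49), KD replicate 1 (-0.46), KD replicate 2 (-0.51) or KD replicate 3 (-0.52). In OE, calls were lost for CPSF6 without Con replicate 1 (-0.41), Con replicate 2 (-0.50) or OE replicate 2 (-0.45), for SYMPK without Con replicate 2 (-0.52), Con replicate 3 (-0.57), OE replicate 1 (-0.61) or OE replicate 2 (-0.50), for CSTF1 without Con replicate 3 (0.82) or OE replicate 2 (0.73), and for WDR33 without Con replicate 2 (-0.40). SCAF8 and WDR33 did not pass with the length correction (-0.27 and -0.21).
Among the RNA-binding proteins the paper names, the repressor PUM2 fell by 0.66 in KD (standard error 0.09, adjusted p = 7.00e-05 from edgeR) and by 0.85 in OE (standard error 0.12, adjusted p = 0.000260 from edgeR). TIAL1 had 0.54 in OE (standard error 0.15, adjusted p = 0.0157 from edgeR; 0.45 and no call without Con replicate 2, 0.38 and no call with the length correction) and 0.38 in KD (adjusted p = 0.0864 from edgeR). PRPF8, SART3 and EIF4A3, with fewer than 50 normalized counts in each group, did not pass in either comparison. With limma on log2(TPM + 1), MBNL2, HNRNPA1, ESRP1 and PUM2 did not pass in KD, and SCAF8 and WDR33 did not pass in OE.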

Another plausible mechanism involves competition between miRNA binding sites on pre-mRNA and splicing sites or APA sites, which may disrupt the binding of known splicing factors, cis-regulatory elements, and trans-acting factors [54]. Therefore, miRNAs, including miR-214-3p, may impact AS and APA in cancer cells through multiple pathways, such as directly targeting the RNA or DNA of the target gene or indirectly regulating splicing factors. These regulatory mechanisms could influence the length of 3’UTRs and, consequently, the expression of target genes, including ID3, in the context of gastric cancer progression.

## Conclusions

Overall, our study has mapped the full-length transcriptome in a gastric cancer cell model using long-read sequencing, specifically under conditions of miR-214-3p overexpression (OE) and suppression (KD). The findings highlight the utility of long-read sequencing in enhancing our understanding of transcriptome dynamics and variations in cancer cells under diverse physiological states. This work not only provides an analytical pipeline for comparing transcriptomes between cancer cells using ONT data but also identifies alternative splicing (AS), alternative polyadenylation (APA), and alternative 3’ untranslated regions (3’UTRs) as potential regulatory targets of miR-214-3p. However, the limitations of this study lies in the functional validation of the identified key genes and splicing events has yet to be conducted. Moving forward, it will be critical to investigate the intracellular localization of miR-214-3p and identify its binding partners, particularly the proteins that interact with it. Furthermore, elucidating how miR-214-3p specifically targets these candidate transcripts and uncovering the molecular mechanisms underlying its regulatory effects will be instrumental in advancing our knowledge of its functional roles in gastric cancer. Such insights could pave the way for the development of novel therapeutic strategies targeting miR-214-3p in cancer treatment.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

All data generated or analyzed during this study have been included in this published article and its supplementary information ﬁles. The raw data of RNA-seq are available in the NCBI Gene Expression Omnibus and are accessible through GEO series accession number GSE300926.

## Abbreviations

GC: Gastric cancer
LRS: Long-read sequencing
OE: Overexpression
KD: Knockdown
TPM: Transcripts per million
DEGs: Differentially expressed genes
DETs: Differentially expressed transcripts
DTU: Differential transcript usage
GO: Gene Ontology
PCA: Principal Component Analysis
AS: Alternative splicing
PSI: Percentage of Spliced-In
APA: Alternative polyadenylation

# Supplementary material for: Comprehensive long-read transcriptomic analysis reveals multi-level transcriptional alterations mediated by miR-214-3p dysregulation in gastric cancer cells
**Source:** BMC Cancer. 2025 Nov 29;26:25. doi: 10.1186/s12885-025-15323-1
**Supplement:** Supplementary file 2 — Supplementary Material 2.

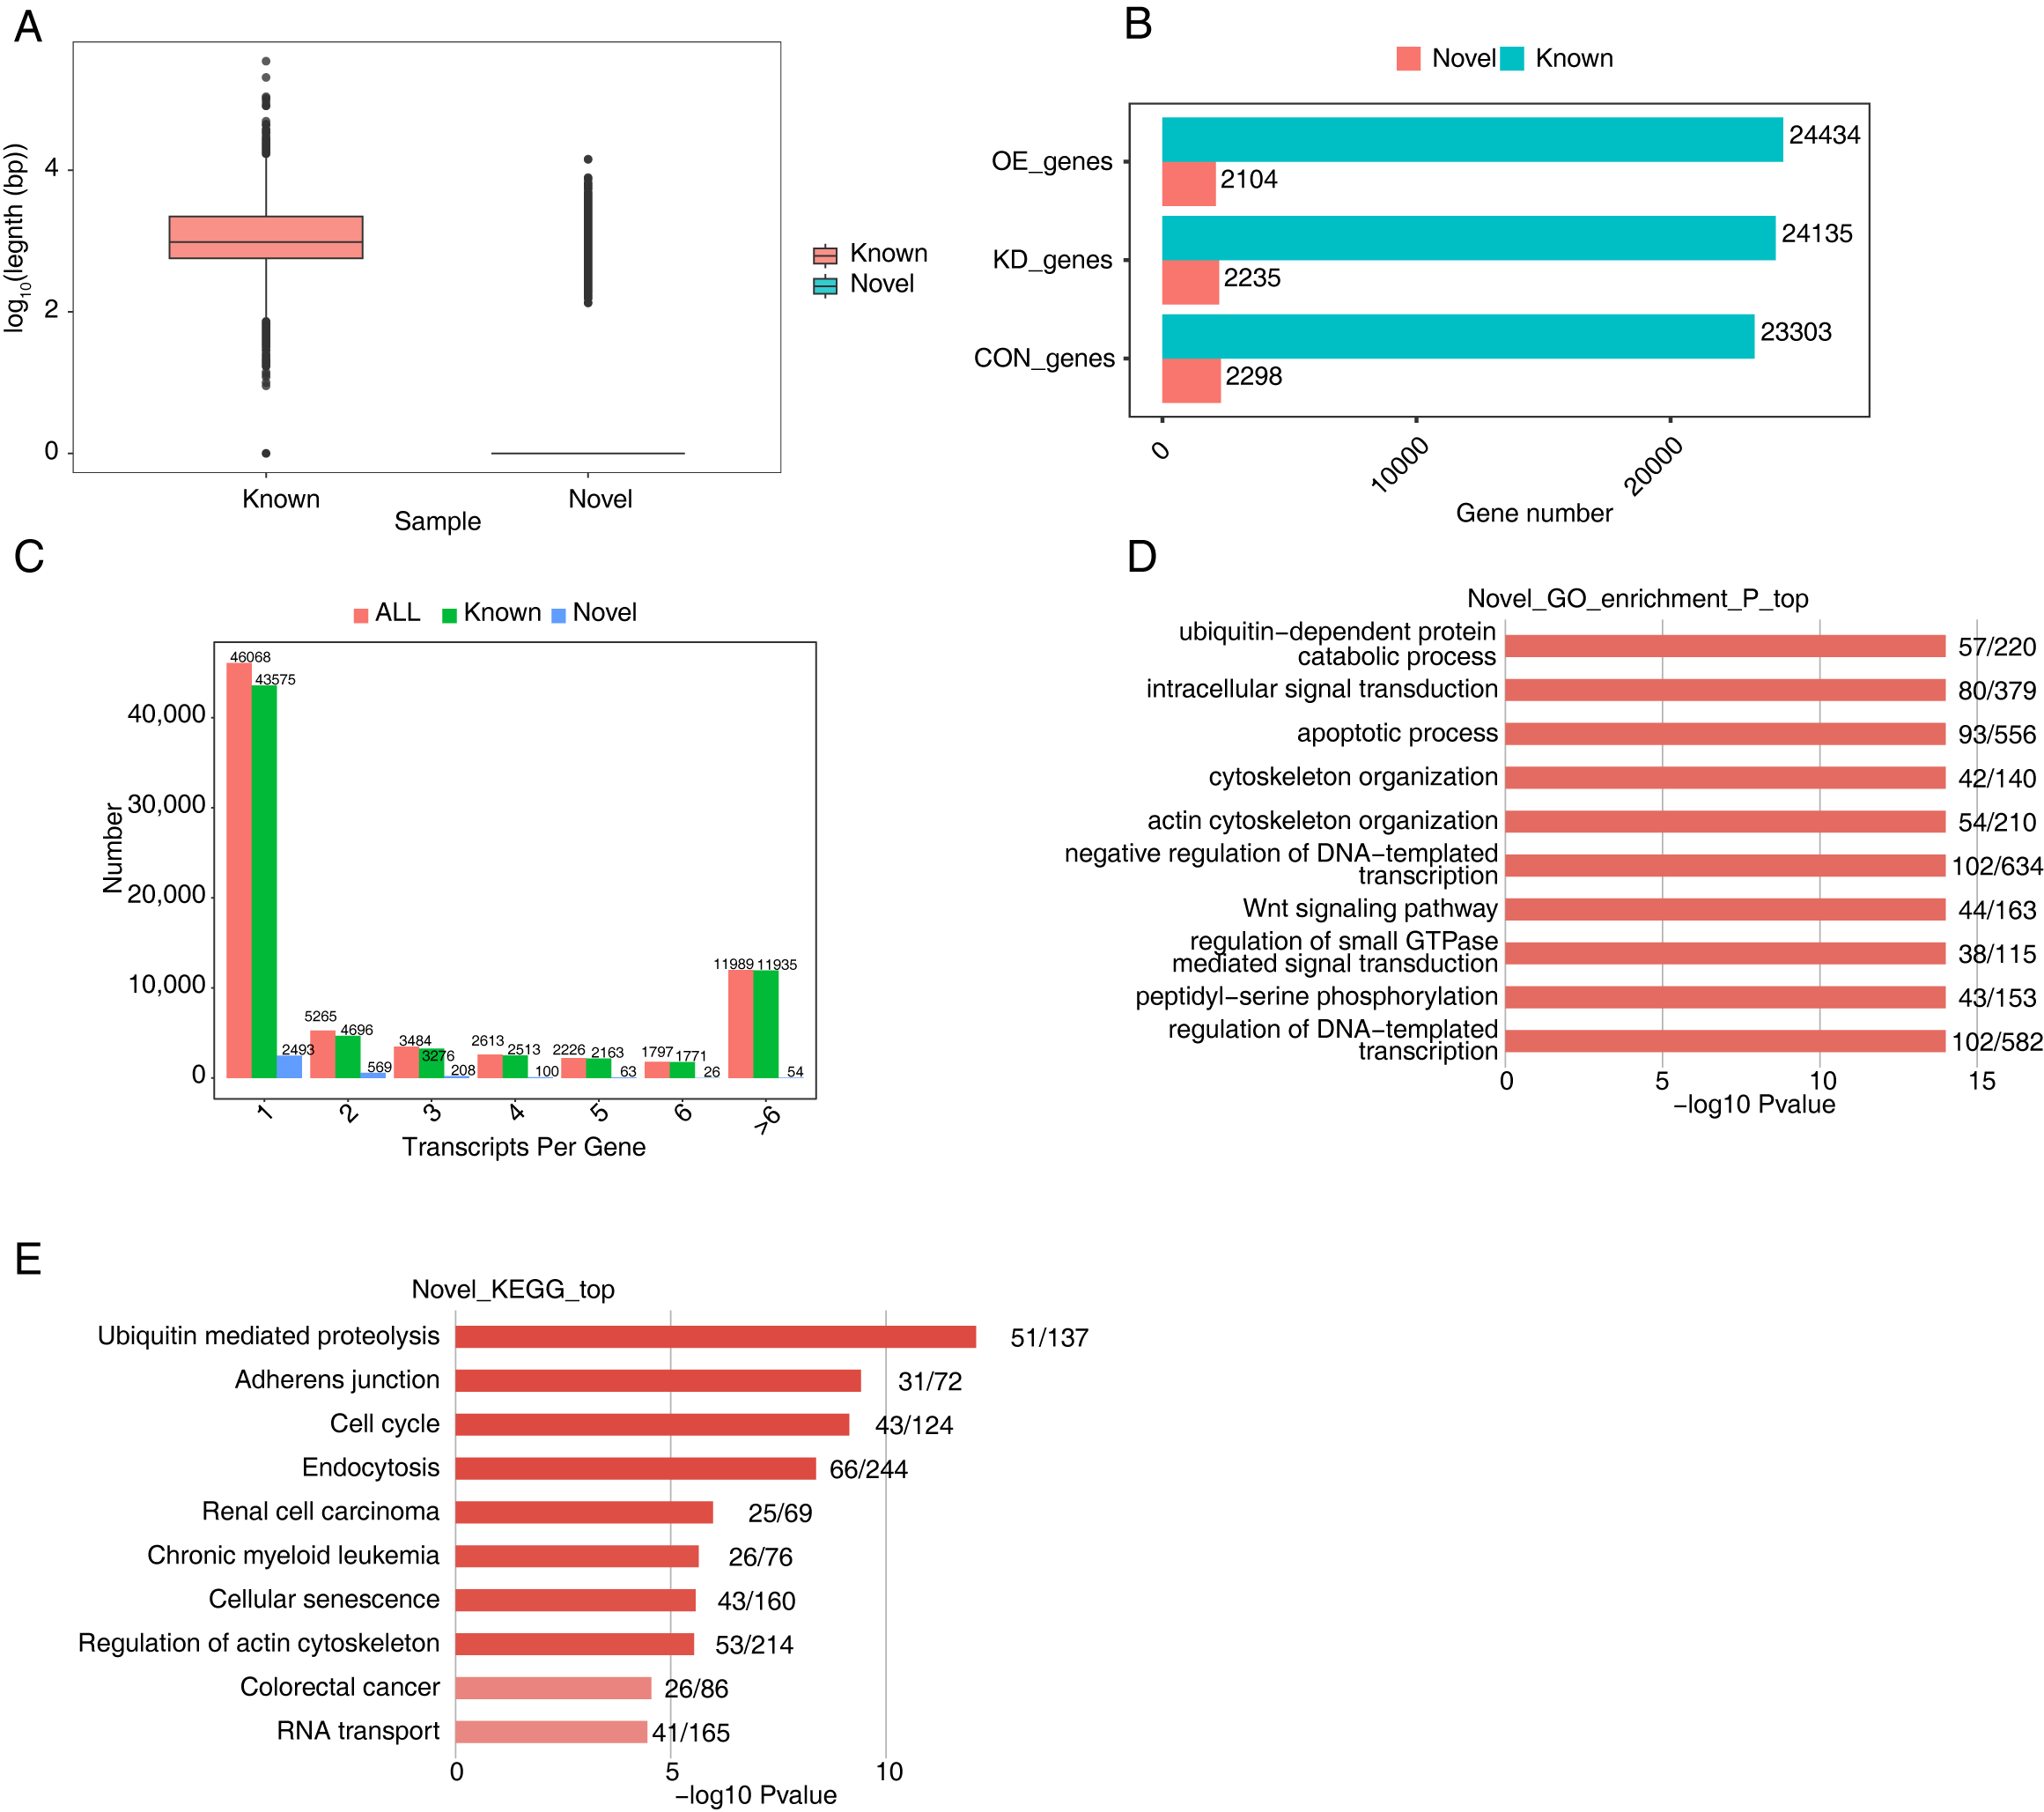

**Figure S1 (Related to Figure 1) Identification of novel transcripts in AGS cells after miR-214-3p overexpression and knockdown based on ONT Sequencing. (A)** A boxplot showing the length distribution of known and novel transcripts, with the y-axis representing transcript length (log10 scale). **(B)** A bar plot comparing the number of known and novel genes identified in AGS cells following miR-214-3p manipulation. **(C)** A bar plot illustrating the number of transcripts per gene, where the x-axis represents the number of transcripts and the y-axis represents the number of genes. **(D)** A bar plot showing the most enriched Gene Ontology (GO) biological processes associated with the novel transcripts identified. **(E)** A bar plot highlighting the most enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways linked to the novel transcripts.

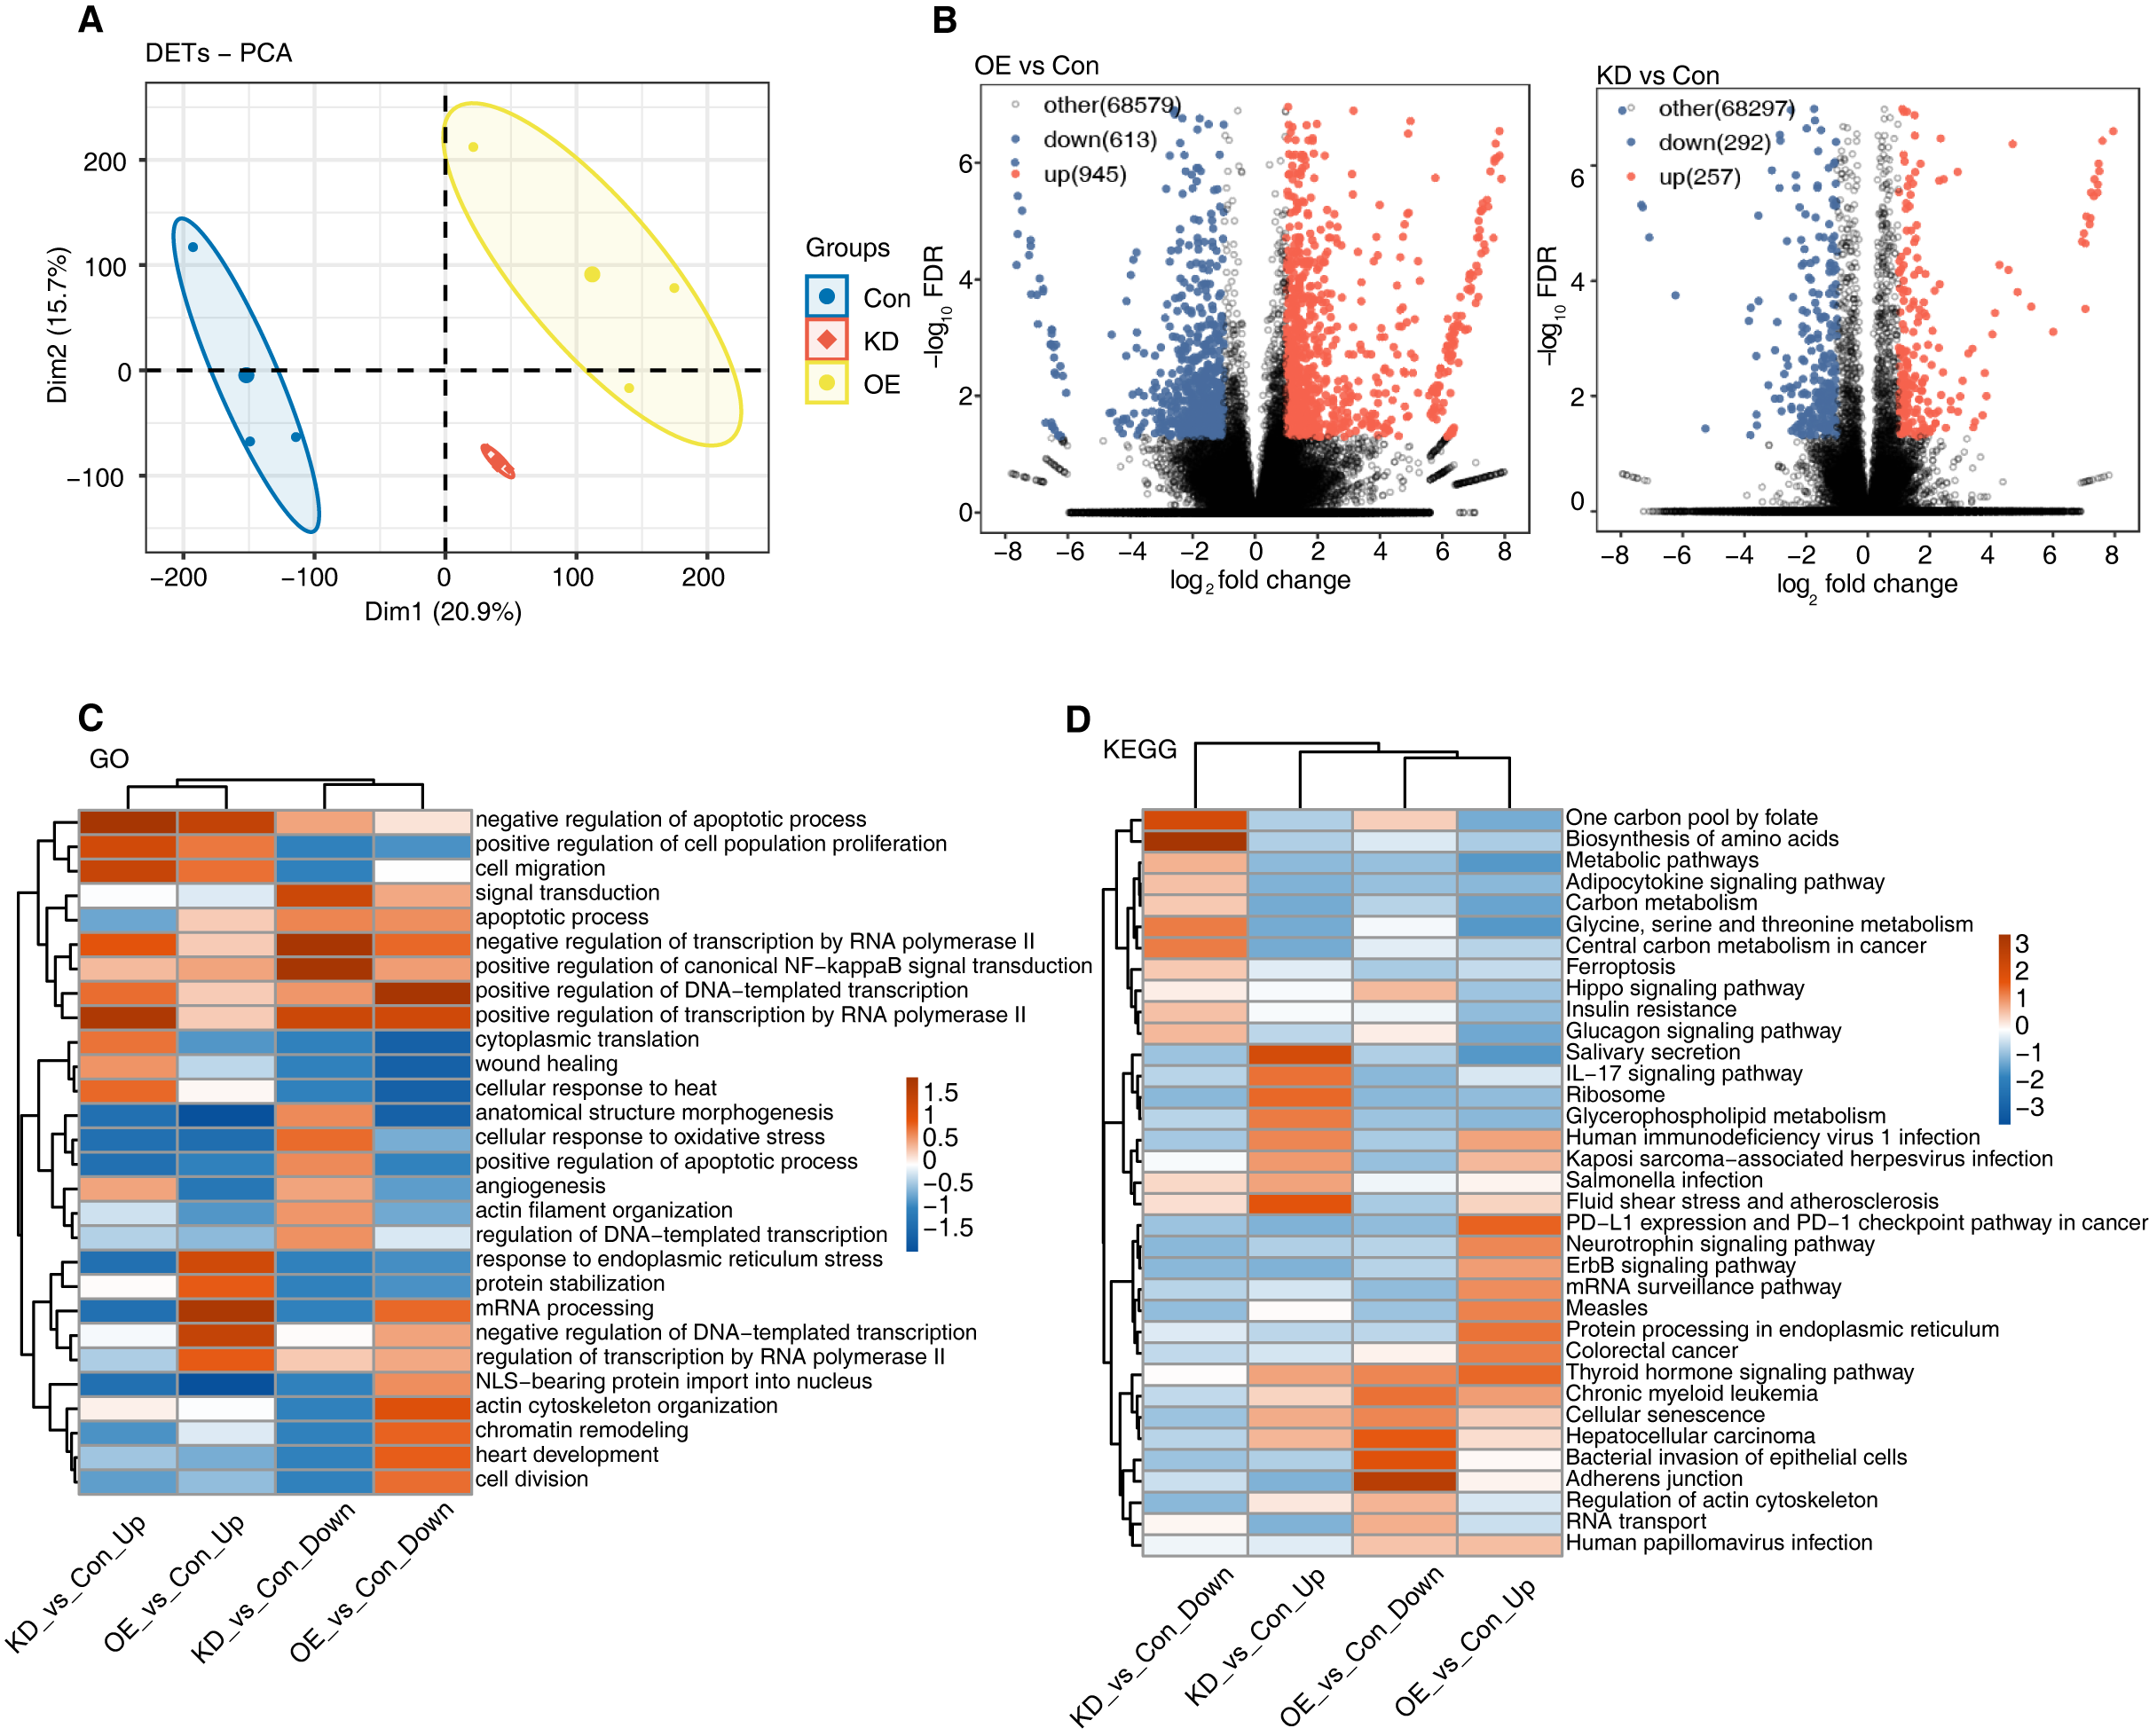

**Figure S2 (Related to Figure 2) Identification and functional analysis of differentially expressed transcripts in AGS cells after miR-214-3p overexpression and knockdown.** (A) PCA of samples after normalization of transcript expression levels, showing the distribution of samples in the OE (overexpression), KD (knockdown), and Con (control) groups. The ellipses represent confidence ellipses, indicating the variability and separation between groups. (B) A volcano plot displaying all DETs between OE, KD, and Con samples. The x-axis represents log2 fold change, and the y-axis represents -log10 P-value. Significant DETs are marked in red (P < 0.05). (C) A hierarchical clustering heat map showing the top 5 enriched Gene Ontology (GO) biological processes associated with the genes where the overlapping transcripts are located. Color intensity reflects enrichment significance. (D) A hierarchical clustering heat map illustrating the top 5 enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways linked to the genes where the overlapping transcripts are located.

**
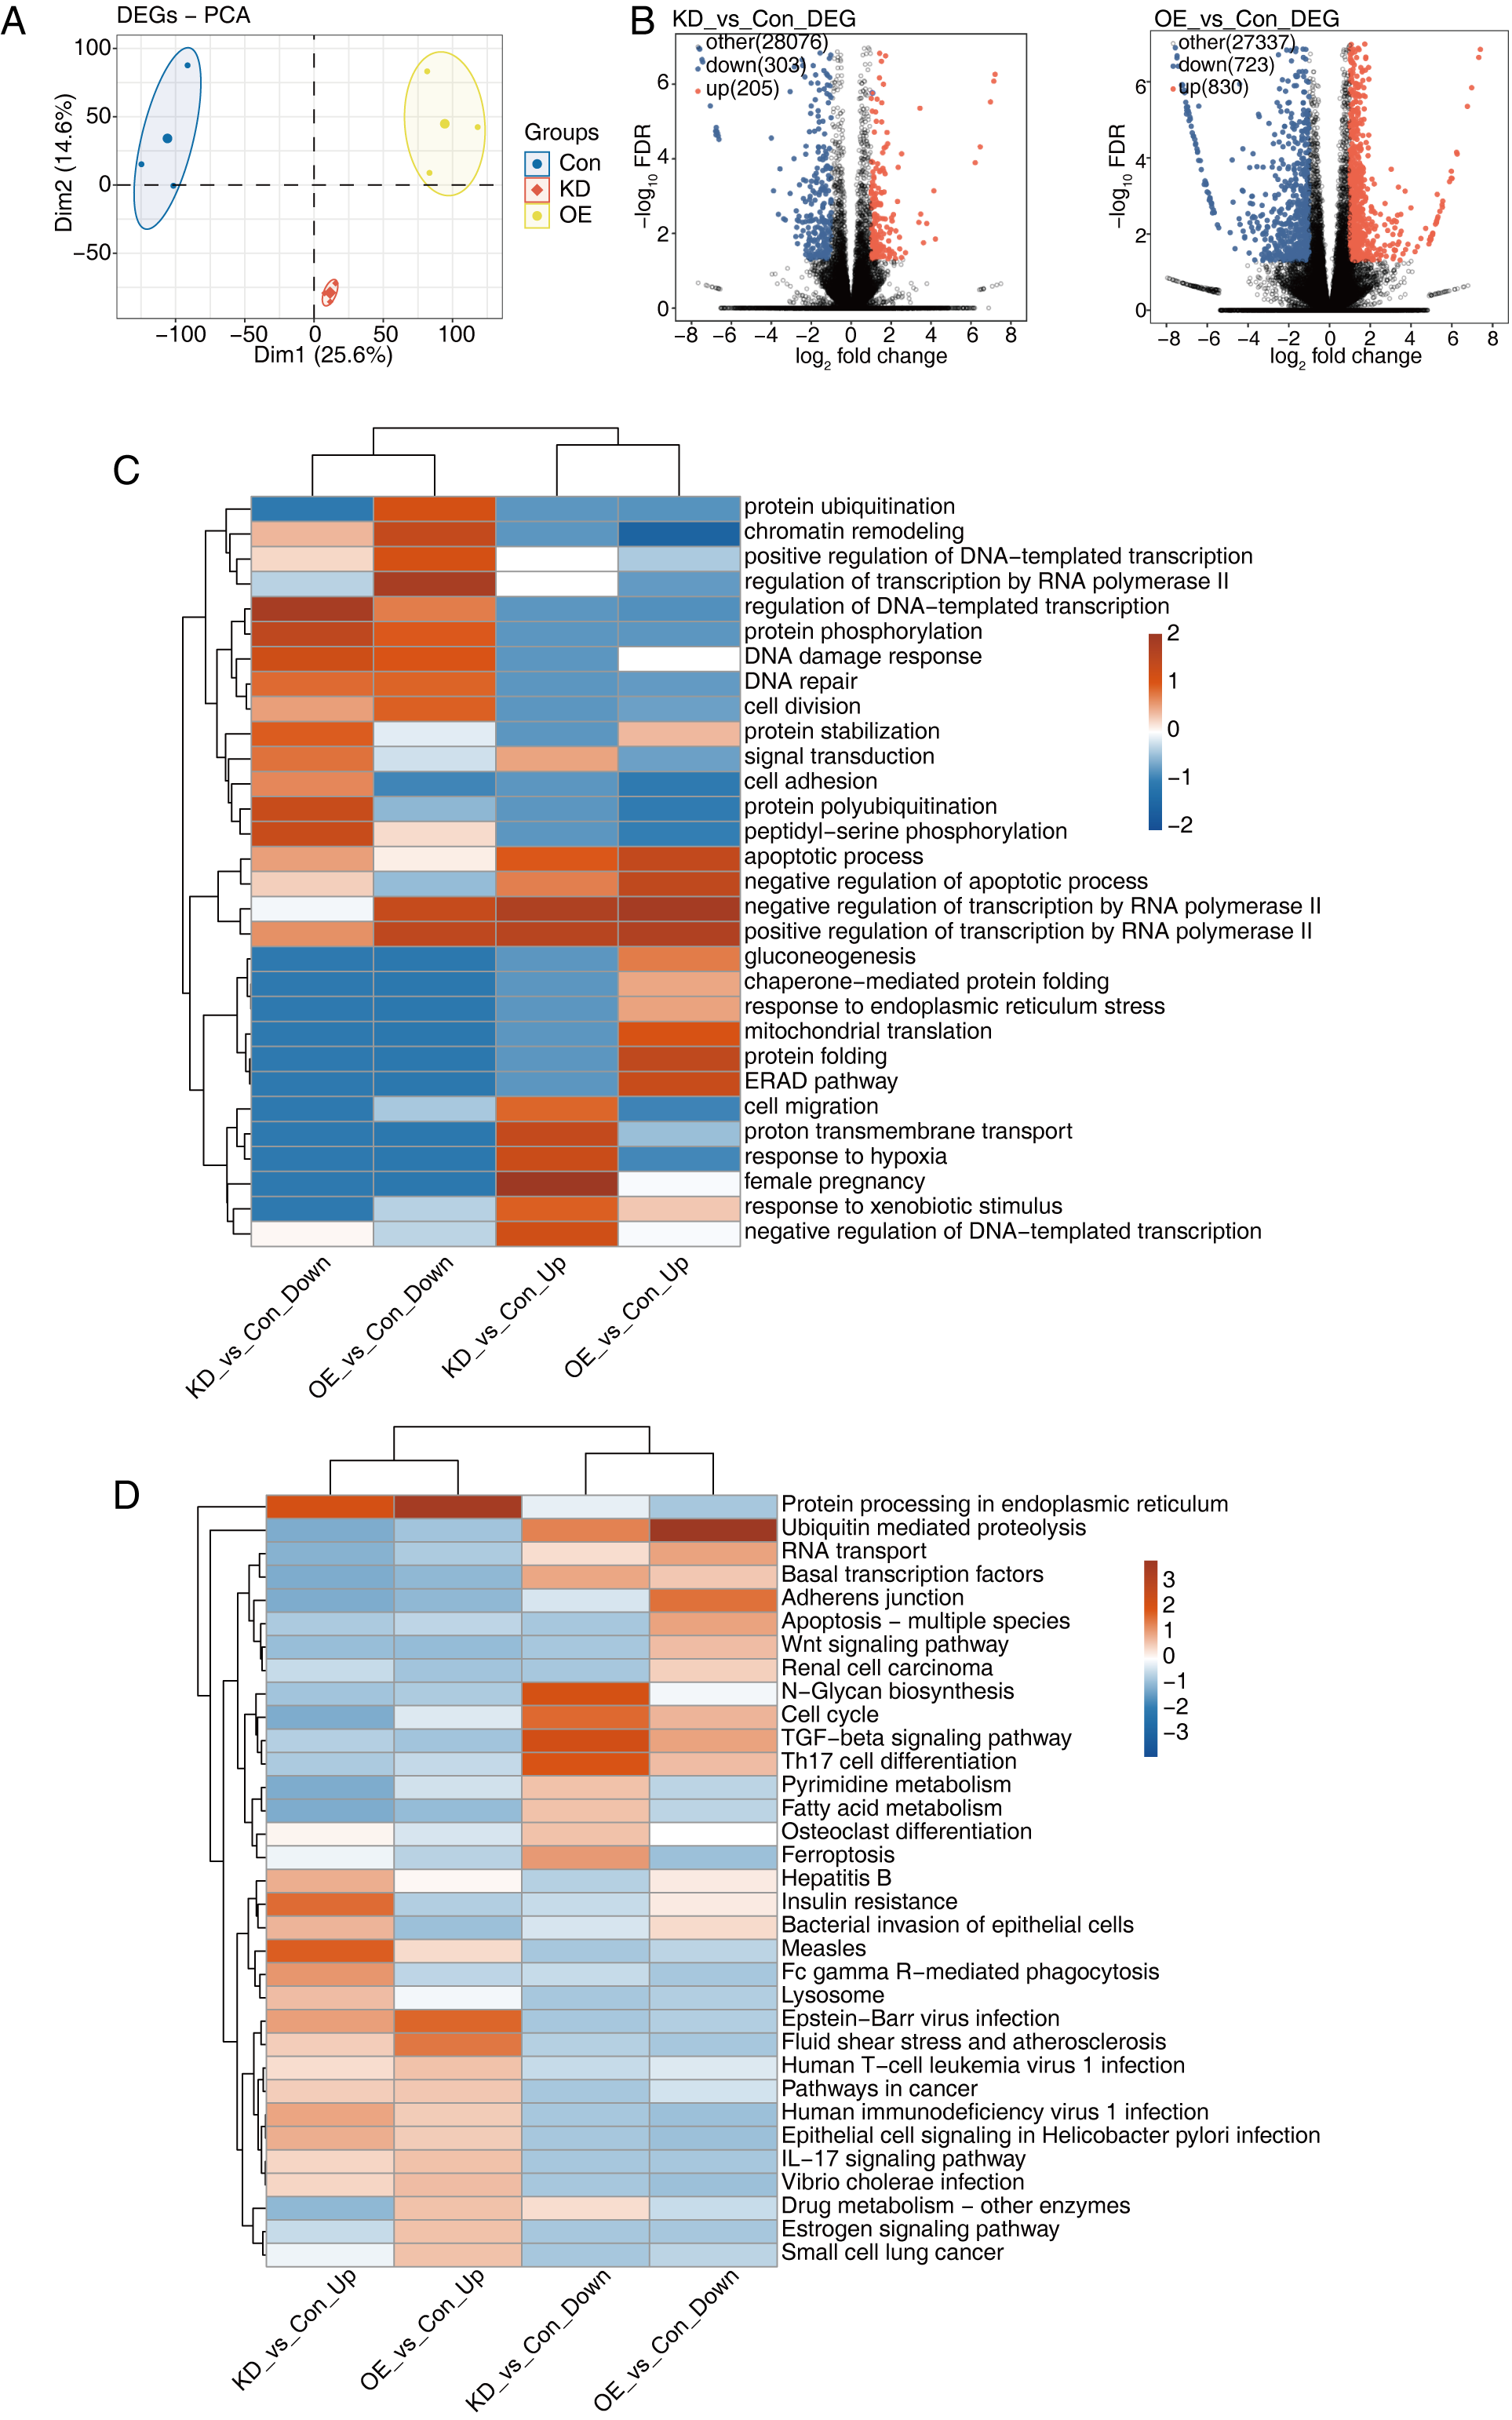
**

**Figure S3 (Related to Figure 3) Identification and functional Analysis of differentially expressed genes in AGS Cells after miR-214-3p overexpression and knockdown. (A)** PCA of samples after normalization of gene expression levels, showing the distribution of samples in the KD (knockdown), OE (overexpression), and Con (control) groups. The ellipses represent confidence ellipses, highlighting the variability and separation between groups. **(B)** A volcano plot illustrating all DEGs between KD, OE, and Con samples. The x-axis represents log2 fold change, and the y-axis represents -log10 P-value. Significant DEGs are marked in red (*P* < 0.05). (C) A hierarchical clustering heat map displaying the top 5 enriched Gene Ontology (GO) biological processes associated with the DEGs. Color intensity reflects the significance of enrichment. (D) A hierarchical clustering heat map showing the top 5 enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways linked to the DEGs.

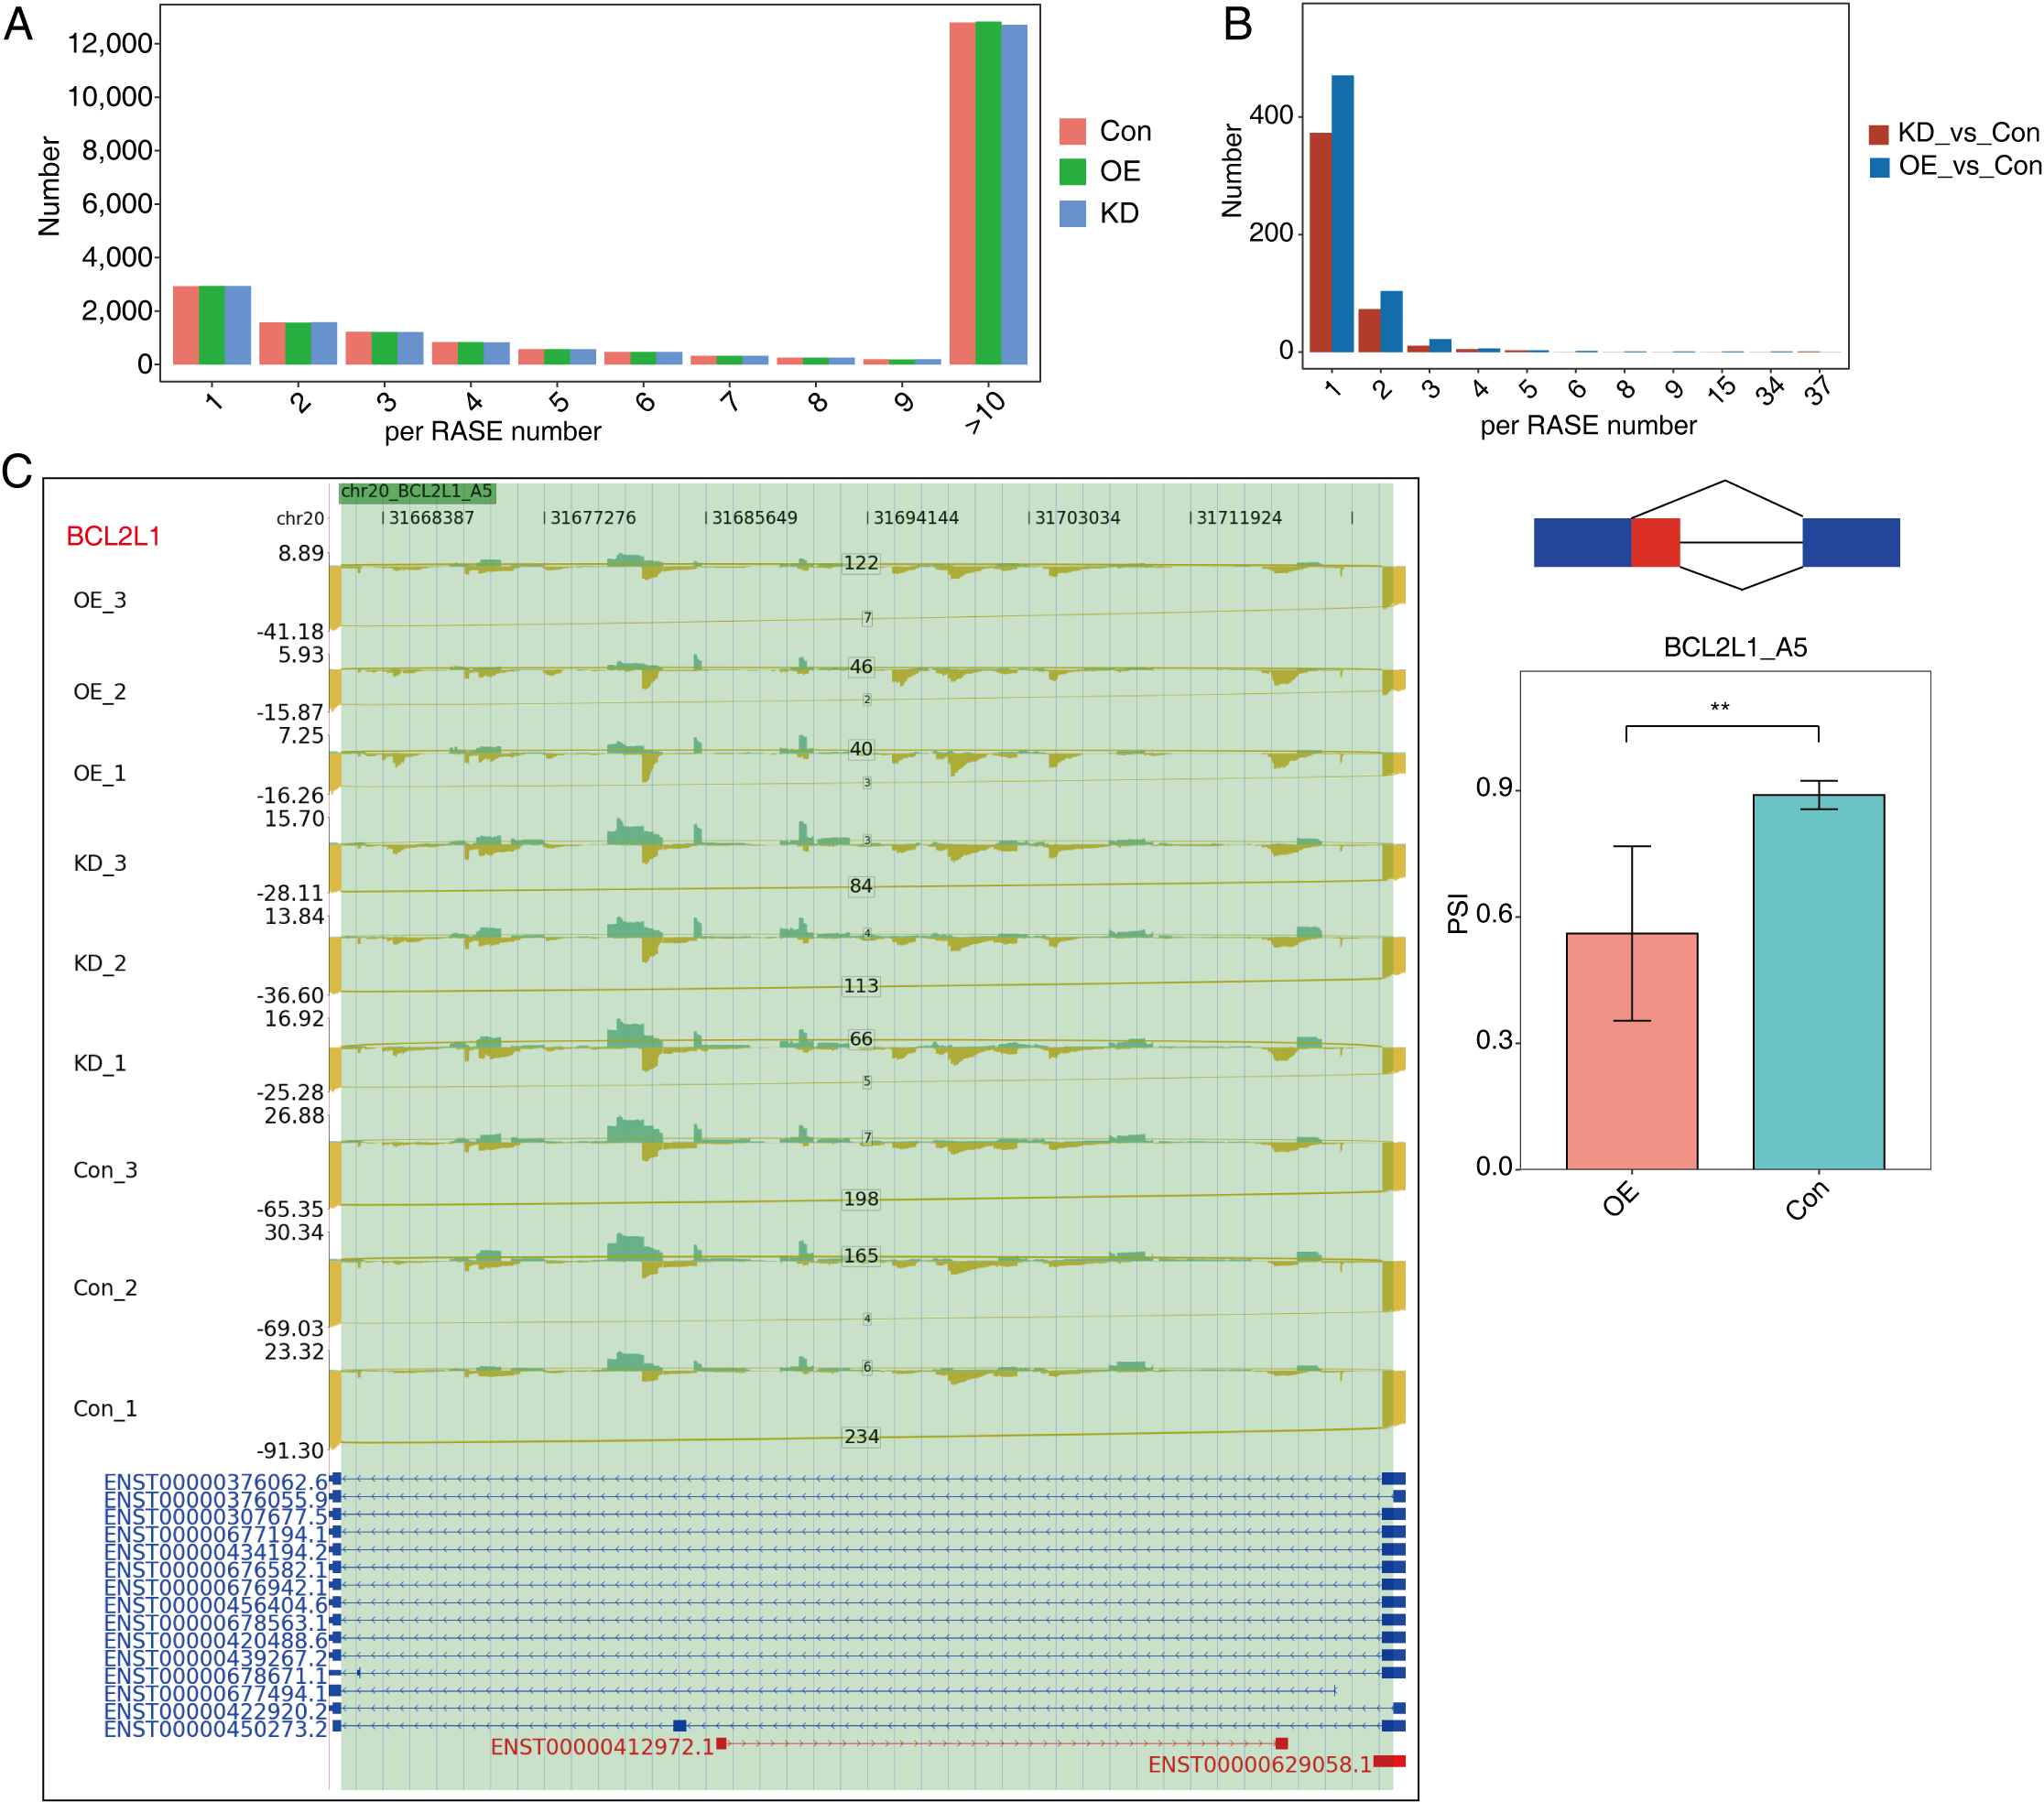

**Figure S4 (Related to Figure 4) Identification and functional analysis of alternative splicing in AGS cells after miR-214-3p overexpression and knockdown. (A)** A bar plot showing the number of regulated alternative splicing (AS) events across the miR-214-3p knockdown (KD), overexpression (OE), and control (Con) groups. The x-axis represents the number of AS events, and the y-axis represents the number of genes associated with these events. **(B)** A bar plot illustrating the number of significant AS events between the KD, OE, and Con groups. The x-axis indicates the number of significant AS events, while the y-axis shows the number of genes involved. Significant differences were determined using a *P*-value threshold of less than 0.05. **(C)** IGV-sashimi plots (left panel) depict the alternative splicing changes in the BCL2L1 gene between control and miR-214-3p overexpression samples. Schematic diagrams illustrate the exon-intron structure, with exons represented as boxes and introns as horizontal lines. Quantification and statistical significance of AS events are shown in the right panel. Significant differences were analyzed using Student’s t-test, with *P* < 0.05 as the threshold for significance. * indicates *P* < 0.01.

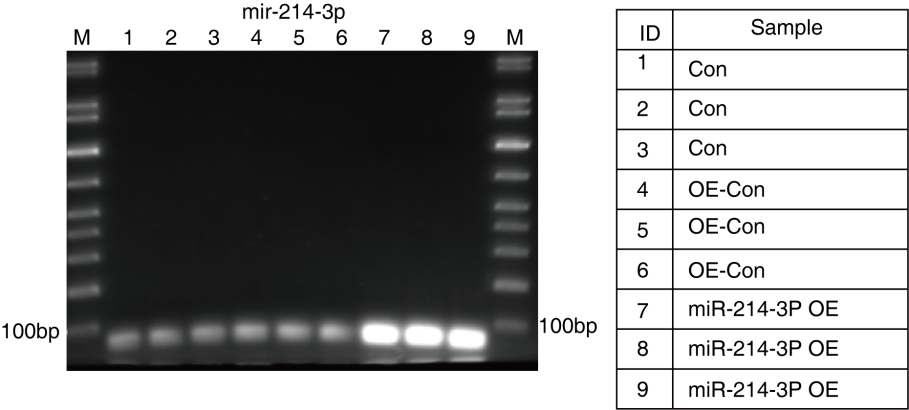

**Figure S5 Agarose gel electrophoresis of RT-PCR products for miR-214-3p expression in AGS cells.** This figure shows the results of agarose gel electrophoresis for RT-PCR products of miR-214-3p in AGS cells transfected with miR-214-3p overexpression plasmids (miR-214-3p OE), control plasmids (OE-Con), and a negative control group without transfected plasmids (Con). Stem-loop primers were used for the reverse transcription and amplification of miR-214-3p.

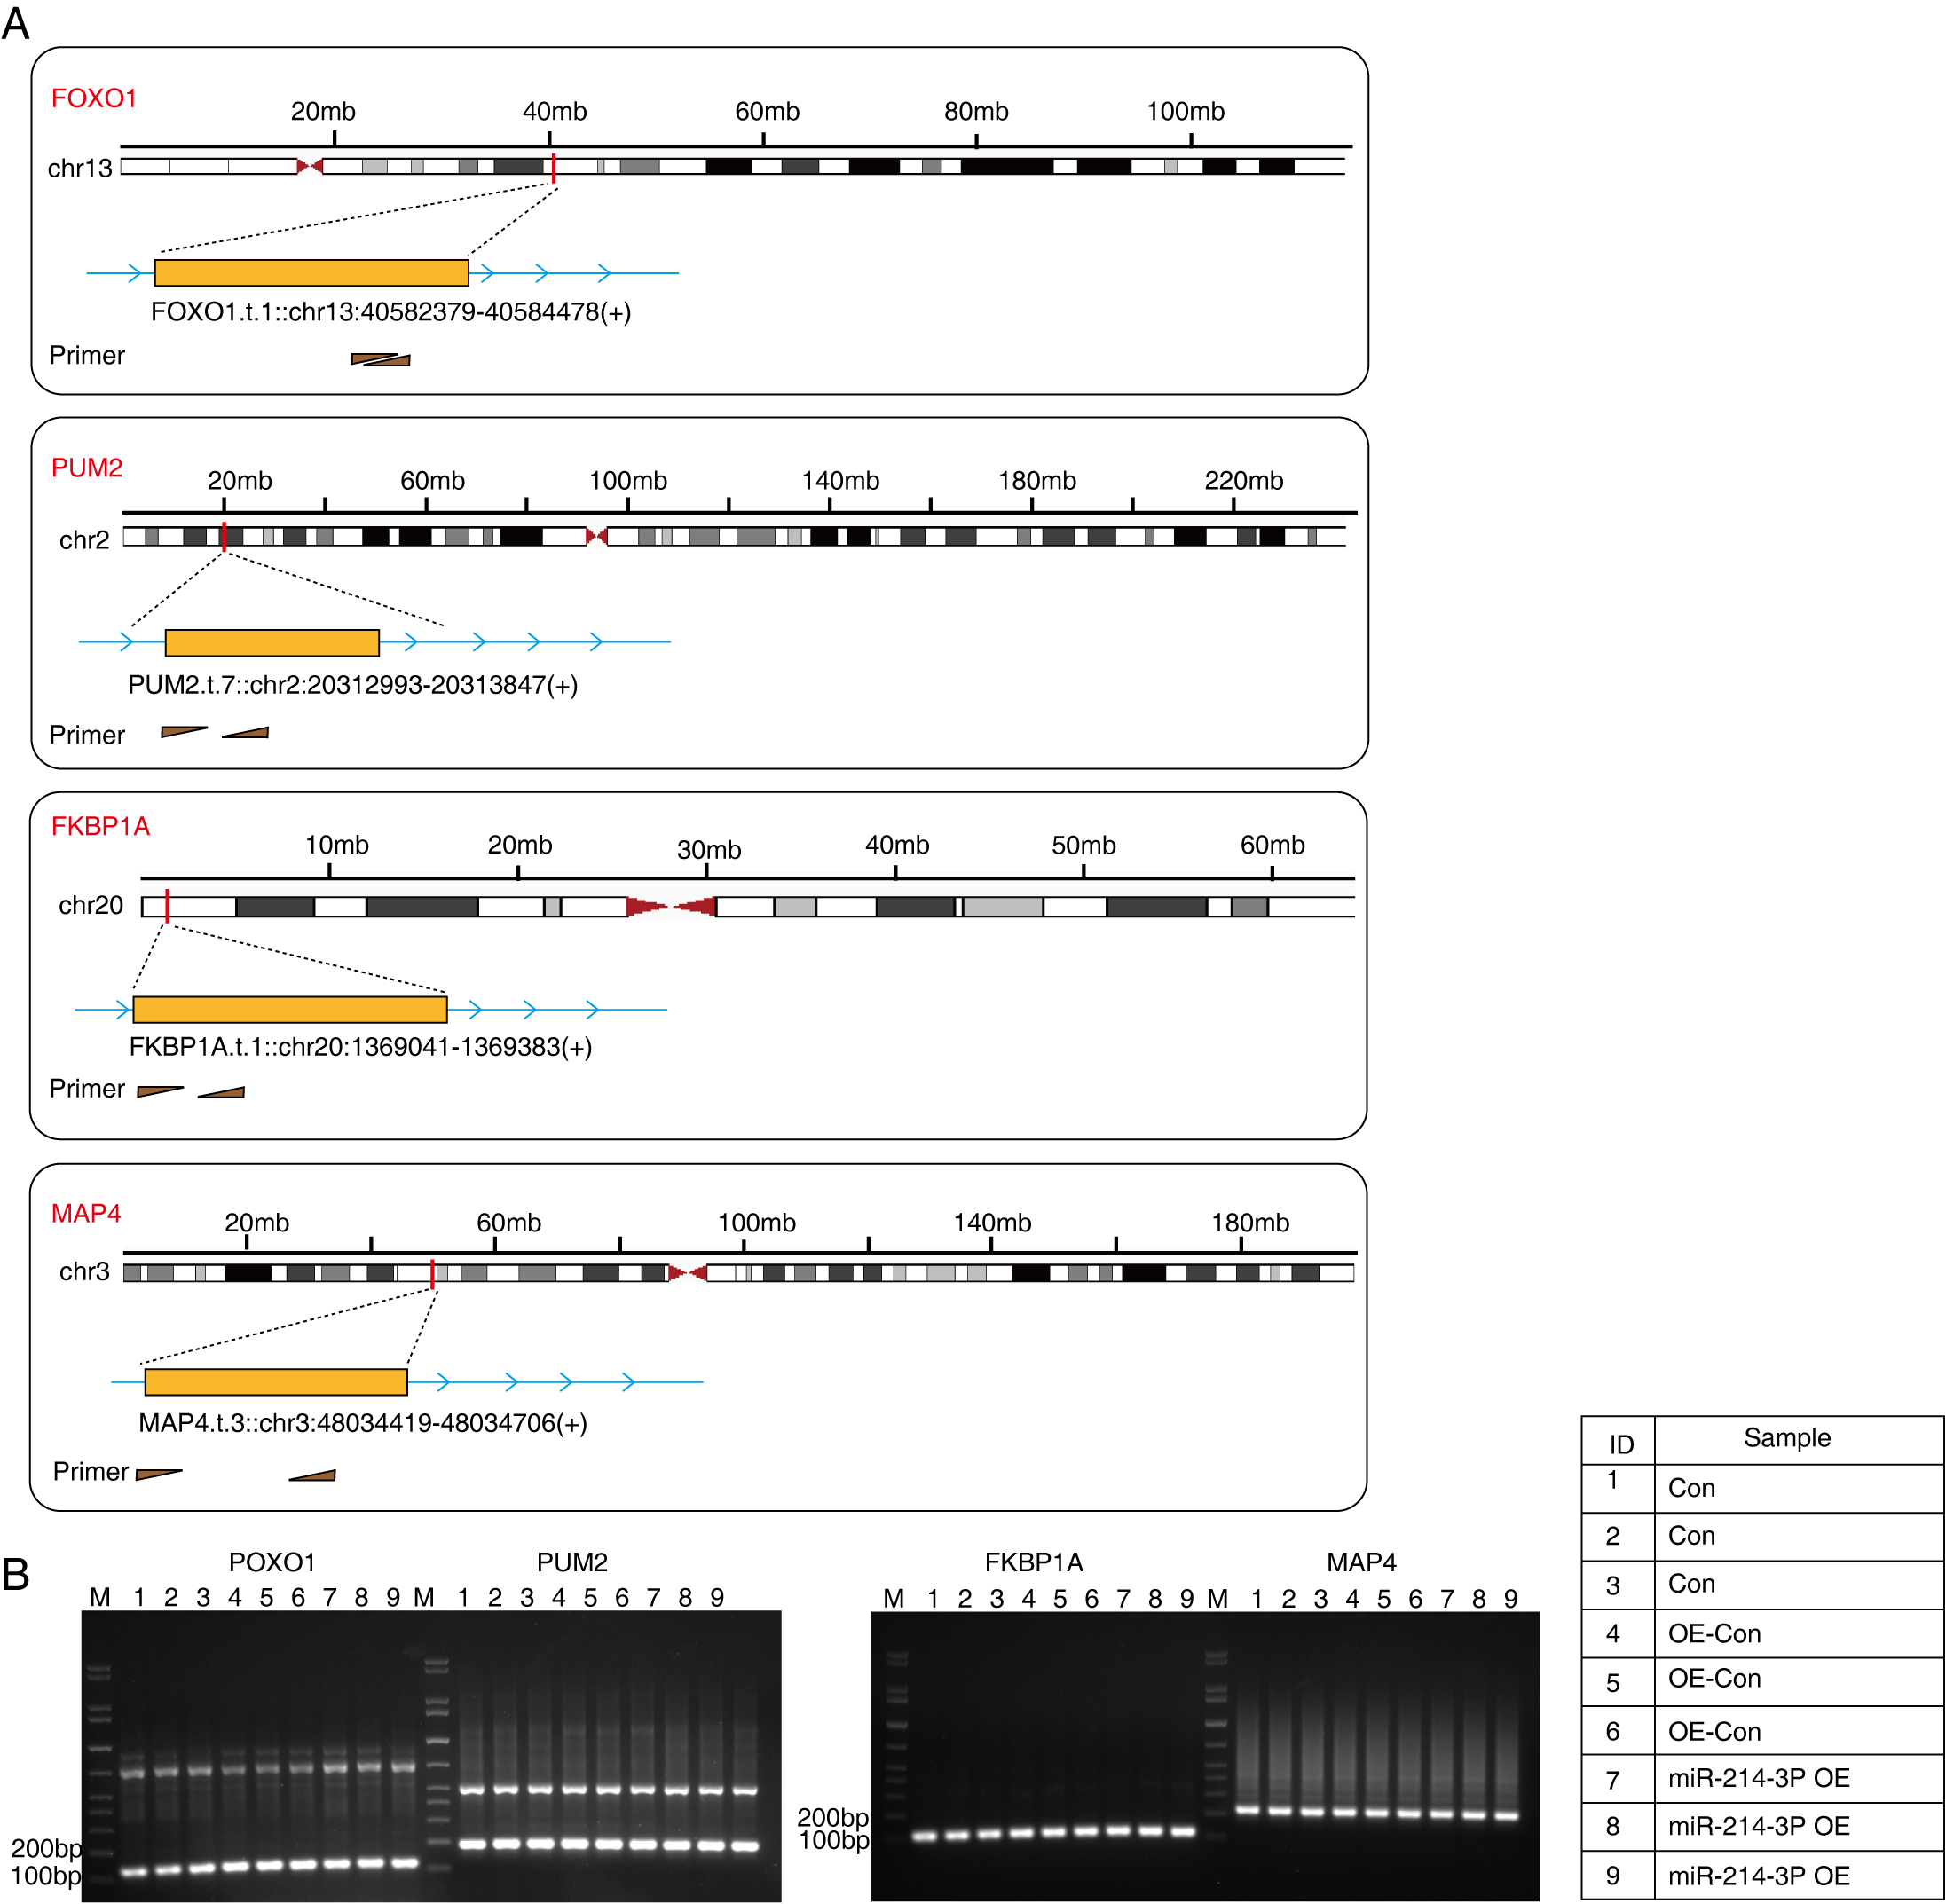

**Figure S6 (Related to Figure 7) Validation of novel transcripts in AGS cells. (A) Visualization** the genomic positions of four novel transcripts derived from the FOXO, PUM2, FKBP1A, and MAP4 genes, along with the corresponding RT-PCR primer locations. The diagram provides a visual representation of where these transcripts are situated on the genome and the specific regions targeted by the primers for amplification, ensuring accurate detection and analysis. **(B)** Image demonstrates the agarose gel electrophoresis results of RT-PCR products for the novel transcripts in AGS cells. The cells were transfected with miR-214-3p overexpression plasmids (miR-214-3p OE), control plasmids (OE-Con), or left untreated as negative controls (Con).

How the deposited data were processed for this re-analysis (not part of the article)

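Gene expression was measured in 9 AGS libraries, 3 each from control (Con), knockdown (KD) and overexpression (OE) cells, by ONT long-read sequencing of cDNA. The deposited gene tables hold whole-number counts per gene, whose totals differ between libraries, and TPM values. The authors computed the TPM values with Salmon, and these sum to the same total in every library. According to the authors, full-length reads were aligned to GRCh38 with minimap2 2.27-r1193, transcripts of all samples were merged with StringTie 2.1.6, and rows outside the annotation were given a class by their position relative to known genes. The processing notes also name a rat assembly, mRatBN7.2, while the gene identifiers are human. The paper does not state whether the whole-number counts are rounded estimates or whether strand was used in counting. It calls the 3 libraries of a group biological replicates and does not say whether they were separate cultures. Strand matters for antisense and overlapping genes, and near-identical copies matter for gene families such as PSG4, so values of these genes are uncertain.

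Counts were analysed in R 4.3.3 with edgeR 4.0.16. In each of the 3 comparisons (KD vs. Con, OE vs. Con and OE vs. KD), the 6 libraries of the 2 groups were fitted alone. Genes were kept by filterByExpr with its rule of 10 counts, counts were normalized by TMM, and the quasi-likelihood test with robust dispersion was used with Benjamini-Hochberg adjustment over the genes kept. A gene was called a DEG with an adjusted p of at most 0.05 and a fold change of at least 2. Where the call of a single gene or list is said to be kept, lost or changed under another setting, the adjusted p alone is meant. For a group with 0 counts, the fold is a lower bound against a floor of 3 counts over the group. Clustering and principal component analysis used log2(TPM + 1).

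Gene lists were fixed before the data were examined, 34 in all. Each was summarised by its members higher or lower at the adjusted p over all genes and over the list alone, and lists with at least 5 measured members were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation and fry beside it. The deposited tables hold no test of GO terms that could be repeated, so enrichment among DEGs was tested with Fisher's exact test on 30 of the lists over the annotated genes tested. Single values per group were compared with exact permutation tests, whose smallest p for 3 libraries against 3 is 0.1. The shared Con libraries were examined in 20 simulations of unchanged groups. On simulated data with 50 changed genes per size, edgeR recovered 68% of genes changed 2-fold in KD vs. Con, 56% in OE vs. Con and 60% in OE vs. KD, and 96%, 98% and 94% of those changed 4-fold. In the same simulations, 11.2% of edgeR's calls were false in KD vs. Con, 9.86% in OE vs. Con and 8.70% in OE vs. KD. With DESeq2 these shares were 11.8%, 14.5% and 12.4%. All of them lie above the threshold on the adjusted p, so more calls may be false than it allows.

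The genes named in the text were set by a rule fixed before the data were examined. It takes every gene the paper names, the 10 called genes with the highest and the 10 with the lowest fold change per comparison with a mean normalized count of at least 50 and no overlap between groups, the 4 members of each list with the smallest p, and genes called in opposite directions. Because unannotated rows filled much of the second part, it was applied to all rows and to annotated genes apart, a change made after the values were seen. Further genes were named after their values were seen, because they are members of small counts or examples of a list: BOK, FAS, FANCD2, XRCC3, JUN, MYC, ID1, ID2, HSP90B1, MBNL1, JUND, KMT2B, CHD3, SYMPK, ATF6, RAD50 and CPSF6 in OE, DDB1, CHEK2, DUSP1, ASNS, ATF4, PPP1R15A, JUND, CANX, DERL1, XBP1 and EP300 in KD, and XRCC6 in OE vs. KD.

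The alternatives were DESeq2 1.42.0, size factors of the DESeq2 type, library size only, no count filter, all 9 libraries in one fit, the replicate number as a block, a correction for gene length by a spline with 4 degrees of freedom, block and length correction together, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a TPM of at least 1 in 3 libraries, limma without that filter, other thresholds, and each library left out. A fit of annotated genes only, detection by a TPM above 0, DESeq2 calls in the enrichment tests and other fits for seed sites were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Transcript-level, splicing, polyadenylation, qPCR and cell viability results were left out, because the gene tables do not hold them. Some results for single genes are not reported here.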

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

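The test of rows at 0 counts, the comparison of the miR-214-3p site with other 7-mers and the length slope on canonical transcripts were chosen after the results were seen.

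The change against Con differed between OE and KD for 107 genes that were higher and 176 that were lower in OE when the 2 were compared directly (edgeR's quasi-likelihood test). The unannotated row inside SIPA1L3 rose in KD and had 0 counts in OE, at least 364-fold lower than in KD. Among unannotated rows, which the paper counts but does not analyse by group, 242 were lower in KD and 453 in OE than in Con. The real grouping gave 741 calls in KD vs. Con, 1705 in OE vs. Con and 283 in OE vs. KD, and the highest number among the other splits of the same libraries was 5, 1 and 7. In each comparison 1 of 10 splits, the real one, reached the real number, and 10 splits are too few for a share under 0.05.

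Unannotated rows, most of them inside introns, were lower in KD and OE. A lower share of such molecules in the whole library would lower every row by a like factor. Of unannotated rows with an expected count above 20, 133 had 0 counts in all 3 OE libraries, 115 of 1049 inside introns, 18 of 258 antisense and 0 of 313 between genes. This argues against it as the whole cause for rows inside introns and antisense rows, and not for rows between genes. In KD, 41 of 1102, 7 of 253 and 0 of 300 were at 0. Annotated rows were at 0 too, 69 of 13374 in OE and 42 of 12951 in KD. Rows were also at 0 in Con where the level in OE or KD predicts more than 20 counts. These were 35 of 12280 annotated and 5 of 989 unannotated rows for OE, and 24 of 12101 and 21 of 1292 for KD. Reads moved to the annotated row of the host gene would raise it by about the counts lost. The median gain over loss was -0.771 (95% bootstrap interval over rows -1.10 to -0.403), with 47 hosts higher and 86 lower. Many hosts had far more counts than were lost, and single ratios ran to -17.9 for WWOX and 20.0 for YWHAB. A change of the host itself in OE could therefore hide such a gain, so this test cannot decide whether reads moved. A difference in how transcripts were assigned to rows between groups, and a change in intron-containing RNA of the cells, were not tested.

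KD and OE changed many genes in the same direction. The shared Con libraries alone gave a covariance of at most 0.0788 in simulations, against 0.455 observed. If a length bias were the source, a correction for length would bring Pearson's r to the simulated level, at most 0.580. It was still 0.716. Over annotated genes, the correction left a Spearman correlation with effective length of -0.0724 in KD and -0.149 in OE, from -0.286 and -0.469. A part played by the remaining length bias is therefore not excluded. A candidate explanation in which both inserts raise miR-214-3p activity needs genes with a site in the 3′UTR to be lower, but the median over other 7-mers of the same composition was above 0 as well, and 67 of 94 in KD and 66 of 95 in OE were as low as the miR-214-3p site, which leaves it open in these data. The paper's qPCR gave a lower level of miR-214-3p in KD than in its control (Fig. 1B), the opposite of a rise. A response to an expressed hairpin as such, and a difference in handling between Con and the other libraries, stay open and were not tested.

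Longer genes were lower in KD and OE, whose reads were shorter on average. If shorter reads were the source, the slope of expression on length would follow the mean read length within groups too, and over the 9 libraries centred within groups Pearson's r was 0.742 on effective length (exact permutation p = 0.264; Spearman's rho 0.433, exact permutation p = 0.421) and 0.948 on canonical length (exact permutation p = 0.0370; Spearman's rho 0.850, exact permutation p = 0.0694). Without the 2 libraries farthest from the median, r was 0.870 and 0.957, and without OE replicate 3 it was 0.282 and 0.619, so the relation rests largely on that library. These values lie on the side that shorter reads would give. Since read length also differs between the groups, a biological change that depends on gene length stays open and was not tested.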

How the results depend on the processing

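The fit of annotated genes only, detection by a TPM above 0, DESeq2 calls in the enrichment tests and other fits for seed sites were tried after the data were seen. For the named genes other than ID3 and MAPK8, 6205 of 7627 values kept their direction and their side of the threshold, 1403 no longer passed, 3 passed where they had not, and 16 turned, none of which passed under either setting. Of 1440 values for single gene lists, 1224 kept both, 106 no longer passed, 45 came to pass and 65 turned. Of 166 counts of DEGs, 109 stayed within 1.5 times. With untransformed TPM the OE libraries did not form a cluster of their own, which they did with log2(TPM + 0.1) and with complete linkage. The numbers of genes detected stayed within 1.5 times under each alternative tried for them. The replicate numbers did not pair the libraries, since deviations of libraries with the same number had correlations of -0.104 to 0.0222. Low depth limits rows such as ID3 with 13 to 23 counts per Con library, and 3 libraries per group limit every test. Apart from the fewer rows tested with annotated genes only and the fewer libraries in leave-one-out fits, the cause was not tested for any change below.

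Without a count filter, DEGs numbered 556 up in KD vs. Con, 238 up in OE vs. KD, 422 down in OE vs. KD and 330 up in both KD and OE; lists past the camera threshold numbered 14 up in KD vs. Con and 2 down in OE vs. Con; the length trend was -0.120 in KD vs. Con, -0.174 in OE vs. Con and -0.128 in OE vs. KD; calls changed, with log2 fold changes of -1.03 for the row inside MAPK8 in OE vs. KD (adjusted p = 0.000321). Without a count filter, the sign turned, with log2 fold changes of 0.022 for MAPK8 in KD vs. Con; the direction of lists turned, at adjusted p of 0.999 for ubiquitin ligases in KD vs. Con, 0.871 for Wnt pathway and adherens junction in OE vs. Con, 0.950 for replication-dependent histones in OE vs. Con and 0.910 for NF-kB targets and cytokines in OE vs. KD. On log2(TPM + 1) with limma, DEGs numbered 156 up in KD vs. Con, 202 down in KD vs. Con, 441 down in OE vs. Con, 26 up in OE vs. KD, 26 down in OE vs. KD, 95 up in both KD and OE and 129 down in both KD and OE; calls changed, with log2 fold changes of 0.86 for ID3 in KD vs. Con (adjusted p = 0.0644), -0.50 for the row inside MAPK8 in KD vs. Con (adjusted p = 0.130) and -1.46 for the row inside MAPK8 in OE vs. Con (adjusted p = 0.0588). On log2(TPM + 1) with limma, the sign turned, with log2 fold changes of 0.042 for MAPK8 in KD vs. Con, 0.032 for MAP4 in KD vs. Con, 0.041 for SART3 in OE vs. Con and 0.090 for EIF4A3 in OE vs. Con. On log2(TPM + 0.1) with limma, DEGs numbered 187 up in KD vs. Con, 188 down in KD vs. Con, 403 down in OE vs. Con, 27 up in OE vs. KD, 22 down in OE vs. KD and 112 down in both KD and OE; calls changed, with log2 fold changes of 0.89 for ID3 in KD vs. Con (adjusted p = 0.0658), -0.53 for the row inside MAPK8 in KD vs. Con (adjusted p = 0.131) and -1.62 for the row inside MAPK8 in OE vs. Con (adjusted p = 0.0673). On log2(TPM + 0.1) with limma, the sign turned, with log2 fold changes of 0.060 for MAPK8 in KD vs. Con, 0.038 for MAP4 in KD vs. Con, 0.063 for SART3 in OE vs. Con and 0.13 for EIF4A3 in OE vs. Con. In limma on log2(TPM + 1) without a filter, DEGs numbered 84 up in KD vs. Con, 91 down in KD vs. Con, 518 up in OE vs. Con, 246 down in OE vs. Con, 13 up in OE vs. KD, 15 down in OE vs. KD, 46 up in both KD and OE and 48 down in both KD and OE; calls changed, with log2 fold changes of 0.86 for ID3 in KD vs. Con (adjusted p = 0.135), -0.50 for the row inside MAPK8 in KD vs. Con (adjusted p = 0.244) and -1.46 for the row inside MAPK8 in OE vs. Con (adjusted p = 0.137). In limma on log2(TPM + 1) without a filter, the sign turned, with log2 fold changes of 0.042 for MAPK8 in KD vs. Con, 0.032 for MAP4 in KD vs. Con, 0.041 for SART3 in OE vs. Con and 0.090 for EIF4A3 in OE vs. Con. Without the fold threshold, DEGs numbered 1268 up in KD vs. Con, 1336 down in KD vs. Con, 2278 up in OE vs. Con, 2152 down in OE vs. Con, 679 up in OE vs. KD, 704 down in OE vs. KD, 875 up in both KD and OE and 916 down in both KD and OE. With a fold threshold of 1.5, DEGs numbered 824 up in KD vs. Con, 893 down in KD vs. Con, 1876 up in OE vs. Con, 1605 down in OE vs. Con, 436 up in OE vs. KD, 444 down in OE vs. KD, 580 up in both KD and OE and 604 down in both KD and OE. In the fit of annotated genes only, DEGs numbered 213 down in KD vs. Con, 396 down in OE vs. Con, 81 down in OE vs. KD and 117 down in both KD and OE; lists past the camera threshold numbered 2 down in OE vs. Con; the correlation of KD and OE was 0.773; the length trend was -0.286 in KD vs. Con, -0.469 in OE vs. Con and -0.393 in OE vs. KD. In the fit of annotated genes only, the direction of lists turned, at adjusted p of 0.874 for anti-apoptotic in KD vs. Con, 0.888 for TGF-beta and BMP pathway in OE vs. Con, 1.00 for hypoxia response in OE vs. Con and 0.964 for pro-apoptotic in OE vs. KD. With the length correction, DEGs numbered 581 up in OE vs. Con; lists past the camera threshold numbered 8 up in OE vs. KD; the length trend was -0.0183 in KD vs. Con, -0.0435 in OE vs. Con and -0.0372 in OE vs. KD; calls changed, with log2 fold changes of 0.65 for ID3 in KD vs. Con (adjusted p = 0.0834). With the length correction, the sign turned, with log2 fold changes of 0.082 for MAPK8 in KD vs. Con, 0.085 for MAPK8 in OE vs. Con, 0.0011 for MAPK8 in OE vs. KD and 0.072 for MAP4 in KD vs. Con; the direction of lists turned, at adjusted p of 0.953 for anti-apoptotic in KD vs. Con, 0.953 for mitotic cell cycle in KD vs. Con, 0.953 for DNA replication and G1/S in KD vs. Con, 0.667 for cytosolic ribosomal proteins in KD vs. Con, 0.454 for chromatin remodelling in KD vs. Con, 0.454 for ubiquitin ligases in KD vs. Con, 0.953 for long nuclear RNAs in KD vs. Con, 0.625 for cytosolic ribosomal proteins in OE vs. Con, 0.869 for chromatin remodelling in OE vs. Con, 0.488 for Wnt pathway and adherens junction in OE vs. Con, 0.843 for ubiquitin ligases in OE vs. Con, 0.991 for interferon-stimulated in OE vs. Con, 0.803 for pro-apoptotic in OE vs. KD, 0.955 for DNA damage response and repair in OE vs. KD, 0.813 for cytosolic ribosomal proteins in OE vs. KD, 0.936 for Wnt pathway and adherens junction in OE vs. KD, 0.857 for microRNA biogenesis and silencing in OE vs. KD and 0.955 for reported miR-214-3p targets in OE vs. KD. Under block and length correction together, DEGs numbered 469 up in OE vs. Con, 104 up in both KD and OE and 190 down in both KD and OE; lists past the camera threshold numbered 7 up in OE vs. Con and 8 up in OE vs. KD; calls changed, with log2 fold changes of 0.66 for ID3 in KD vs. Con (adjusted p = 0.0950) and -1.19 for the row inside MAPK8 in OE vs. KD (adjusted p = 0.0279). Under block and length correction together, the sign turned, with log2 fold changes of 0.078 for MAPK8 in KD vs. Con, 0.082 for MAPK8 in OE vs. Con, 0.0033 for MAPK8 in OE vs. KD and 0.073 for MAP4 in KD vs. Con; the direction of lists turned, at adjusted p of 0.971 for anti-apoptotic in KD vs. Con, 0.984 for mitotic cell cycle in KD vs. Con, 0.745 for cytosolic ribosomal proteins in KD vs. Con, 0.517 for chromatin remodelling in KD vs. Con, 0.399 for ubiquitin ligases in KD vs. Con, 0.984 for long nuclear RNAs in KD vs. Con, 0.660 for cytosolic ribosomal proteins in OE vs. Con, 0.880 for chromatin remodelling in OE vs. Con, 0.480 for Wnt pathway and adherens junction in OE vs. Con, 0.767 for ubiquitin ligases in OE vs. Con, 0.771 for pro-apoptotic in OE vs. KD, 0.964 for DNA damage response and repair in OE vs. KD, 0.832 for cytosolic ribosomal proteins in OE vs. KD, 0.872 for microRNA biogenesis and silencing in OE vs. KD, 0.992 for cleavage and polyadenylation factors in OE vs. KD and 0.992 for reported miR-214-3p targets in OE vs. KD. With DESeq2, calls changed, with log2 fold changes of 0.81 for ID3 in KD vs. Con (adjusted p = 0.139), -0.61 for the row inside MAPK8 in KD vs. Con (adjusted p = 0.0660) and -1.02 for the row inside MAPK8 in OE vs. KD (adjusted p = 0.0341). With library size only, lists past the camera threshold numbered 1 down in OE vs. Con; calls changed, with log2 fold changes of 0.72 for ID3 in KD vs. Con (adjusted p = 0.0524). With library size only, the direction of lists turned, at adjusted p of 0.892 for anti-apoptotic in KD vs. Con and 0.996 for NF-kB targets and cytokines in OE vs. KD. With all 9 libraries in one fit, lists past the camera threshold numbered 1 down in OE vs. Con; calls changed, with log2 fold changes of 0.81 for ID3 in KD vs. Con (adjusted p = 0.0585) and -0.60 for the row inside MAPK8 in KD vs. Con (adjusted p = 0.273). With all 9 libraries in one fit, the sign turned, with log2 fold changes of 0.0061 for MAPK8 in KD vs. Con; the direction of lists turned, at adjusted p of 0.998 for anti-apoptotic in KD vs. Con and 0.997 for NF-kB targets and cytokines in OE vs. KD. With the replicate block, calls changed, with log2 fold changes of -1.11 for the row inside MAPK8 in OE vs. KD (adjusted p = 0.0213). With the replicate block, the direction of lists turned, at adjusted p of 0.974 for anti-apoptotic in KD vs. Con and 0.940 for Wnt pathway and adherens junction in OE vs. Con. With an estimated correlation in camera, lists past the camera threshold numbered 0 up in KD vs. Con, 0 down in KD vs. Con, 0 up in OE vs. Con, 0 up in OE vs. KD and 0 down in OE vs. KD. With fry, lists numbered 18 up in KD vs. Con, 4 down in KD vs. Con, 3 down in OE vs. Con, 7 up in OE vs. KD and 1 down in OE vs. KD. With fry, the direction of lists turned, at adjusted p of 0.975 for anti-apoptotic in KD vs. Con. With size factors of the DESeq2 type, lists past the camera threshold numbered 1 down in OE vs. Con. With DESeq2 calls in the enrichment tests, 1 list was enriched among the genes that fell in KD vs. Con.

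With 1 library left out at a time, the lowest and highest values were 595 to 1156 for OE vs. Con DEGs up, 41 to 196 for OE vs. KD DEGs up, 98 to 284 for OE vs. KD DEGs down, 0.65 to 0.95 for ID3 in KD vs. Con, -0.11 to 0.088 for MAPK8 in KD vs. Con, -0.79 to -0.47 for the row inside MAPK8 in KD vs. Con, -2.24 to -1.29 for the row inside MAPK8 in OE vs. Con, 0.26 to 0.64 for ID3 in OE vs. KD, -1.65 to -0.68 for the row inside MAPK8 in OE vs. KD, -0.077 to 0.34 for PRPF8 in KD vs. Con, -0.11 to 0.0037 for MAP4 in KD vs. Con, -0.17 to 0.0061 for SART3 in OE vs. Con, -0.23 to 0.18 for EIF4A3 in OE vs. Con, 0.574 to 0.952 for adjusted p of anti-apoptotic KD vs. Con, 0.575 to 0.949 for adjusted p of ubiquitin ligases KD vs. Con, 0.540 to 0.949 for adjusted p of chromatin remodelling KD vs. Con, 0.681 to 0.934 for adjusted p of Wnt pathway and adherens junction OE vs. Con, 0.768 to 0.964 for adjusted p of cleavage and polyadenylation factors OE vs. Con, 0.516 to 0.973 for adjusted p of NF-kB targets and cytokines OE vs. KD, 0.396 to 0.973 for adjusted p of reported miR-214-3p targets OE vs. KD, 0.666 to 0.963 for adjusted p of pro-apoptotic OE vs. KD, 0.697 to 0.998 for adjusted p of microRNA biogenesis and silencing OE vs. KD, 0.587 to 0.932 for adjusted p of DNA damage response and repair OE vs. KD, 0.649 to 0.765 for correlation of KD and OE log2 fold changes, -0.163 to -0.130 for length trend KD vs. Con and -0.249 to -0.219 for length trend OE vs. Con. The sign or direction turned for MAPK8 in KD vs. Con without Con replicate 3 (0.012), without KD replicate 2 (0.088) and without KD replicate 3 (0.015), PRPF8 in KD vs. Con without Con replicate 3 (-0.077), MAP4 in KD vs. Con without Con replicate 2 (0.0037), SART3 in OE vs. Con without Con replicate 2 (0.0061), EIF4A3 in OE vs. Con without Con replicate 2 (0.18) and without OE replicate 2 (0.077), adjusted p of anti-apoptotic KD vs. Con without Con replicate 3 (0.865) and without KD replicate 2 (0.952), adjusted p of ubiquitin ligases KD vs. Con without KD replicate 1 (0.908) and without KD replicate 3 (0.949), adjusted p of chromatin remodelling KD vs. Con without KD replicate 3 (0.949), adjusted p of Wnt pathway and adherens junction OE vs. Con without Con replicate 1 (0.681), without OE replicate 1 (0.929) and without OE replicate 2 (0.727), adjusted p of cleavage and polyadenylation factors OE vs. Con without OE replicate 1 (0.964), adjusted p of NF-kB targets and cytokines OE vs. KD without KD replicate 1 (0.963) and without KD replicate 3 (0.924), adjusted p of reported miR-214-3p targets OE vs. KD without KD replicate 3 (0.931) and without OE replicate 3 (0.973), adjusted p of pro-apoptotic OE vs. KD without OE replicate 2 (0.911), adjusted p of microRNA biogenesis and silencing OE vs. KD without OE replicate 2 (0.998) and adjusted p of DNA damage response and repair OE vs. KD without OE replicate 3 (0.889).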

Differences from the paper's values

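The DEGs that rose in KD vs. Con and were not called higher in OE vs. Con numbered 109, and the paper's number is 69. Of the alternatives set before the data were examined, DESeq2 (70), library size only (86), all 9 libraries in one fit (86), limma on log2(TPM + 1) (61) and limma on log2(TPM + 0.1) (55) came within 1.5 times of it. Size factors of the DESeq2 type (108), no count filter (226), the replicate block (115), the length correction (134), block with length correction (139) and limma without a filter (38) did not.

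The DEGs that fell in KD vs. Con and were not called lower in OE vs. Con numbered 142, and the paper's number is 91. DESeq2 (91), all 9 libraries in one fit (116), limma on log2(TPM + 1) (73) and limma on log2(TPM + 0.1) (76) came within 1.5 times of it. Size factors of the DESeq2 type (141), library size only (181), no count filter (237), the replicate block (160), the length correction (156), block with length correction (170) and limma without a filter (43) did not. The thresholds were those of the paper, whose methods name DESeq2. Of the settings tried, DESeq2 came closest to the paper for both of these lists. It also gave the paper's 830 and 723 DEGs in OE vs. Con and its 135 and 212 common DEGs.

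The TPM of the annotated MAPK8 gene was 1.56 in Con, 1.65 in KD and 1.51 in OE, while the paper shows about 17, about 12 and about 6.5 in Fig. 6F, read by eye. No alternative set before the data were examined applies to a TPM. The unannotated row under the symbol MAPK8 had 17.2, 12.0 and 6.41. The paper states that MAPK8 changed in expression, and the annotated gene had log2 fold changes of -0.01 in KD (adjusted p = 0.973 from edgeR) and -0.20 in OE (adjusted p = 0.236 from edgeR), while the row inside MAPK8 had -0.62 and -1.64. ID3, which the paper also names there, had 1.25 in OE (adjusted p = 0.00364 from edgeR).

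The paper states that apoptosis terms were enriched among genes that rose and DNA repair terms among genes that fell. These are GO terms, and the lists used here are smaller. Pro-apoptotic genes were not enriched among genes that rose in OE (4 of 26, Fisher's exact test, adjusted p = 0.350) or in KD (1 of 25, adjusted p = 1), and DNA repair genes were not enriched among those that fell (1 of 51 in OE and 1 of 51 in KD, adjusted p = 1 for both). With fry, which tests whether a set moves one way on balance, the pro-apoptotic genes passed upward in KD (adjusted p = 0.00274) and in OE (adjusted p = 0.0411), and the DNA repair genes passed downward in KD (adjusted p = 0.00402). Of 30 lists, fry passed 18 upward and 4 downward in KD, and 15 upward and 3 downward in OE. A pass with fry therefore does not single out these lists. Without a count filter the pro-apoptotic genes passed in OE with camera (adjusted p = 0.0400). The paper also states that transcription terms were enriched among genes that rose in both comparisons. The immediate early transcription factors were enriched in OE (11 of 30, Fisher's exact test, adjusted p = 9.11e-05) and not in KD.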

Other observations

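The tests with DESeq2 calls, the other fits for seed sites and the use of other 7-mers to judge the miR-214-3p site were chosen after the results were seen.

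Of 19 genes of the amino acid response driven by ATF4, 11 fell and 3 rose in KD (edgeR's quasi-likelihood test; 13 and 3 adjusted over the list alone; camera, adjusted p = 0.000337, and adjusted p = 0.320 with an estimated correlation), and 10 were higher and none lower in OE than in KD (16 and 0 adjusted over the list alone; camera, adjusted p = 1.88e-12, and adjusted p = 0.327 with an estimated correlation). In OE vs. Con, 7 rose and SLC7A11 fell (also over the list alone), and the set did not pass (camera, adjusted p = 0.152), though it passed without a count filter (adjusted p = 0.0400) and without OE replicate 3 (adjusted p = 0.0438). SLC7A11, the cystine transporter, fell by 1.25 on the log2 scale in KD (standard error 0.11, adjusted p = 2.83e-07 from edgeR), and ASNS, which makes asparagine, fell by 1.36 (standard error 0.19, adjusted p = 5.27e-05 from edgeR). Of 10 genes encoded in mitochondrial DNA, 9 rose in KD (10 adjusted over the list alone; camera, adjusted p = 5.71e-11, and adjusted p = 0.320 with an estimated correlation) and 5 rose in OE (5 adjusted over the list alone; camera, adjusted p = 0.0457, and adjusted p = 0.561 with an estimated correlation), while 4 were lower in OE than in KD (5 adjusted over the list alone; camera, adjusted p = 0.00867, and adjusted p = 0.521 with an estimated correlation). The call of this set in OE vs. Con was lost without Con replicate 1 (adjusted p = 0.0529), Con replicate 2 (adjusted p = 0.0872) or OE replicate 1 (adjusted p = 0.0654), with the replicate block (adjusted p = 0.0670) and with annotated genes only (adjusted p = 0.0839). Of 17 cytosolic heat shock genes, 6 rose and none fell in KD (8 and 0 adjusted over the list alone; camera, adjusted p = 7.82e-05, and adjusted p = 0.320 with an estimated correlation), and 13 rose and HSF1 fell in OE (also over the list alone; camera, adjusted p = 5.09e-06, and adjusted p = 0.456 with an estimated correlation). HSPA8, a constitutive chaperone, had a log2 fold change of 1.35 in OE (standard error 0.16, adjusted p = 0.000175 from edgeR). Among genes of gastric epithelial identity, 7 of 16 rose and none fell in KD (also over the list alone; camera, adjusted p = 0.000315, and adjusted p = 0.320 with an estimated correlation), and 10 of 17 rose and none fell in OE (11 up and 1 down adjusted over the list alone; camera, adjusted p = 6.63e-05, and adjusted p = 0.366 with an estimated correlation), among them the intestinal factor CDX2 with a log2 fold change of 1.26 in OE (standard error 0.15, adjusted p = 9.21e-05 from edgeR).

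In OE, 11 of 21 genes of cholesterol synthesis rose (13 adjusted over the list alone; camera, adjusted p = 0.000376, and adjusted p = 0.456 with an estimated correlation), and 11 of 19 glycolysis genes rose and 2 fell (also over the list alone; camera, adjusted p = 0.000968, and adjusted p = 0.456 with an estimated correlation). DHCR7, the last enzyme of cholesterol synthesis, had a log2 fold change of 0.98 (standard error 0.13, adjusted p = 0.000233 from edgeR), and the glycolytic enzyme ENO1 of 1.24 (standard error 0.16, adjusted p = 0.000206 from edgeR). Mitochondrial ribosomal proteins (18 of 62 rose and 3 fell; camera, adjusted p = 0.00408, and adjusted p = 0.492 with an estimated correlation) and nuclear-encoded subunits of oxidative phosphorylation (14 of 53 rose and 2 fell; camera, adjusted p = 0.00999, and adjusted p = 0.492 with an estimated correlation) were higher in OE, with the same counts over the list alone, and neither passed with the length correction (adjusted p = 0.281 for both). In KD, the list of oxidative phosphorylation passed at an adjusted p of 0.0381 (7 of 51 rose and none fell, also over the list alone; camera, adjusted p = 0.320 with an estimated correlation). That call was lost with all 9 libraries in one fit (adjusted p = 0.0592), with the length correction (adjusted p = 0.240), with annotated genes only (adjusted p = 0.0668), and without Con replicate 1 (adjusted p = 0.0501), Con replicate 2 (adjusted p = 0.0855), KD replicate 1 (adjusted p = 0.0771), KD replicate 2 (adjusted p = 0.0585) or KD replicate 3 (adjusted p = 0.0831). Of 28 genes of DNA replication and the G1/S transition, 11 rose and none fell in OE (11 and 1 adjusted over the list alone; camera, adjusted p = 0.0457, and adjusted p = 0.561 with an estimated correlation), and the list did not pass in KD (camera, adjusted p = 0.663). Its call in OE was lost with the length correction (adjusted p = 0.356), with the replicate block (adjusted p = 0.0552), with annotated genes only (adjusted p = 0.0880), with fry (adjusted p = 0.0705), and without Con replicate 2 (adjusted p = 0.0787), OE replicate 1 (adjusted p = 0.0654) or OE replicate 2 (adjusted p = 0.0669).

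Messages of replication-dependent histones lack poly(A) tails, and the list was fixed as a sign of poly(A) selection. Of 29 tested, 5 rose and none fell in KD vs. Con (also over the list alone; camera, adjusted p = 0.0147, and adjusted p = 0.320 with an estimated correlation), a call lost without KD replicate 2 (adjusted p = 0.0858). The list did not pass in OE vs. Con (camera, adjusted p = 0.591), and of 28 tested, 5 were lower and none higher in OE than in KD (9 lower adjusted over the list alone; camera, adjusted p = 3.42e-05, and adjusted p = 0.327 with an estimated correlation). Of the other lists, those of TGF-beta and BMP signaling (7 up and 6 down of 28 in OE), the Wnt pathway (6 and 7 of 31), ubiquitin ligases (2 and 11 of 39), hypoxia (2 and 1 of 13), interferon-stimulated genes (6 and 3 of 23), microRNA biogenesis (1 and 3 of 16), cytosolic ribosomal proteins (18 and 7 of 66), mitotic genes (5 and 2 of 29), long nuclear RNAs (1 and 2 of 6) and reported targets of miR-214-3p (2 and 0 of 8) did not pass in OE (camera, adjusted p from 0.0679 to 0.979). Without a count filter, ubiquitin ligases (camera, adjusted p = 0.0331), cytosolic ribosomal proteins (adjusted p = 0.0357) and mitotic genes (adjusted p = 0.0302) passed in OE, and ubiquitin ligases passed with annotated genes only (adjusted p = 0.00939). Markers of fibroblasts reached a TPM of at most 1.34, of endothelial cells 2.22 and of neural and kidney cells 0.0999. Among haematopoietic markers LYZ, which gastric cells also make, reached 449. CD52 reached 10.3, CD68 9.88 and CD14 2.44, while SPI1 reached 0.137 and PTPRC 0.0208.

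If miR-214-3p acted on its seed matches in OE, genes with such a site in the 3′UTR would be lower than matched genes. They were higher, by a median of 0.0824 in KD (2364 of 9770 genes have a site) and 0.110 in OE (2412 of 9961), and OE vs. KD differed by 0.0167. Of 10000 matched random lists, a share of 0.0001 was as high in KD and in OE, the smallest share they can give. Genes with other 7-mers of the same composition were also higher in the median over these 7-mers, so a value above 0 in this comparison does not exclude an effect of the site. The random lists treat genes as independent. With camera at the preset correlation, without matching, the genes with a site did not pass against other genes with a 3′UTR. Its unadjusted p was 0.643 in KD, 0.828 in OE and 0.828 in OE vs. KD. On log2 fold changes with the trends on 3′UTR length and expression removed, genes with the miR-214-3p site were higher than genes without by 0.0906 in KD and 0.131 in OE. The median over control 7-mers was 0.0738 in KD and 0.109 in OE, and 67 of 94 controls in KD and 66 of 95 in OE were as low as the miR-214-3p site. In OE vs. KD the site had 0.0125, the controls had a median of 0.00928, and 57 of 95 were as low. The 2 inserts given in the methods, each 61 nt long, hold the same pair of strands, the mature sequence ACAGCAGGCACAGACAGGCAGT and its complement ACTGCCTGTCTGTGCCTGCTGT, in opposite order.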
